# Cellular senescence triggers intracellular acidification and lysosomal pH alkalinized via ATP6AP2 attenuation in breast cancer cells

**DOI:** 10.1038/s42003-023-05433-6

**Published:** 2023-11-22

**Authors:** Wei Li, Kosuke Kawaguchi, Sunao Tanaka, Chenfeng He, Yurina Maeshima, Eiji Suzuki, Masakazu Toi

**Keywords:** Breast cancer, Senescence

## Abstract

Several chemotherapeutic drugs induce senescence in cancer cells; however, the mechanisms underlying intracellular pH dysregulation in senescent cells remain unclear. Adenosine triphosphatase H^+^ transporting accessory protein 2 (ATP6AP2) plays a critical role in maintaining pH homeostasis in cellular compartments. Herein, we report the regulatory role of ATP6AP2 in senescent breast cancer cells treated with doxorubicin (Doxo) and abemaciclib (Abe). A decline in ATP6AP2 triggers aberrant pH levels that impair lysosomal function and cause immune profile changes in senescent breast cancer cells. Doxo and Abe elicited a stable senescent phenotype and altered the expression of senescence-related genes. Additionally, senescent cells show altered inflammatory and immune transcriptional profiles due to reprogramming of the senescence-associated secretory phenotype. These findings elucidate ATP6AP2-mediated cellular pH regulation and suggest a potential link in immune profile alteration during therapy-induced senescence in breast cancer cells, providing insights into the mechanisms involved in the senescence response to anticancer therapy.

## Abstract (web summary)

Adenosine triphosphatase H^+^ transporting accessory protein 2 (ATP6AP2) attenuation triggers intracellular acidification and lysosomal pH alkalinized in in senescent breast cancer cells induced by doxorubicin and abemaciclib, resulting in immune profile alterations through the reprogramming of senescence-associated secretory phenotype.

## Introduction

Breast cancer is a highly prevalent and substantial cause of mortality in women worldwide^1^. Neoadjuvant chemotherapy and adjuvant systemic therapy improve the prognosis and increase the survival of breast cancer patients^2^. Despite advances in breast cancer treatment, many patients still experience resistance to therapy and exhibit an unfavorable prognosis^3^.

Cellular senescence is a physiological stress response in normal and cancerous cells and is characterized by irreversible cell cycle arrest and permanent proliferation suppression^4,5^. Several factors, including excessive activation of oncogenes, accumulation of stress, metabolic disturbances, irradiation, and chemotherapeutic drugs, can lead to cellular senescence^5–8^. However, the specific role of senescence in the development of cancer remains unclear. Extensive research has shown that senescence suppresses neoplastic formation and tumor progression by restricting the repair and proliferation mechanisms of impaired cells^9–11^. Similarly, senescence inhibits tumor progression by enhancing the antitumor immune response^12,13^. Senescence-induced therapies trigger senescence-associated secretory phenotype (SASP)-dependent vascular remodeling to sensitize cells to cytotoxic therapeutic drugs^14^. Senescence enhances antitumor immune responses by promoting the clearance of senescent cells by immune cells. However, recent evidence has established that senescent cells secrete multiple pro-inflammatory factors through the SASP, which contribute to immune evasion, creating a double-edged sword effect^15–17^. Therefore, it is unclear whether therapy-induced senescence reprograms the SASP to affect inflammatory and immune responses.

Adenosine triphosphatase H^+^ transporting accessory protein 2 (ATP6AP2), also known as the prorenin receptor, is an essential accessory subunit for the biogenesis of active vacuolar-type adenosine triphosphatase (V-ATPase)^18–21^. V-ATPases are complex multi-subunit enzymes that function as rotary nanomotors that pump protons and maintain intracellular pH (pH_i_) homeostasis^22–24^. V-ATPase defects perturb autophagy in various systems^25^. ATP6AP2 is predominantly localized in the lysosome and plasma membrane, and plays a crucial role in energy conservation and acidification of intracellular compartments to support cellular biological activity^26,27^. Moreover, several studies have shown that ATP6AP2 interacts with transforming growth factor (TGF)-β1 and Wnt/β-catenin molecules, which regulate the biology process during embryonic development, stem cell differentiation, and tumor formation^28–30^. ATP6AP2 promotes the tumorigenesis and progression of many cancer types^31–33^. ATP6AP2 is a vital protein involved in fundamental cellular processes, and its ablation results in impaired viability due to multiple organ deficiencies^34^. Conditionally ablated ATP6AP2 has further elucidated its critical role in preserving cellular homeostasis across various cell types^35–37^. However, the function of ATP6AP2 in regulating pH_i_ homeostasis in doxorubicin (Doxo) and abemaciclib (Abe)-challenged breast cancer is unclear.

Recent studies have suggested that an impaired pH_i_ is a hallmark of cancer^38^. Dysregulated pH_i_ dynamics facilitate various cancer cell behaviors such as cell proliferation, migration, metastasis, evasion of apoptosis, and metabolic adaptation^39–41^. Additionally, an acidified intracellular environment suppresses antibody-dependent cytotoxicity in breast cancer cells^42^. Therefore, linking cellular senescence and intracellular acidification, and further exploring their molecular mechanisms, may provide novel insights into breast cancer treatment strategies. Despite numerous metabolic reprogramming events occurring in senescent cells, which result in modifications to the intracellular environment, it is unknown whether senescence triggers aberrant changes in pH_i_ and lysosomal pH (pH_L_) in breast cancer. Elucidating the mechanisms underlying these changes is essential for understanding the implications of senescence in cancer biology and guiding potential therapeutic interventions.

Here, we showed that intracellular acidification occurs in senescent breast cancer cells along with abnormal pH_L_. Therefore, we hypothesized that a specific molecule drives pH_i_ and pH_L_ aberrations in therapy-induced senescent breast cancer cells. To explore this possibility, we first induced senescence in breast cancer cells using two cycles of therapy in vitro with Doxo and Abe. To further elucidate the effect of therapy-induced senescence in breast cancer cells, we used bulk RNA sequencing (RNA-seq) to reveal transcriptome-wide changes in senescent and non-senescent cells. Among the identified differentially expressed genes (DEGs) with overlapping downregulated expression after senescence, functional analysis highlighted the role of V-ATPase. Therefore, we explored the effect of V-ATPase and its specific subunits on the therapy-induced senescence of breast cancer cells. Among these subunits, we demonstrated that *ATP6AP2* was downregulated in therapy-induced senescent breast cancer cells, causing intracellular acidification (reduction in pH_i_) and lysosomal alkalinization (elevation in pH_L_). Additionally, attenuation of *ATP6AP2* expression during therapy-induced senescence triggers SASP reprogramming to activate various pro-inflammatory factors that regulate inflammation and immune profile alterations.

## Results

### Doxo and Abe promote cellular senescence accompanied by an altered profile of senescence-related genes in breast cancer cells

Doxo and Abe were used to treat breast cancer cells (human triple-negative breast cancer cell line MDA-MB-231 and human luminal A subtype breast cancer cell line MCF-7) for 24 h, without a robust cytotoxic effect. After the cells were grown in Doxo- and Abe-free medium for 48 h, they were re-treated with these two therapeutic reagents. Various features of cellular senescence were observed after 24, 48, 72, and 96 h (Fig. 1a). The Cell Cycle Kit-8 (CCK-8) assay showed that Doxo significantly suppressed the proliferation of both MDA-MB-231 and MCF-7 cells (Supplementary Fig. 1a). Abe inhibited cell proliferation in time- and dose-dependent manners (Supplementary Fig. 1b). However, 1000 nM Abe caused massive cell death, and 24 h of treatment was insufficient to suppress proliferation; thus, this concentration of Abe was deemed unsuitable for senescence induction in breast cancer cells. To investigate whether proliferation was suppressed through cell cycle arrest under our treatment conditions, we performed flow cytometry to analyze cell cycle distribution in breast cancer cells. Doxo induced G2 cell cycle arrest in MDA-MB-231 cells, in contrast to the G1 phase arrest observed in MCF-7 cells (Supplementary Fig. 1c, d). Conversely, Abe induced G1 cell cycle arrest in both MDA-MB-231 and MCF-7 cells at various concentrations (Supplementary Fig. 2a–f). These results suggested that Doxo and Abe substantially inhibited breast cancer cell proliferation, an essential feature of cellular senescence, through cell cycle arrest in a time- and dose-dependent manner.

**Fig. 1:**
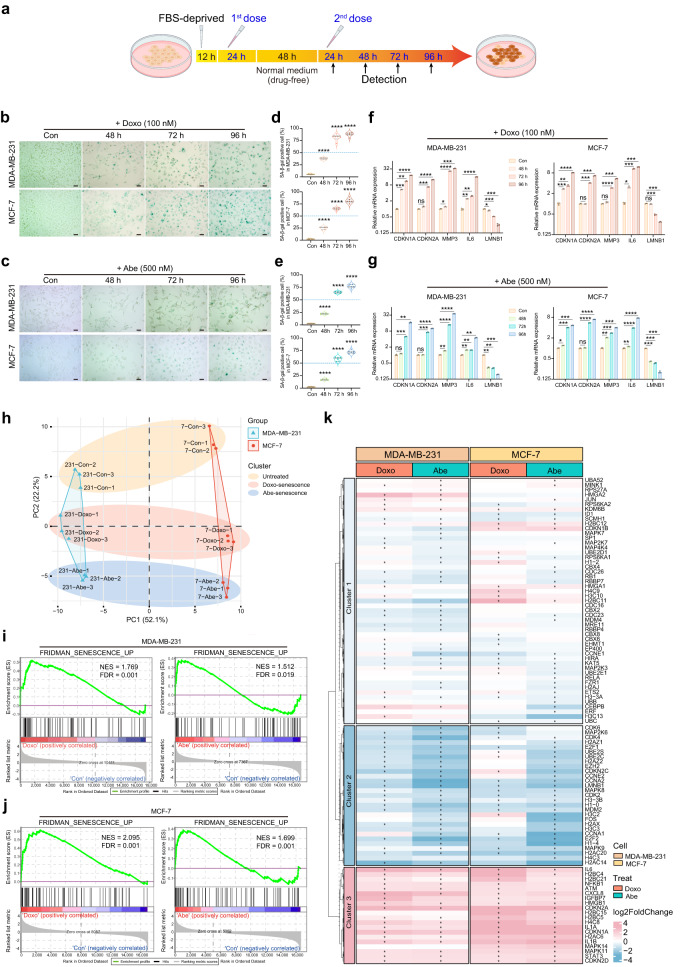
Doxo and Abe promote cellular senescence accompanied by an altered profile of senescence-related genes in breast cancer cells. **a** Experimental design and analysis workflow of cellular senescence induced by Doxo and Abe in breast cancer cells (created with BioRender.com). **b**, **c** Representative SA-β-Gal staining images in therapy-challenged MDA-MB-231 and MCF-7 cells treated with doxorubicin (Doxo; 100 nM) (**b**) and abemaciclib (Abe; 500 nM) (**c**). **d**, **e** Quantitative analysis of the percentage of SA-β-Gal–positive cells in therapy-challenged breast cancer cells treated with Doxo (100 nM) (**d**) and Abe (500 nM) (**e**). At least six separate fields of view were analyzed. **f**, **g** RT-qPCR detection of relative mRNA expression levels of senescence-related genes (*CDKN1A, CDKN2A, MMP3, IL6*, *LMNB1*) in Doxo (100 nM)-treated (**f**) and Abe (500 nM)-treated (**g**) breast cancer cells. **h** Principal components analysis (PCA) based on senescence-related gene expression profile using “REACTOME_CELLULAR_SENESCENCE” gene set. **i**, **j** Gene set enrichment analysis (GSEA) was performed in Doxo- and Abe-treated MDA-MB-231 (**i**) and MCF-7 (**j**) cells compared with control groups, respectively. Genes (vertical black lines) represented in gene sets are on the *x*-axis, and the *y*-axis represents the enrichment score (ES). The green line connects genes and ES points. The colored band shows the degree of correlation of genes with the enriched phenotype (red; positive correlation, and blue; negative correlation). False discovery rate (FDR) < 0.05 as the significance threshold. **k** Heatmap represents cellular senescence-related gene profiles in Doxo- and Abe-treated breast cancer cells. asterisk indicates a statistically significant difference in gene expression. Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. Statistical analyses were performed with one-way ANOVA with Dunnett’s multiple comparisons test (**d**, **e**) and two-way ANOVA with Dunnett’s multiple comparisons test (**f**, **g**). ns, not significant; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We next determined whether Doxo and Abe triggered cellular senescence in breast cancer cells based on senescence-associated β-galactosidase (SA-β-Gal) staining, a widely used senescence marker. Doxo triggered significant cellular senescence after 48 h of exposure and showed more pronounced staining with further exposure, particularly after 96 h of treatment (Fig. 1b, d). Similarly, treatment with 500 nM Abe increased the proportion of senescent cells and caused significant cellular senescence after 96 h of exposure (Fig. 1c, e). Both 250 and 125 nM Abe induced cellular senescence, but the effect was more pronounced at 250 nM, where the proportion of senescent cells was higher than that in the 125 nM treatment group, which showed a relatively lower proportion of senescent cells (less than 50%). (Supplementary Fig. 3a–d). Moreover, the microscopic images demonstrated that the cell morphology became irregular, and that cell size was enlarged in the senescent cells compared to that in the control non-senescent cells.

Considering the essential roles of numerous molecular expression profiles correlated with the senescence phenotype, we next sought to verify the molecules considered hallmarks of cellular senescence. Reverse transcription-quantitative polymerase chain reaction (RT-qPCR) revealed that Doxo simultaneously increased the mRNA levels of cyclin-dependent kinase inhibitor 1A (*CDKN1A*), cyclin-dependent kinase inhibitor 2A (*CDKN2A*), matrix metalloproteinase-3 (*MMP3*), and interleukin-6 (*IL6*), accompanied by decreased laminin subunit beta-1 (*LMNB1*) levels, with significant changes detected after 96 h of treatment (Fig. 1f). Similarly, 500 nM Abe induced significant changes in the expression of senescence-related molecules, with the most prominent effect observed after 96 h of exposure (Fig. 1g). Moreover, 250 nM Abe treatment yielded molecular changes with a similar trend to 500 nM Abe treatment (Supplementary Fig. 3f), whereas alterations in the expression levels of senescence-associated molecules induced by 125 nM Abe treatment were unstable (Supplementary Fig. 3e). Thus, 125 nM Abe treatment was excluded from subsequent experiments.

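Messenger RNA was sequenced from MDA-MB-231 cells, a mesenchymal-like triple-negative breast cancer line, and from MCF-7 cells, a luminal line that depends on estrogen. In each line, cells treated with Doxo at 100 nM, a topoisomerase II poison that breaks DNA, or with Abe at 500 nM, an inhibitor of the cell cycle kinases CDK4 and CDK6, and untreated cells (Con) were harvested at 96 h, with 3 libraries per group and 18 libraries in all. The authors aligned the reads to GRCh38 with HISAT2, counted them per gene with featureCounts and scaled the counts to TPM, the share of a gene among the transcripts of a library and the unit of the deposited values. The tables hold 17446 gene symbols for MDA-MB-231 and 16920 for MCF-7, and the TPM of the 12 Con and Doxo libraries sum to between 998267 and 999991. TPM keeps no read totals, so the depth of each library is unknown and no counting interval can be given. The 6 Abe libraries were left out, because their values do not line up with the gene symbols. GAPDH, a glycolytic enzyme abundant in most cells, is listed at a mean of 1.59 TPM with Abe in MDA-MB-231 against 4622 TPM in Con, and at 1.54 against 4029 TPM in MCF-7. Across genes, which are not independent replicates, the correlation (Pearson's r) of the mean log2(TPM+1) with that of Con was 0.085 for Abe and 0.986 for Doxo in MDA-MB-231, and 0.008 and 0.985 in MCF-7.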

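Doxo was compared with Con within each line, 3 libraries against 3, by limma on log2(TPM+1) over genes with at least 1 TPM in at least 3 of the 6 libraries, which kept 12484 genes in MDA-MB-231 and 12301 in MCF-7. Fold changes on this scale understate the change of genes with low TPM. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all lists and both lines. With the 6 libraries of a line regrouped, 3 against 3, this test called up to 21 lists in MDA-MB-231 and 23 in MCF-7. The real groups gave 22 and 24, so the number of lists called does not set them apart. Every other regrouping still sets more Doxo libraries against fewer, so a part of the response remains and these are not simply false calls. Since the authors counted whole reads, the TPM of a gene in different libraries should be whole multiples of what 1 read is worth there, and this was tested after the values had been seen. In MDA-MB-231, 12416 of 12452 genes tested were on such whole-read steps, within 0.004 of a read, and 36 were not. In MCF-7, 12247 of 12288 were on steps and 41 were not. Genes that the paper names in its RNA-seq lists made up 21 of the 36 genes off the steps in MDA-MB-231 and 10 of the 41 in MCF-7, among them ATP6V1G1 and ATP6V1H, subunits of the proton pump V-ATPase, in both lines.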

We further analyzed and profiled the gene expression of therapy-induced cellular senescence using bioinformatic methods applied to bulk RNA-seq. Principal component analysis (PCA) revealed an obvious difference in a distinct cluster of differentially expressed senescence-related genes between therapy-challenged and untreated breast cancer cells (Fig. 1h). Additionally, Gene Set Enrichment Analysis (GSEA) indicated that the Doxo and Abe treatment groups were enriched in the “FRIDMAN_SENESCENCE-UP” gene set (Fig. 1i, j). 

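Untreated and Doxo-treated cells separated on PC2 within both lines, and the lines separated from each other on PC1. The components were computed on the 100 senescence-related genes shown in Fig. 1k, among them the cyclin-dependent kinase inhibitors CDKN1A and CDKN2A, histone genes and the cytokine genes IL6 and CXCL8. PC1 carried 57.3% of the variance and PC2 26.3%. In MDA-MB-231, the PC2 score was -5.57 ± 0.31 (SD, n = 3) in Con and 5.36 ± 0.14 (SD, n = 3) with Doxo. In MCF-7, it was -4.17 ± 0.22 (SD, n = 3) in Con and 4.39 ± 0.16 (SD, n = 3) with Doxo. In each line all 3 Doxo libraries lay above all 3 Con libraries on PC2 (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The components were computed on standardized log2(TPM+1) over the 12 Con and Doxo libraries.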

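A list of genes known to rise in senescent cells, such as cell cycle inhibitors, IGF-binding proteins and matrix proteins, was on balance higher after Doxo in both lines. In MDA-MB-231, 28 of its 56 tested genes rose, 8 fell and 20 did not pass the test (29 higher and 8 lower when adjusted over the list alone). In MCF-7, 27 of 51 rose, 8 fell and 16 did not pass (27 higher and 9 lower when adjusted over the list alone). TNFAIP3, a ubiquitin-editing enzyme that dampens NF-κB, rose from 3.85 ± 0.948 to 23.8 ± 0.937 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of 2.37 (standard error 0.14, adjusted p = 2.8e-05 from limma). ALDH1A3, an aldehyde dehydrogenase that makes retinoic acid, rose in MCF-7 with a log2 fold change of 2.28 (standard error 0.10, adjusted p = 5.3e-07 from limma). The genes that fell included CCN2, a matricellular protein, and CCND1, a D-type cyclin, in MDA-MB-231, and RBL2, a relative of the retinoblastoma protein, in MCF-7. These 3 were chosen after their values were seen. The adjusted p of the list was 2.8e-04 in MDA-MB-231 and 1.5e-07 in MCF-7 from camera. The first was adjusted p = 0.27 with an estimated correlation, and the second 0.043, which became 0.067 with genes off whole-read steps left out. The list was written from general knowledge of senescence and is not the published gene set.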

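Genes of DNA replication and mitosis fell together in Doxo-treated MCF-7 cells. Of 48 genes of DNA replication and E2F targets, 47 fell and 1 rose (47 and 1 when adjusted over the list alone), and all 43 tested genes of mitosis and G2/M fell (43 when adjusted over the list alone). Examples are MCM2, a subunit of the replicative helicase, at a log2 fold change of -1.56 (standard error 0.08, adjusted p = 7.5e-07 from limma), CDC45, which activates that helicase, and CDC25C, the phosphatase that drives entry into mitosis, at -1.71. In MDA-MB-231, 9 genes of the replication list rose and 13 fell (11 and 13 when adjusted over the list alone), 5 of the latter and none of the former off whole-read steps, while 30 of 44 mitosis genes rose, 5 fell and 9 did not pass (32 and 5 when adjusted over the list alone). Those that rose included NEK2, a centrosomal kinase, at 1.25 (standard error 0.11, adjusted p = 1.7e-04), HMMR, a spindle protein, at 1.15, and CENPE, a kinetochore motor, at 1.12 (adjusted p = 0.012, and 0.061 without Doxo replicate 1). The 5 that fell were MKI67, CCNA2, CCNB1, CCNB2 and CDK1, of which all but MKI67 were off whole-read steps. CDK1, the mitotic kinase, was chosen after its values were seen. From camera, the adjusted p was 1.3e-22 for both lists in MCF-7 (with an estimated correlation 0.034 for replication and 0.039 for mitosis, the latter 0.057 with genes off whole-read steps left out as well), and in MDA-MB-231 0.15 for replication and 3.4e-04 for mitosis, the last adjusted p = 0.37 with an estimated correlation. No tested mitosis gene was off the steps in MCF-7, so its 0.057 there does not come from members left out. The response of both lists differed between the lines (adjusted p = 9.2e-15 for replication and 1.7e-20 for mitosis from camera, in a test added after the data were seen).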

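Replication-dependent histone genes were more often higher than lower after Doxo in both lines. Of 25 tested replication-dependent histone genes in MDA-MB-231, 15 rose and 2 fell (15 and 3 when adjusted over the list alone), and of 44 in MCF-7, 18 rose and 6 fell (18 and 7 when adjusted over the list alone). H2BC11, which encodes histone H2B, rose from 12.3 ± 0.544 to 115 ± 1.33 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of 3.12 (standard error 0.08, adjusted p = 5.6e-07 from limma). In MCF-7, H2BC8 rose by a log2 fold change of 1.26. Over the 100 genes of Fig. 1k, which the study chose for display and which are not independent evidence of a direction, 36 of 98 tested rose, 25 fell and 37 did not pass in MDA-MB-231 (37 and 26 when adjusted over the list alone). In MCF-7, 27 of 92 rose, 40 fell and 25 did not pass (28 and 40 when adjusted over the list alone). The adjusted p from camera was 0.36 and 0.55 for the genes of Fig. 1k, and 1.2e-04 and 0.0043 for the histone genes, the latter adjusted p = 0.097 and 0.18 with an estimated correlation. Histone genes of 1 family are nearly identical and may share reads, and most of their mRNAs lack the poly(A) tail that the libraries select for.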

The heatmap illustrates the expression patterns of senescence-related genes (using the “REACTOME_CELLULAR_SENESCENCE” gene set) obtained from bulk RNA-seq analysis (Fig. 1k). Overall, these results demonstrated that Doxo and Abe trigger stable cellular senescence by simultaneously upregulating *CDKN1A* and *CDKN2A* expression. Furthermore, the senescent phenotype became increasingly evident with prolonged treatment, particularly after 96 h.

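CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, rose in both lines. It lies on chromosome 6 of GRCh38 from 36676460 to 36687337. Its level went from 16.6 ± 2.19 to 191 ± 21.1 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of 3.45 (standard error 0.12, adjusted p = 4.5e-06 from limma), and from 134 ± 14 to 719 ± 20.2 TPM (SD, n = 3) in MCF-7, a log2 fold change of 2.42 (standard error 0.08, adjusted p = 1.5e-07 from limma). The rise differed between the lines (adjusted p = 1.4e-04 from limma for the difference). CDKN2A, which encodes p16INK4a and p14ARF on chromosome 9 from 21967752 to 21995301, rose in MCF-7 from 0.969 ± 0.0344 to 6.99 ± 0.428 TPM (SD, n = 3), a log2 fold change of 2.02 (standard error 0.10, adjusted p = 7.5e-07 from limma). In MDA-MB-231 it was not tested, with means of 0.0029 TPM in Con and 0.263 TPM with Doxo. LMNB1, the nuclear lamina protein lost in senescent cells, fell in both lines, at log2 fold changes of -1.31 (adjusted p = 1.0e-04) and -1.57 (adjusted p = 4.8e-07). Of the targets of the tumor suppressor p53, 33 of 40 rose and 2 fell in MCF-7 (36 and 2 when adjusted over the list alone), with TP53INP1 at 1.94 and TNFRSF10C at 1.76, and the adjusted p was 6.0e-15 from camera. In MDA-MB-231, whose TP53 gene is known to be mutant, 13 of 37 rose and 7 fell (15 and 7 when adjusted over the list alone), with an adjusted p of 0.085 from camera.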

### Doxo and Abe induce V-ATPase functional suppression in senescent breast cancer cells

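On the log2(TPM+1) scale, among genes with a mean of at least 5 TPM in the higher group, the largest rise after Doxo in MDA-MB-231 was that of MMP1, an interstitial collagenase, followed by the chemokine gene CXCL2, CDKN1A, the histone gene H2BC4 and BIRC3, an inhibitor of apoptosis. MMP1 rose from 16.5 ± 0.806 to 335 ± 38.6 TPM (SD, n = 3), a log2 fold change of 4.26 (standard error 0.09, adjusted p = 5.3e-07 from limma). The largest falls on this scale were those of NFKBIA, the inhibitor of NF-κB, at -3.04 (standard error 0.12, adjusted p = 6.2e-06), LGALS12, a galectin, at -2.88, and SCD, which desaturates fatty acids, at -2.75. FASN and FADS2, also enzymes of fatty acid synthesis, both fell at -1.81, and SORCS2, a sorting receptor, at -1.94. In MCF-7, UPK2, a uroplakin, rose at 2.78 (standard error 0.10, adjusted p = 2.4e-07), and S100A9, a calcium-binding alarmin, at 2.73, followed by KRT13, a keratin, with NTN4, FXYD4 and APOD between 2.40 and 2.46. HRAS, off whole-read steps, had the highest value at 3.28. Falls in MCF-7 included METTL7A, HMGB2, a chromatin protein, at -1.74, CDKN2C, an inhibitor of CDK4 and CDK6, at -1.68, PHF19 at -1.63 and YBX2 at -1.61. DNAJA3, a mitochondrial chaperone, and RNH1, the ribonuclease inhibitor, had values of -1.87 and -1.81, both off whole-read steps, and without Con replicate 3 the adjusted p of RNH1 was 0.074. At an adjusted p under 0.05 from limma, 2735 genes were higher and 2079 lower in MDA-MB-231, and 2258 were higher and 3216 lower in MCF-7. With trimmed-mean rescaling the numbers were nearly balanced, 2633 and 2621 in MDA-MB-231 and 2582 and 2652 in MCF-7. Of all genes tested, called or not, the groups did not overlap for 52.9% in MDA-MB-231 and 55.6% in MCF-7, where chance gives 10%. By the ratio of mean TPM, genes near 0 TPM in 1 group changed more in MDA-MB-231, such as MMP3 at 5.16 and CA9 at -4.48 against 4.35 for MMP1 and -3.15 for NFKBIA. Without Doxo replicate 2 in MDA-MB-231, 1552 were higher and 1367 lower, and 1698 were higher without Doxo replicate 1.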

To explore the phenotypic changes induced by Doxo and Abe treatment in senescent breast cancer cells, we compared the transcriptional alterations between senescent and control cells. Among the DEGs, 29 genes were found to be commonly downregulated in both cell lines, as shown in the Venn diagram in Fig. 2a and Supplementary Data 1–4. 

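Genes lower after Doxo in both lines included subunits of the V-ATPase, cyclins and other cell cycle genes, the linker histone genes H1-0 and H1-10, LAMP1, LAMP2, LMNB1, MDM2 and BAX, which encodes a pro-apoptotic protein. BAX had log2 fold changes of -1.61 in MDA-MB-231 and -1.30 in MCF-7, and MCM5, a subunit of the replicative helicase, -1.22 and -1.42. Both were chosen after their values were seen. At the paper's thresholds of a log2 fold change of at least 1 in size and an unadjusted p under 0.05 from limma, 28 of the 10959 genes tested in both lines were lower in both, against 3.1 for independent lists. Of these 28, 21 are among the 29 genes of the paper, a list chosen on these samples that is not independent evidence. The 29 are shared by Doxo and Abe in both lines, so 28 and 29 are not like counts. From the paper's tables, 43 genes are lower with Doxo in both lines. Left out of the test, the genes off whole-read steps in either line left 13 genes lower in both lines, among them ATP6AP2, ATP6V0A1, ATP6V0E1, LAMP1, LAMP2, LMNB1 and MKI67.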

Subsequently, we performed Gene Ontology (GO) enrichment analysis to determine the biological functions of the downregulated genes. GO enrichment analysis revealed that these genes were predominantly enriched in the GO biological processes (BP) “cellular senescence” and “intracellular pH reduction,” in the cellular compartment (CC) “vacuolar proton-transporting V-type ATPase complex,” and in the molecular function (MF) “proton−transporting ATPase activity, rotational mechanism” (Fig. 2b). Therefore, we hypothesized that therapy-induced cellular senescence causes a decrease in V-ATPase, which consequently contributes to pH_i_ decline.

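V-ATPase genes were over-represented among the genes lower after Doxo in both lines. The V-ATPase pumps protons across membranes at the cost of ATP, with a V1 part that hydrolyzes ATP and a V0 part that forms the proton channel. Of 21 subunits and accessory proteins tested in both lines, 8 were among the 28 shared lower genes: ATP6AP2, an accessory protein, ATP6V0A1, ATP6V0A2, ATP6V0C and ATP6V0E1 of the V0 part, and ATP6V1F, ATP6V1G1 and ATP6V1H of the V1 part (Fisher's exact test, one-sided p = 1.2e-16, against the 10959 genes tested in both lines). ATP6V0A2, ATP6V0C, ATP6V1F, ATP6V1G1 and ATP6V1H were off whole-read steps in MDA-MB-231. With genes off the steps left out, 3 of 12 were among 13 shared lower genes (Fisher's exact test, one-sided p = 2.9e-07). From the GO terms of Fig. 2b, the paper proposes that therapy-induced senescence lowers the V-ATPase and that this contributes to a decline of pHi. Those terms came from shared lower genes of these same samples, so the over-representation found here is not independent evidence.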

**Fig. 2:**
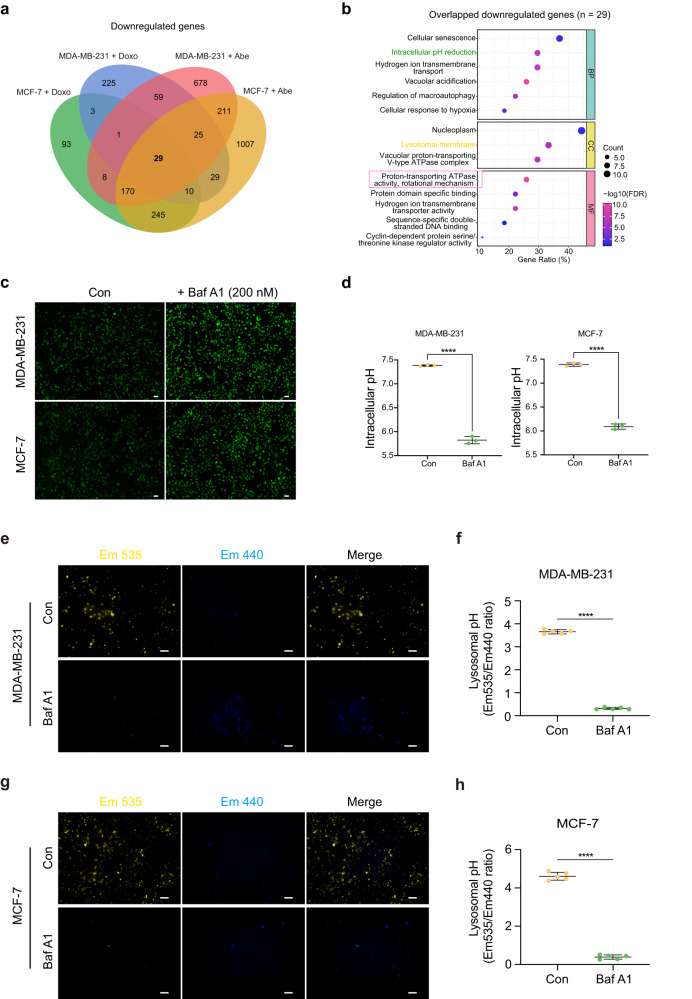
Doxo and Abe induce V-ATPase functional suppression in senescent breast cancer cells. **a** Four-ellipse Venn diagram outlining overlapped downregulated genes in various therapy-challenged breast cancer cells. **b** Gene Ontology (GO) enrichment analysis of overlapped downregulated genes (*n* = 29) shown with biological process (BP), cellular component (CC), and molecular function (MF) terms. All represented GO terms showed significant enrichment at an FDR < 0.05. The color represents the statistical significance of the term. The circle size indicates the counts of enriched genes. **c**, **d** Representative fluorescent images of breast cancer cells treated with Bafilomycin A1 (Baf A1; 200 nM) for 3 h stained with pHrodo Green AM (**c**) and quantitative analysis of the intracellular pH (pH_i_) (**d**). **e**, **f** Representative fluorescent images and quantitative analysis of lysosomal pH (pH_L_) in Baf A1 (200 nM)-treated MDA-MB-231 cells stained with LysoSensor Yellow/Blue-DND-160. **g**, **h** Representative fluorescent images and quantitative analysis of pH_L_ in Baf A1 (200 nM)-treated MCF-7 cells. Emission (Em) 535 nm (yellow); Em 440 nm (blue). Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. Data were analyzed by unpaired two-tailed Student’s *t* test (**d**, **f**, **h**) and Fisher’s exact test with Benjamini–Hochberg multiple-testing correction (**b**). ****P < 0.0001.

To ascertain whether V-ATPase attenuates the therapy-triggered pH_i_ decrease in breast cancer cells, we used 200 nM bafilomycin A1 (Baf A1), a specific V-ATPase inhibitor, to treat MDA-MB-231 and MCF-7 cells over a time gradient. After cells were subjected to 1 h of 200 nM Baf A1 treatment, the pH_i_ was observed to be lower than that of control cells, and a significant difference in pH_i_ was detected after 3 h of inhibitor treatment (Supplementary Fig. 4a). Notably, 200 nM Baf A1 treatment did not affect cell viability (Supplementary Fig. 4b). Fluorescence microscopy confirmed that the pH_i_ decreased under the same treatment conditions (Fig. 2c, d).

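LAMP1 and LAMP2, the main glycoproteins of the lysosomal membrane, were lower after Doxo in both lines. LAMP1 fell from 255 ± 23.9 to 76.0 ± 16.2 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of -1.75 (standard error 0.14, adjusted p = 1.1e-04 from limma), and in MCF-7 at -1.09 (adjusted p = 2.4e-06). LAMP2 fell from 164 ± 18.6 to 79.4 ± 38.5 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of -1.13 (standard error 0.28, adjusted p = 0.014), and in MCF-7 at -1.06 (adjusted p = 6.9e-06). In MDA-MB-231 the adjusted p of LAMP2 was 0.11 without Con replicate 1 and 0.07 without Doxo replicate 1. These 2 genes were the members of a list of lysosomal membrane proteins and hydrolases among the shared lower genes, of 50 tested in both lines (Fisher's exact test, one-sided p = 0.0071). The paper reports a lysosomal membrane term from these same samples, so this test is not independent evidence.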

As shown in Fig. 2b, the overlapping downregulated genes were also enriched in the GO-BP term associated with lysosomal membrane. To further elucidate whether V-ATPase attenuated the Doxo- and Abe-induced increase in pH_L_, we assayed pH_L_ in breast cancer cells treated with 200 nM Baf A1 for 3 h. Baf A1 significantly decreased yellow fluorescence (emission [Em] 535 nm) intensity, with a corresponding increase in blue fluorescence (Em 440 nm) intensity in both MDA-MB-231 (Fig. 2e, f) and MCF-7 (Fig. 2g, h) cells. This shift in the fluorescence spectra resulted in a substantial decrease in the ratio of yellow to blue fluorescence intensity, indicating an increase in pH_L_. These consistent changes in the fluorescence profiles were observed in both MDA-MB-231 and MCF-7 cells following Baf A1 treatment. Therefore, Doxo and Abe impede the function of V-ATPase, thereby inducing the dysregulation of cellular pH homeostasis in senescent breast cancer cells.

### Doxo and Abe trigger substantial intracellular acidification in senescent cells

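Genes of pH regulation outside the V-ATPase moved in both directions after Doxo. Of 33 tested in MDA-MB-231, 5 rose, 7 fell and 21 did not pass the test (5 and 7 when adjusted over the list alone). CA9 and CA12, carbonic anhydrases at the cell surface, fell in MDA-MB-231, CA9 from 1.66 ± 0.211 to 0.0746 ± 0.0772 TPM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.12, adjusted p = 1.9e-04 from limma), and CA12 at -1.45. SLC16A3, an exporter of lactate and protons, fell at -0.85 in MDA-MB-231 and at -0.35 in MCF-7, and SLC4A7, a bicarbonate importer, rose at 1.05 in MDA-MB-231. Of 36 tested in MCF-7, 7 rose, 7 fell and 22 did not pass (7 and 7 when adjusted over the list alone). There SLC9A1, the sodium-proton exchanger of the plasma membrane, rose at 0.78, and CA2, a cytosolic carbonic anhydrase, fell at -1.05. CA2, CA12, SLC16A3, SLC4A7 and SLC9A1 were chosen after their values were seen. The adjusted p of the list from camera was 0.47 in MDA-MB-231 and 0.32 in MCF-7, so no shift of the list in either direction passed the test.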

To further investigate whether Doxo- and Abe-induced senescence in breast cancer cells affects pH_i_, we identified a significant negative correlation between Doxo and Abe treatment groups and cellular pH regulation using GSEA (Fig. 3a, b). We then performed pH_i_ detection using pHrodo Green AM staining, a pH-sensitive fluorescent probe, at various time points. Doxo elicited intracellular acidification after 72 h of exposure and this effect was most pronounced at 96 h (Fig. 3c–f). Similarly, 500 nM Abe generated significant intracellular acidification in MDA-MB-231 cells at 72 h, particularly at 96 h (Fig. 3g, upper panel, and Fig. 3h). Moreover, treatment of MCF-7 cells with 500 nM Abe not only resulted in marked intracellular acidification at 72 and 96 h exposure, but also induced a certain extent of pH_i_ decrease at 48 h of exposure (Fig. 3g, lower panel, and Fig. 3i). Similarly, treatment with 250 nM Abe triggered intracellular acidification after 72 and 96 h of exposure (Supplementary Fig. 5a–d).

**Fig. 3:**
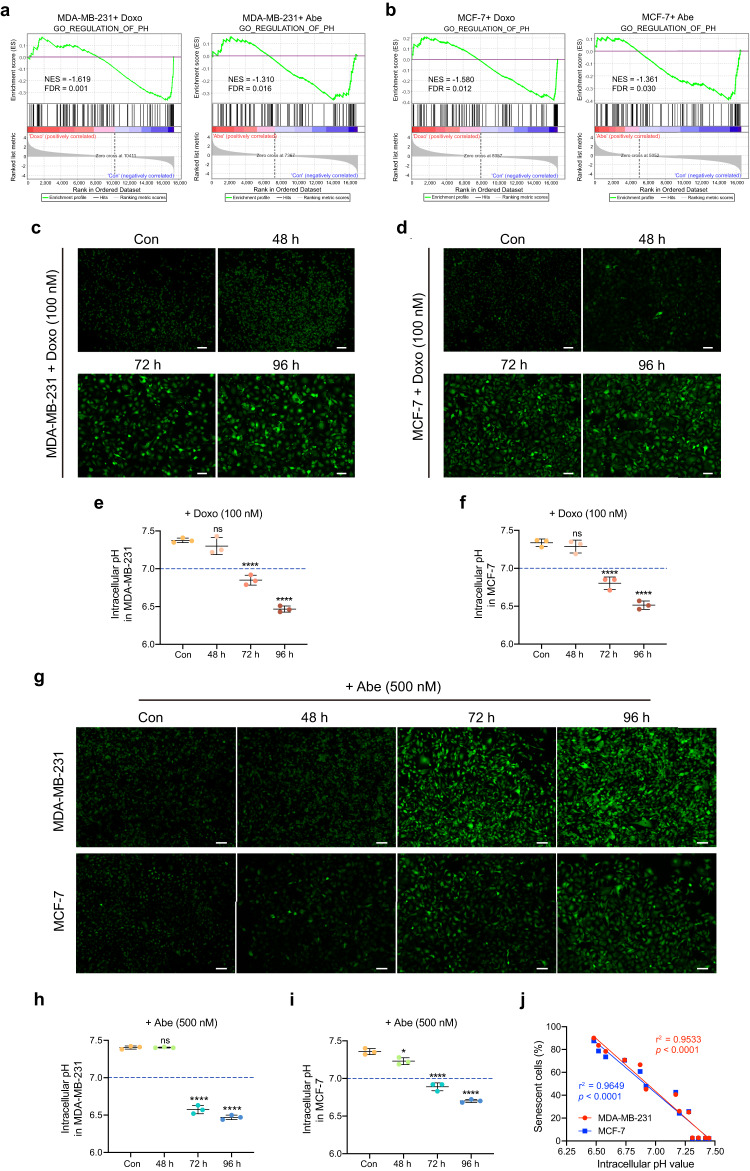
Doxo and Abe trigger substantial intracellular acidification in senescent cells. **a**, **b** GSEA analysis was performed with pH-regulated gene set in MDA-MB-231 (**a**) and MCF-7 (**b**) cells, respectively. FDR < 0.05 as the significance threshold. **c**, **d** Representative fluorescent images of Doxo (100 nM)-treated MDA-MB-231 (**c**) and MCF-7 (**d**) cells stained with pHrodo Green AM. **e**, **f** Quantitative analysis of the pH_i_ in each cell line. **g** Representative fluorescent images of Abe (500 nM)-treated MDA-MB-231 (upper panel) and MCF-7 (lower panel) cells stained with pHrodo Green AM. **h**, **i** Quantitative analysis of the intracellular pH in each cell line. **j** Scatterplot illustrating the correlation between the percentage of senescent cells and pH_i_ value in breast cancer cells. Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. Data were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test (**e**, **f**, **h**, **i**) and simple linear regression with Pearson’s correlation analysis (**j**). ns not significant; *P < 0.05, ****P < 0.0001.

Furthermore, we assessed the proportion of senescent cells and the corresponding pH_i_ values under the same treatment conditions to better understand this correlation. Strong positive correlations were observed between senescence and pH_i_ in MDA-MB-231 (*r*^2^ = 0.9533) and MCF-7 (*r*^2^ = 0.9649) cells (Fig. 3j). In addition, cells with changes in size and morphology showed relatively higher fluorescence intensity. These results imply that Doxo and Abe induced significant intracellular acidification, and a more pronounced decrease in pH_i_ substantially affected the induction of cellular senescence.

### Doxo and Abe elicit an alkalinized pH_L_ to cause lysosomal impairment in senescent breast cancer cells

RNA-seq data showed that DEGs in therapy-induced senescent cells were enriched in the lysosomal membrane (Fig. 2b). 

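Lysosomal genes other than LAMP1 and LAMP2 were more often higher than lower after Doxo. Of 51 tested lysosomal membrane proteins and hydrolases in MDA-MB-231, 22 rose, 6 fell and 23 did not pass the test (23 and 7 when adjusted over the list alone). In MCF-7, 30 of 51 rose, 7 fell and 14 did not pass (30 and 7 when adjusted over the list alone). MCOLN1, a calcium channel of the lysosome, rose in MDA-MB-231 from 32.4 ± 3.74 to 162 ± 19.7 TPM (SD, n = 3), a log2 fold change of 2.29 (standard error 0.12, adjusted p = 1.4e-05 from limma). CTSS, a cysteine protease, rose there at 1.72 and CLN5, a lysosomal glycoprotein, at 1.21. PSAP, the precursor of the saposins that help break down sphingolipids, rose in MCF-7 from 395 ± 23.8 to 955 ± 27.9 TPM (SD, n = 3), a log2 fold change of 1.27 (standard error 0.07, adjusted p = 7.5e-07 from limma). CTSL, a cysteine protease, rose there at 1.10 and IDS, which degrades glycosaminoglycans, at 1.07. The adjusted p from camera was 0.019 in MDA-MB-231 and 5.7e-07 in MCF-7, both in the upward direction, and adjusted p = 0.35 and 0.072 with an estimated correlation.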

To further elucidate the potential connection between pH_L_ changes and cellular senescence, we employed a Sankey plot to illustrate the functional enrichment analysis of the overlapping downregulated genes (*n* = 29) clustered in the senescence and lysosome terms (Fig. 4a). Furthermore, the differentially expressed V-ATPase subunits were enriched in lysosomal terms.

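All tested members of the 29 genes were lower after Doxo, 27 of 27 in MDA-MB-231 and 29 of 29 in MCF-7 (27 and 29 when adjusted over the list alone). The study chose the list for falling in these samples, so these counts are not independent evidence of the direction. MKI67, the proliferation marker Ki-67, fell from 117 ± 10.9 to 37.7 ± 3.85 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of -1.60 (standard error 0.10, adjusted p = 3.3e-05 from limma), and at -1.94 in MCF-7. SIRT1, a deacetylase of p53 and histones, fell at -2.10 in MDA-MB-231 (adjusted p = 1.4e-05) and at -0.99 in MCF-7 (adjusted p = 7.6e-04), and this fall differed between the lines (adjusted p = 0.0013 from limma for the difference). MDM2, the ubiquitin ligase of p53, fell at -1.04 and -1.02, MCM6 at -1.27 and -1.19, and the linker histone genes H1-0 at -1.23 and -1.02 and H1-10 at -1.41 and -1.13, in MDA-MB-231 and MCF-7. The mitotic cyclin genes CCNB1 and CCNB2, the S-phase kinase gene CDK2 and the transcription factor genes E2F1, E2F2 and E2F8 lay between -1.58 and -1.02 in MDA-MB-231, as did CCNA2, all off whole-read steps there, and between -1.58 and -1.00 in MCF-7. PHGDH, an enzyme of serine synthesis, fell at -1.01 and -0.98, TFAP4, a transcription factor, at -0.92 and -0.97, H2AC20 at -1.41 and -0.92, and RADIL at -0.80 and -0.87. SYNDIG1 fell at -0.93 in MCF-7 and was under the filter in MDA-MB-231. Of the 27, 11 were off whole-read steps in MDA-MB-231, and 2 of the 29 in MCF-7. With camera, the adjusted p was 3.5e-21 and 4.3e-18, and with an estimated correlation 0.043 and 0.037, which became 0.073 and 0.065 with genes off the steps left out.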

**Fig. 4:**
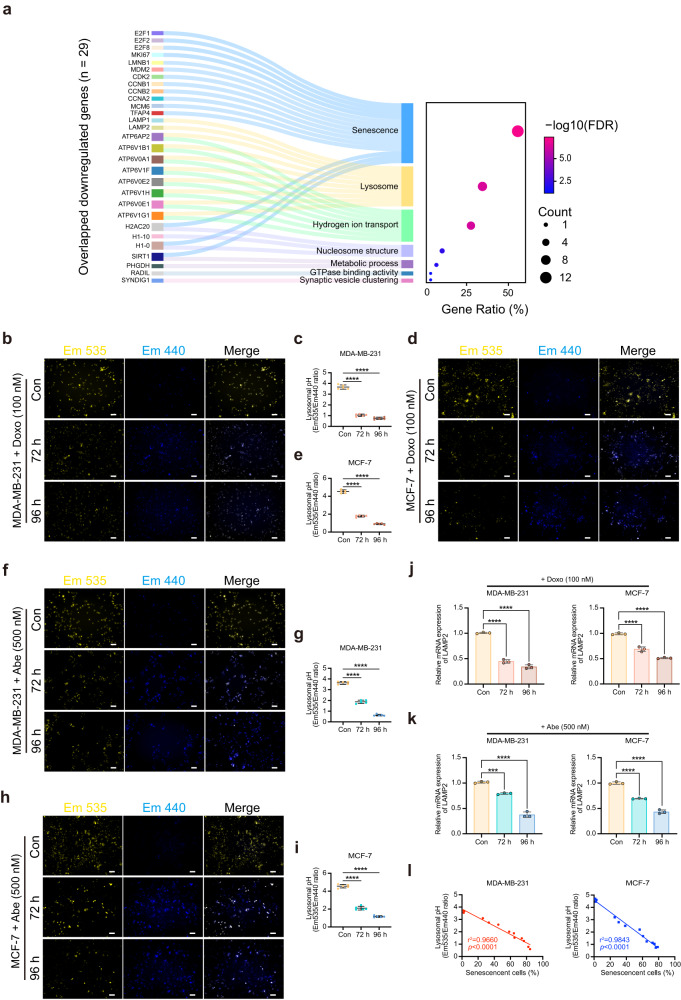
Doxo and Abe elicit an alkalinized pH_L_ to cause lysosomal impairment in senescent breast cancer cells. **a** Sankey plot showcasing functional enrichment analysis of overlapped downregulated genes (*n* = 29) in the highlighted cluster. The dot plot showed the gene ratio and the total number of genes in each enriched function (FDR < 0.05). **b**–**e** Representative fluorescent images of Doxo (100 nM)-treated MDA-MB-231 (**b**) and MCF-7 (**d**) cells stained with LysoSensor Yellow/Blue-DND-160 to assess pH_L_ status. Em 535 nm (yellow); Em 440 nm (blue). The pH_L_ status was determined ratiometrically in MDA-MB-231 (*n* = 5) (**c**) and MCF-7 (*n* = 5) (**e**) cells. **f**–**i** Representative fluorescent images of Abe (500 nM)-treated MDA-MB-231 (**f**) and MCF-7 (**h**) cells stained with LysoSensor Yellow/Blue-DND-160 to assess pH_L_ status. The pH_L_ status was determined ratiometrically in MDA-MB-231 (*n* = 5) (**g**) and MCF-7 (*n* = 5) (**i**) cells. **j**, **k** RT-qPCR to determine the relative mRNA expression levels of *LAMP2* in each cell line treated with Doxo (100 nM) (**j**) and Abe (500 nM) (**k**). **l** Scatterplot illustrating the correlation between pH_L_ and the percentage of senescent cells in breast cancer cells. Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. Fisher’s exact test with Benjamini–Hochberg multiple-testing correction (**a**), one-way ANOVA with Dunnett’s multiple comparisons test (**c**, **e**, **g**, **i**, **j**, **k**), and simple linear regression with Pearson correlation analysis (**l**) was performed. ***P < 0.001, ****P < 0.0001.

Subsequently, we assessed pH_L_ status using the LysoSensor Yellow/Blue DND-160 probe. For these experiments, the cells were subjected to 72 and 96 h of exposure, as the most distinct cellular senescence and notable intracellular acidification were observed under these conditions. Doxo treatment markedly decreased yellow fluorescence intensity (emission at 535 nm), along with a corresponding increase in blue fluorescence intensity (emission at 440 nm) in MDA-MB-231 cells, resulting in a marked reduction in the fluorescence intensity ratio from yellow to blue. (Fig. 4b, c). Similarly, Doxo induced pH_L_ elevation in MCF-7 cells after 72 and 96 h of exposure (Fig. 4d, e). These results suggest that Doxo increased pH_L_ in breast cancer cells after 72 and 96 h of treatment. pH_L_ exhibited a comparable increase (based on a decrease in the yellow/blue ratio) in breast cancer cells treated with 500 nM Abe (Fig. 4g, i). However, in contrast to the effects of Doxo treatment, 500 nM Abe treatment appeared to enhance blue fluorescence rather than weaken yellow fluorescence in MDA-MB-231 and MCF-7 cells (Fig. 4f, h). Additionally, pH_L_ increased significantly in MCF-7 cells treated with 250 nM Abe, but only significantly increased after 96 h of treatment in MDA-MB-231 cells (Supplementary Fig. 6a, b).

Given that lysosomes are acidic membrane-bound organelles that depend on the acidic pH environment in the lysosome lumen to maintain normal function in biological processes^43,44^, we proceeded to determine whether therapy-induced aberrant pH_L_ potentially leads to lysosomal dysfunction. The mRNA expression of lysosomal-associated membrane protein 2 (*LAMP2*), the main membrane protein of lysosomes^45,46^, was significantly suppressed in breast cancer cells after Doxo treatment at both 72 and 96 h (Fig. 4j). Similarly, 500 nM Abe down-regulated *LAMP2* expression in breast cancer cells (Fig. 4k). In contrast, 250 nM Abe significantly decreased *LAMP2* expression at 96 h of treatment in MDA-MB-231 cells but at both 72 and 96 h of exposure in MCF-7 cells (Supplementary Fig. 6c). Furthermore, bulk RNA-seq data confirmed that Doxo and Abe downregulated lysosome-related genes compared to control cells (Supplementary Fig. 6d and Supplementary Table 1). 

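The genes of Supplementary Table 1 other than LAMP1 and LAMP2 moved in both directions after Doxo in MDA-MB-231 and downward, where they passed the test, in MCF-7. CD63, a tetraspanin of late endosomes, had a log2 fold change of -0.03 (adjusted p = 0.68 from limma) in MDA-MB-231 and, off whole-read steps, -0.31 (adjusted p = 0.0087) in MCF-7. MAP1LC3B, the autophagosome protein LC3B, rose in MDA-MB-231 from 87.3 ± 0.11 to 145 ± 6.1 TPM (SD, n = 3), a log2 fold change of 0.72 (standard error 0.06, adjusted p = 1.2e-04 from limma). In MCF-7 it had a value of -0.26 off whole-read steps (adjusted p = 0.036), and without Doxo replicate 2 the adjusted p was 0.13, without Doxo replicate 1 0.091, without Doxo replicate 3 0.08, without Con replicate 2 0.081, without the trend 0.056, with trimmed-mean rescaling 0.083 and without the filter 0.053. ATG12, a protein that conjugates to ATG5 in autophagosome formation, rose at 0.39 in MDA-MB-231 (adjusted p = 0.024, and 0.071 without Con replicate 3 and 0.07 without Doxo replicate 1) and had a value of -0.02 in MCF-7 (adjusted p = 0.9). ATG5 had values of -0.28 (adjusted p = 0.052, off whole-read steps, and 0.021 without Con replicate 1 and 0.017 with trimmed-mean rescaling) and -0.20 (adjusted p = 0.24). RAB7A, the GTPase of late endosomes, off whole-read steps in both lines, had values of -0.30 (adjusted p = 0.0067) and -0.16 (adjusted p = 0.07, and 0.0022 without Con replicate 3). MAP1LC3A had a value of -0.87 in MDA-MB-231, from 13.6 ± 2.99 to 6.84 ± 0.194 TPM (SD, n = 3; adjusted p = 0.0039), off whole-read steps, and was under the filter in MCF-7. LAMP3 was under the filter in MDA-MB-231, at means of 0.512 and 0.158 TPM, and had -0.36 in MCF-7 (adjusted p = 0.043, and from 0.071 to 0.15 without each of Con replicates 1 and 2 and Doxo replicates 1, 2 and 3, 0.068 with trimmed-mean rescaling and 0.058 without the filter).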

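Taken as a list that the study chose on these samples, and so no independent evidence of a direction, 2 of the 8 tested genes of Supplementary Table 1 rose and 4 fell in MDA-MB-231 (2 and 5 when adjusted over the list alone), and none rose and 5 fell in MCF-7 (0 and 6 when adjusted over the list alone). From camera the adjusted p was 0.092 in MDA-MB-231 (0.044 without Doxo replicate 2) and 0.015 in MCF-7, the latter adjusted p = 0.12 with an estimated correlation. Among 31 autophagy genes in MDA-MB-231, 9 rose and 5 fell (12 and 6 when adjusted over the list alone). In MCF-7, 10 of 30 autophagy genes rose and 1 fell (9 and 1 when adjusted over the list alone), among them the autophagy receptor OPTN at 1.71, GABARAPL1 at 1.06 and the initiating kinase ULK1 at 0.73. The adjusted p of the autophagy list was 0.51 in MDA-MB-231 and 0.0087 in MCF-7 from camera, the latter adjusted p = 0.097 with an estimated correlation.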

Notably, these results revealed that the decrease in *LAMP2* expression was strongly correlated with pH_L_ status under the same treatment conditions.

To gain a deeper insight into the relationship between therapy-induced cellular senescence and pH_L_ status, we evaluated the proportion of senescent cells and their corresponding pH_L_ levels in MDA-MB-231 (*r*^2^ = 0.9660) and MCF-7 (*r*^2^ = 0.9843) cells under identical treatment conditions (Fig. 4l). A robust correlation was observed between cellular senescence and pH_L_ levels, suggesting a functional link between these two phenotypes. Thus, we concluded that therapy-induced senescence caused an alkaline shift in pH_L_, and this abnormal pH_L_ environment, coupled with *LAMP2* suppression, triggered lysosomal impairment.

### Doxo and Abe attenuate ATP6AP2 expression in senescent breast cancer cells

We further confirmed that the hub gene was responsible for compromised V-ATPase activity and disrupted cellular pH homeostasis. The volcano plot illustrates the DEGs identified in the bulk of the gene expression matrix. Notably, *ATP6AP2* was consistently significantly downregulated in the Doxo- and Abe-treated groups (Fig. 5a). 

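ATP6AP2, which encodes an accessory protein of the V-ATPase also known as the prorenin receptor, was lower after Doxo in both lines. It lies on chromosome X of GRCh38 from 40579372 to 40606848. In MDA-MB-231 it fell from 167 ± 27 to 62.9 ± 10.6 TPM (SD, n = 3), a log2 fold change of -1.40 (standard error 0.15, adjusted p = 3.7e-04 from limma). In MCF-7 it fell from 135 ± 22 to 54.3 ± 1.6 TPM (SD, n = 3), a log2 fold change of -1.29 (standard error 0.11, adjusted p = 8.7e-06 from limma). The difference in the log2 fold change between the lines was -0.11 (standard error 0.20, adjusted p = 0.69 from limma), which does not show that the falls were alike. All 3 Doxo libraries lay below all 3 Con libraries in each line, and its values were on whole-read steps.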

Intriguingly, in both MDA-MB-231 and MCF-7 cells, the majority of DEGs were upregulated following treatment with Doxo, but downregulated after treatment with Abe, compared to the expression levels in control cells. 

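After Doxo, more genes were higher than lower in both lines at the paper's thresholds, a log2 fold change of at least 1 in size and an unadjusted p under 0.05. In MDA-MB-231, 408 genes were higher and 169 lower from limma, and in MCF-7 420 were higher and 278 lower. Genes of inflammation such as CXCL2 and IL6 stood among the higher genes in MDA-MB-231, and genes of the cell cycle such as MKI67 and CDC25C among the lower genes in MCF-7. With log2(TPM+0.1) in place of log2(TPM+1), 657 were higher and 294 lower in MDA-MB-231, and 569 were higher and 423 lower in MCF-7. At an adjusted p under 0.05 without a fold threshold, 2735 were higher and 2079 lower in MDA-MB-231, while in MCF-7 2258 were higher and 3216 lower. With trimmed-mean rescaling these counts were nearly balanced, at 2633 and 2621 in MDA-MB-231 and 2582 and 2652 in MCF-7.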

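In untreated cells ATP6V0E1, a small subunit of the V0 part, was the most abundant of 23 V-ATPase genes in both lines, at 491 ± 28.8 TPM (SD, n = 3) in MDA-MB-231 and 483 ± 15.9 TPM (SD, n = 3) in MCF-7. ATP6V1F, a subunit of the V1 part, followed in MDA-MB-231 at 233 ± 15.5 TPM and was the third in MCF-7 at 222 ± 22.8 TPM. ATP6V1G1, also of the V1 part, was in place 7 in MDA-MB-231 at 140 ± 10.4 TPM and in place 2 in MCF-7 at 225 ± 3.4 TPM. ATP6AP2 was in place 6 in MDA-MB-231 and in place 8 in MCF-7. ATP6AP1, another accessory protein, and ATP6V0C, the proteolipid of the proton channel, were in places 3 and 4 in MDA-MB-231, at 198 ± 28.7 and 187 ± 4.03 TPM, and in places 5 and 4 in MCF-7, at 159 ± 13.2 and 177 ± 13.8 TPM (SD, n = 3 each). These are means over the 3 Con libraries, and no test between genes was made, since TPM of different genes can differ in their bias.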

We first analyzed the expression levels of V-ATPase subunits among DEGs in non-senescent cells and found a relatively higher baseline expression of *ATP6V0E1*, *ATP6V1F*, *ATP6AP2*, and *ATP6V1G1* (Supplementary Fig. 7a, b). 

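Most V-ATPase genes were lower after Doxo, and a few were higher. In MDA-MB-231, 13 of 22 tested subunits and accessory proteins had lower and 5 higher values that passed the test, and 4 did not pass (13 and 7 when adjusted over the list alone). In MCF-7, 16 of 22 fell, 1 rose and 5 did not pass (16 and 2 when adjusted over the list alone). ATP6V0E2, a V0 subunit, fell in MCF-7 from 28.9 ± 1.31 to 6.11 ± 0.407 TPM (SD, n = 3), a log2 fold change of -2.07 (standard error 0.09, adjusted p = 3.6e-07 from limma), and ATP6V1F at -1.52. ATP6V1E1, which links the V1 and V0 parts, fell in MDA-MB-231 at -1.59 (standard error 0.12, adjusted p = 7.8e-05) and rose in MCF-7 at 0.28 (adjusted p = 0.0064). ATP6V0E1 fell at -1.11 in both lines, and ATP6V0A1 at -1.09 and -1.27, in MDA-MB-231 and MCF-7. ATP6V1D and ATP6V1C1, both V1 subunits chosen after their values were seen, rose in MDA-MB-231 at 0.79 and 0.77. ATP6V1B1 fell in MCF-7 at -1.17 and was under the filter in MDA-MB-231. Off whole-read steps in MDA-MB-231 were 9 genes, all among the 13 lower: ATP6AP1 at -1.44, ATP6V1G1 at -1.37, ATP6V0C at -1.36, ATP6V1H at -1.32, ATP6V1A at -1.24, ATP6V1F at -1.08, ATP6V0A2 at -1.03, ATP6V0E2 at -0.98 and ATP6V1E2 at -0.63. In MCF-7, ATP6V1H at -1.52 and ATP6V1G1 at -1.02 were. The adjusted p from camera of the list was 0.0015 in MDA-MB-231, and adjusted p = 0.17 with an estimated correlation, and 3.3e-06 in MCF-7, and 0.039 with an estimated correlation. With genes off the steps left out, the list in MDA-MB-231 turned to the upward direction (adjusted p = 0.68), and in MCF-7 the adjusted p was 4.0e-05, and 0.073 with an estimated correlation as well. For the 8 genes of Supplementary Table 2, chosen by the study on these samples and so not independent evidence, 7 of 7 tested fell in MDA-MB-231 and 8 of 8 in MCF-7 (7 and 8 when adjusted over the list alone), with adjusted p of 2.4e-07 and 2.5e-07 from camera, and 0.043 and 0.039 with an estimated correlation, which became 0.17 and 0.094 with genes off the steps left out.

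**Figure D1:**
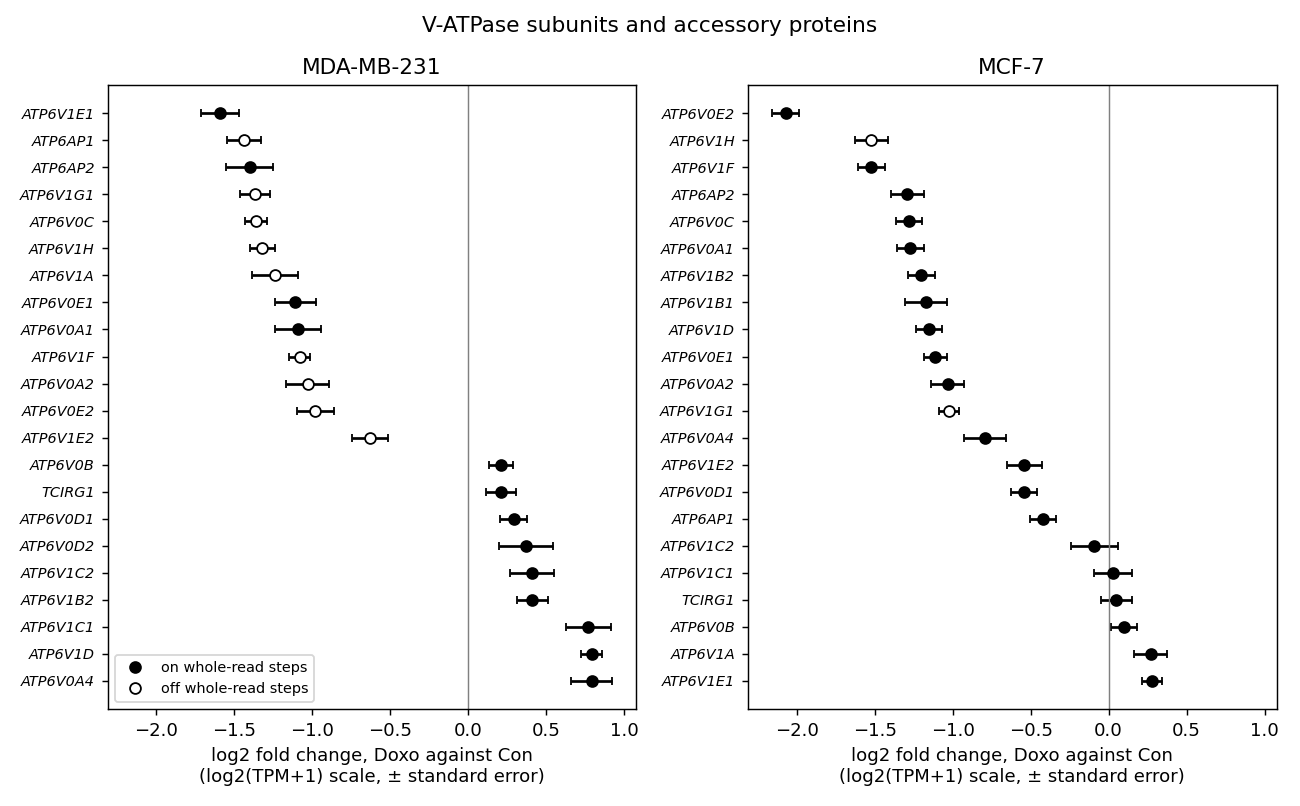
Log2 fold change of each tested V-ATPase subunit or accessory protein, Doxo against Con, on the log2(TPM+1) scale, in MDA-MB-231 (left) and MCF-7 (right), with 3 libraries per group. Points are estimates from limma and bars their standard errors, and open points mark genes whose values were off whole-read steps. ATP6V1E1 is lowest in MDA-MB-231 at -1.59 and ATP6V0E2 in MCF-7 at -2.07.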

Subsequently, we visualized the expression profile of the differentially expressed V-ATPase subunits using a heatmap (Fig. 5b and Supplementary Table 2).

**Fig. 5:**
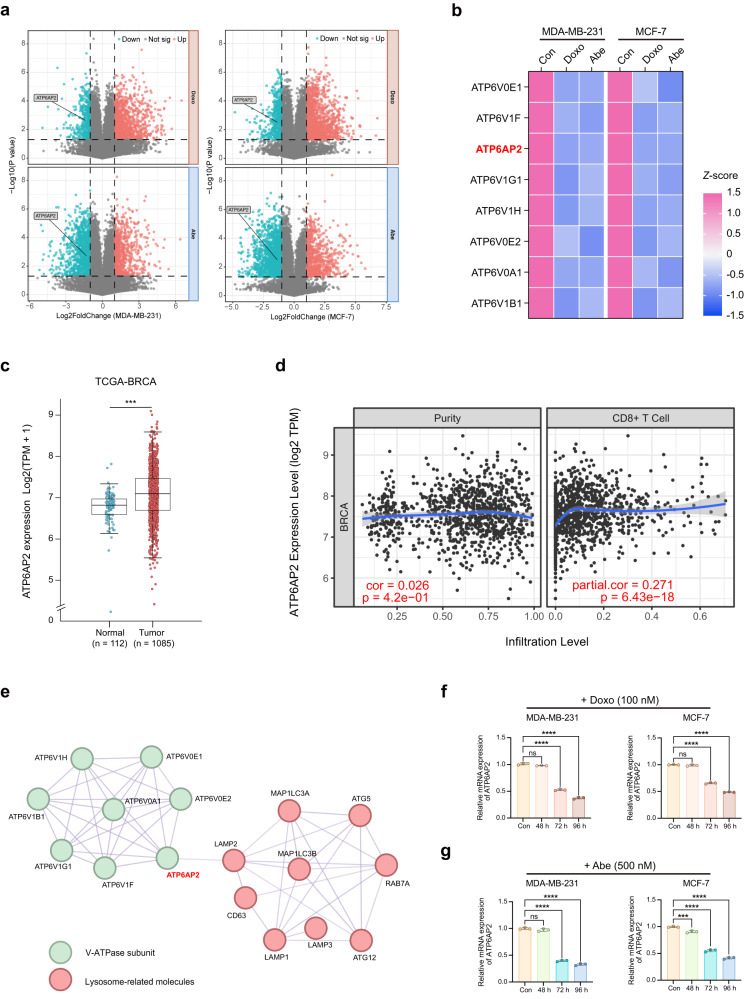
Doxo and Abe attenuate ATP6AP2 expression in senescent breast cancer cells. **a** Volcano plot summarizing differentially expressed genes (DEGs) in therapy-challenged cells vs. control cells. Two vertical lines delineate log2 (fold change) of –1 and 1 boundaries, and the horizontal line displays the statistical significance threshold (*P* < 0.05). The blue and red dots indicate down- and upregulated genes, respectively. **b** Heatmap representing the standardized mRNA abundance values (*z*-scores) of the V-ATPase subunits among overlapped downregulated genes. **c** Relative expression levels of *ATP6AP2* in The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) data. **d** Correlation of *ATP6AP2* with CD8^+^ T cell infiltration level in TCGA-BRCA dataset analyzed using Tumor Immune Estimation Resource (TIMER) database. **e** *ATP6AP2* as a hub gene was identified by the protein–protein interaction (PPI) network of differentially expressed V-ATPase subunits and lysosomal-related genes. **f**, **g** RT-qPCR was used to detect the relative mRNA expression levels of *ATP6AP2* in Doxo (100 nM)-challenged (**f**) and Abe (500 nM)-challenged (**g**) breast cancer cells, respectively. Data are shown as the means ± SD of three independent experiments. Unpaired two-tailed Student’s *t* test (**c**) and one-way ANOVA with Dunnett’s multiple comparisons test (**f**, **g**) were performed. ns not significant; ***P < 0.001, ****P < 0.0001.

We identified a significant upregulation in *ATP6AP2* expression among the tumor groups by analyzing The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) data (Fig. 5c). Moreover, we observed a positive correlation between *ATP6AP2* and CD8^+^ T cell tumor immune infiltration through the analysis of the Tumor Immune Estimation Resource (TIMER) database (Fig. 5d). Analysis of the top four subunits of V-ATPase based on their basal expression levels revealed that *ATP6V0E1* and *ATP6V1F* exhibited relatively weak positive correlations with CD8^+^ T cell infiltration in tumors. Conversely, *ATP6V1F* negatively correlated with CD8^+^ T cell infiltration (Supplementary Fig. 7c).

To further elucidate the association between *ATP6AP2* and lysosomal function, we performed a protein–protein interaction (PPI) analysis involving differentially expressed V-ATPase subunits and lysosome-related genes. The analysis revealed significant interactions among various differentially expressed V-ATPase subunits. Notably, *ATP6AP2* displayed a pronounced association with *LAMP2*, indicating the potential functional relevance between *ATP6AP2* and lysosomal processes (Fig. 5e).

Following the validation of bulk RNA-seq data for *ATP6V0E1*, *ATP6V1F*, *ATP6AP2*, and *ATP6V1G1* expression levels using RT-qPCR, we observed marked and consistent downregulation of *ATP6AP2* in therapy-induced senescent MDA-MB-231 (Supplementary Fig. 7d) and MCF-7 (Supplementary Fig. 7e) cells, with a reduction of > 50%. Although all genes showed a trend of declining expression levels in the therapy-treated cells, only *ATP6AP2* expression remained stably downregulated in Doxo-induced senescent cells at 72 and 96 h (Fig. 5f). Treatment with either 500 nM or 250 nM Abe significantly suppressed *ATP6AP2* expression at 72 and 96 h in MDA-MB-231 cells, whereas *ATP6AP2* expression was significantly reduced in MCF-7 cells at 48, 72, and 96 h after exposure to 250 and 500 nM Abe (Fig. 5g and Supplementary Fig. 7f). *ATP6AP2*–a hub gene–is correlated with breast cancer immune infiltration and lysosomal function. Moreover, remarkable suppression of *ATP6AP2* was observed in treatment-induced senescent cells, indicating its potential involvement in modulating cellular biology in the senescence process.

### ATP6AP2 knockdown facilitates intracellular acidification and lysosomal alkalinization in breast cancer cells

To gain comprehensive insights into the regulatory role of *ATP6AP2* in cellular pH homeostasis and its impact on the senescence process in breast cancer cells, we conducted an experimental design employing *ATP6AP2* knockdown depicted in a schematic diagram (Fig. 6a). We first performed RT-qPCR to validate the efficiency of the two distinct siRNA sequences designed to target *ATP6AP2* in comparison with the negative control sequence (si-NC). The results demonstrated a substantial suppression of *ATP6AP2* expression in knockdown breast cancer cells (Fig. 6b).

**Fig. 6:**
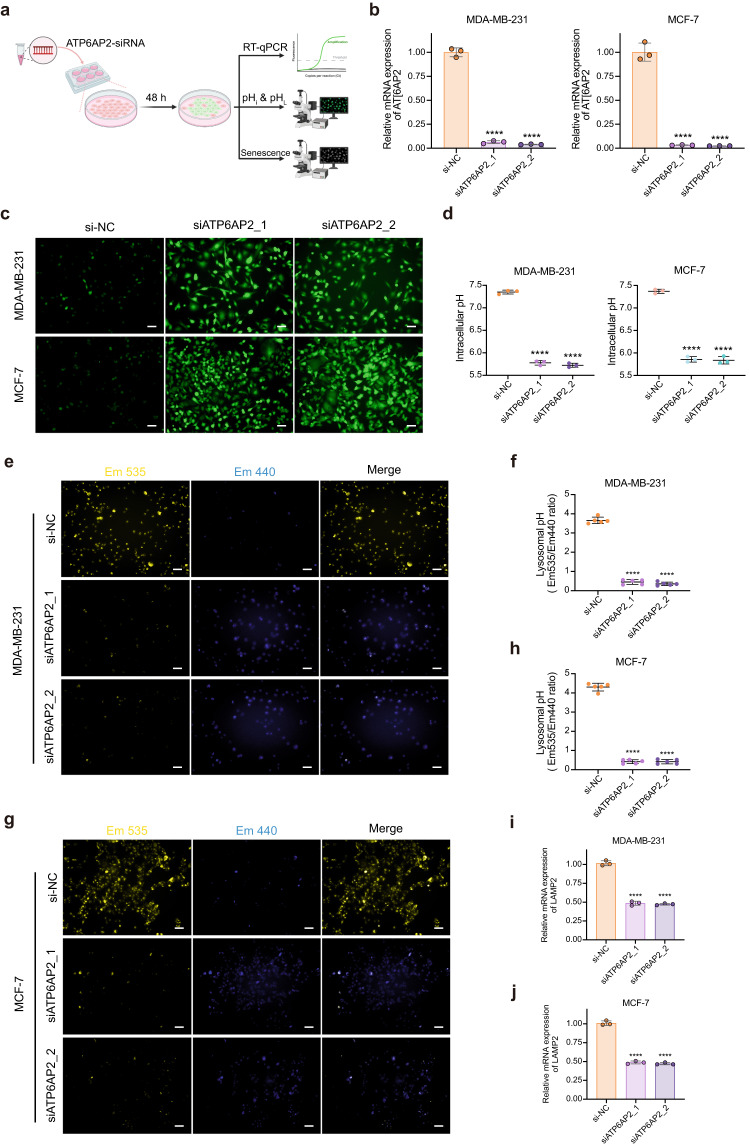
ATP6AP2 knockdown facilitates intracellular acidification and lysosomal alkalinization in breast cancer cells. **a** Experimental workflow of *ATP6AP2* knockdown (created with BioRender.com). **b** Knockdown efficiency of *ATP6AP2* using siRNA was quantitated by RT-qPCR. **c**, **d** Representative fluorescent images of breast cancer cells transfected with siATP6AP2 for 48 h (*n* = 3) stained with pHrodo Green AM (**c**) and quantitative analysis of the pH_i_ (**d**). **e**, **f** Representative fluorescent images in siATP6AP2 transfected MDA-MB-231 cells (*n* = 5) (**e**) for 48 h stained with LysoSensor Yellow/Blue-DND-160 and quantitative analysis of pH_L_ status (**f**). **g**, **h** Representative fluorescent images of pH_L_ in siATP6AP2 transfected MCF-7 cells (*n* = 5) (**g**) for 48 h stained with LysoSensor Yellow/Blue-DND-160 and quantitative analysis of pH_L_ status (**h**). **i**, **j** RT-qPCR analysis of relative mRNA expression levels of *LAMP2* in MDA-MB-231 cells (**i**) and MCF-7 cells (**j**) transfected with siATP6AP2 for 48 h, respectively. Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. One-way ANOVA with Dunnett’s multiple comparisons test (**b**, **d**, **i**, **j**) and Brown–Forsythe ANOVA with Dunnett T3 multiple comparisons test (**f**, **h**) were performed. ****P < 0.0001.

Next, we performed pH_i_ detection using pHrodo Green AM staining. The knockdown of *ATP6AP2* exhibited a substantial reduction in pH_i_, leading to intracellular acidification (Fig. 6c, d). We also determined that the knockdown of *ATP6AP2* resulted in a significant increase in the pH_L_ status using the LysoSensor Yellow/Blue DND-160 probe (Fig. 6e–h). Notably, the knockdown of *ATP6AP2* triggered a decrease in the number of lysosomes, as evidenced by a reduction in visible fluorescent puncta (Fig. 6e, g). Furthermore, we observed a significant decrease in *LAMP2* expression in *ATP6AP2*-knockdown MDA-MB-231 (Fig. 6i) and MCF-7 (Fig. 6j) cells, which suggests that the knockdown of *ATP6AP2* impairs lysosomal function.

To further explore the association between *ATP6AP2* and cellular senescence, we validated the senescence-related phenotypes in breast cancer cells. CCK-8 assay revealed that the knockdown of *ATP6AP2* significantly inhibited the proliferation of both MDA-MB-231 (Supplementary Fig. 8a) and MCF-7 (Supplementary Fig. 8b) cells at 48 and 72 h. Subsequently, SA-β-Gal staining demonstrated a slight increase in the proportion of senescent cells after *ATP6AP2* knockdown (Supplementary Fig. 8c–e). RT-qPCR revealed alterations in the expression of interleukin-1 beta (*IL1B*), chemokine (C-C motif) ligand 2 (*CCL2*), transforming growth factor beta 1 (*TGFB1*), C-X-C motif chemokine ligand 2 (*CXCL2*), and *IL6* in ATP6AP2-knockdown MDA-MB-231 (Supplementary Fig. 8f) and MCF-7 (Supplementary Fig. 8g) cells. Consequently, *ATP6AP2* knockdown triggered a reduction in pH_i_ and an increase in pH_L_, resulting in impaired lysosomal function. Moreover, the knockdown of *ATP6AP2* induced cellular senescence in breast cancer cells, accompanied by changes in SASP expression.

### Doxo and Abe induce SASP reprogramming to alter inflammatory and immune profiles in breast cancer cells

Cellular senescence has been shown to modify the immune status of the tumor microenvironment through the secretion of multiple inflammatory cytokines/chemokines and immune modulators^47,48^. Therefore, we further explored the impact of therapy-induced senescence on the immune and inflammatory processes in breast cancer cells based on the upregulated DEGs identified in the RNA-seq analysis. Venn diagrams highlighted the intersection of 65 overlapping upregulated genes among the four groups of MDA-MB-231 and MCF-7 cells treated with Doxo and Abe (Fig. 7a and Supplementary Data 1–4).

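Genes higher after Doxo in both lines included TP53, the kinase gene ATM, GADD45A, a p53 target of the DNA damage response, STAT6, the interferon-stimulated genes IFI6, IFI44, IFIT1 and OASL, and the histone genes H2BC4 and H4C8. TP53 rose from 78.7 ± 4.87 to 170 ± 19.2 TPM (SD, n = 3) in MDA-MB-231, a log2 fold change of 1.10 (standard error 0.09, adjusted p = 1.2e-04 from limma), and at 1.39 in MCF-7 (adjusted p = 1.0e-06). H2BC4 rose at 3.26 and 1.47, and H4C8 at 2.96 and 1.85, in MDA-MB-231 and MCF-7, as members of a gene family whose near-identical copies may share reads. SNAI2, a transcription factor of the epithelial-mesenchymal transition, KRT17, a keratin, and TRIM29 were also higher in both. The genes GADD45A, IFI6, IFI44, OASL, KRT17, TRIM29 and ATM were chosen after their values were seen, and STAT6 was off whole-read steps in MCF-7. At the paper's thresholds, 78 of the 10959 genes tested in both lines were higher in both, against 7.4 for independent lists, and 36 of the 78 are among the 70 genes in the network of Fig. 7d, which the study drew from these samples. From the paper's tables, 247 genes are higher with Doxo in both lines, while its own overlap also takes in Abe.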

**Fig. 7:**
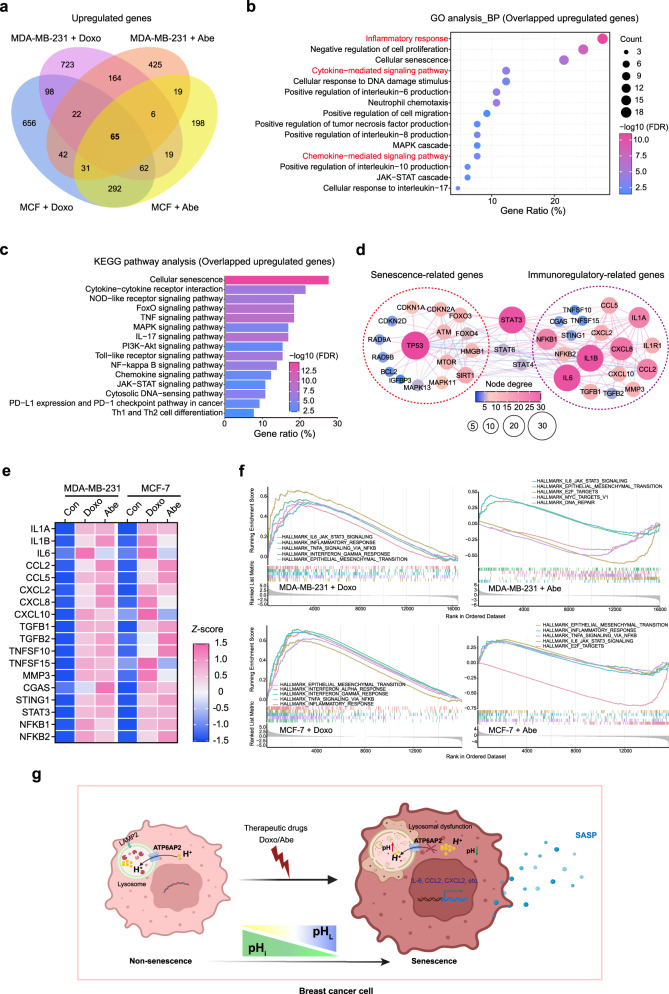
Doxo and Abe induce SASP reprogramming to alter inflammatory and immune profiles in breast cancer cells. **a** Four-ellipse Venn diagram outlining overlapped upregulated genes in various therapy-treated cells. **b** BP term in GO enrichment analysis of overlapped upregulated genes (*n* = 65). All represented BP terms with FDR < 0.05 are shown. **c** KEGG pathway enrichment analysis of overlapped upregulated genes (*n* = 65). All represented pathway terms with FDR < 0.05 are shown. The color represents the statistical significance of the term. The circle size indicates the counts of enriched genes. **d** STRING network representation of the protein–protein interactions in senescence-related genes (red circles) and immunoregulatory-related genes (purple circles) belonging to overlapped upregulated genes (FDR < 0.05, interaction score ≥ 0.7). The degree of nodes is represented by circle size and color. **e** Heatmap representing the standardized mRNA abundance values (*z*-scores) of the immunoregulatory-related genes. **f** GSEA was performed in the therapy-challenged breast cancer cells using hallmark gene sets. Genes (vertical black lines) represented in gene sets are on the *x*-axis, and the *y*-axis represents the enrichment score (ES). The colored line connects genes and ES points. The colored band shows the degree of correlation of genes with the enriched phenotype FDR < 0.05 as the significance threshold. Fisher’s exact test with Benjamini–Hochberg multiple-testing correction (**b**, **c**) was performed. **g** The schematic diagram illustrates the mechanism of pH_i_ and pH_L_ regulation by *ATP6AP2* and the immune profile via SASP reprogramming in therapy-induced senescent breast cancer cells (created with BioRender.com).

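SASP factors, NF-κB targets, interferon-stimulated genes and genes of cytosolic DNA sensing were over-represented among the 78 genes higher after Doxo in both lines. They held 10 of 22 tested factors of the senescence-associated secretory phenotype (SASP): CCL5 and CXCL10, chemokines that attract T cells, the adhesion molecule gene ICAM1, IGFBP3, INHBA, STC1, TGFB1, TIMP1, TIMP2 and VEGFC (adjusted p = 5.5e-16, one-sided Fisher's exact test over 5 lists). They held 6 of 16 NF-κB targets, namely BIRC3, ICAM1, NFKB1, NFKB2, RELB and TNFAIP3 (adjusted p = 2.0e-09), and 5 of 10 genes of cytosolic DNA sensing (adjusted p = 6.6e-09), namely CXCL10 and, off whole-read steps in both lines, CGAS and TBK1, and in MCF-7, CCL5 and STING1. Of 34 interferon-stimulated genes they held 5 (adjusted p = 4.7e-06). Of 26 genes of JAK-STAT3 signaling they held STAT3 alone (adjusted p = 0.17). CXCL10 rose from 0.440 ± 0.0886 to 7.15 ± 0.527 TPM (SD, n = 3) in MDA-MB-231 (adjusted p = 1.1e-05 from limma), and at a log2 fold change of 1.31 in MCF-7. CCL5 rose at 1.16 in MDA-MB-231 and had a value of 1.92, off whole-read steps, in MCF-7. The enrichment was chosen after the data were seen, and the background was the 10959 genes tested in both lines. It was not repeated with genes off the steps left out. Of the DNA sensing genes among the 78, only CXCL10 was on the steps in both lines, so their over-representation rests on genes off them.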

GO enrichment analysis showed that these 65 genes belonged to multiple biological process categories associated with the inflammatory response pathway, cytokine/chemokine-mediated pathways, JAK-STAT cascade, and positive regulation of IL-6/IL-8/IL-10/tumor necrosis factor (TNF) production, which are known pivotal mechanisms of immune regulation (Fig. 7b). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis further suggested that the overlapped upregulated genes were enriched in several critical immune-related signaling pathways, including cytokine–cytokine receptor interactions, TNF signaling, NF-κB signaling, chemokine signaling, and programmed death-ligand 1 (PD-L1) checkpoint pathways (Fig. 7c).

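NF-κB targets rose after Doxo in both lines. Of 27 tested in MDA-MB-231, 22 rose, 1 fell and 4 did not pass the test (23 and 1 when adjusted over the list alone), and of 16 in MCF-7, 10 rose, 1 fell and 5 did not pass (11 and 1 when adjusted over the list alone). The 1 that fell in MDA-MB-231 was NFKBIA, the inhibitor of NF-κB, among the largest falls of that line. CXCL2, a neutrophil chemokine, rose in MDA-MB-231 from 6.43 ± 0.585 to 81.9 ± 5.67 TPM (SD, n = 3), a log2 fold change of 3.48 (standard error 0.10, adjusted p = 1.6e-06 from limma), and BIRC3 at 3.17. RELB, a subunit of NF-κB, rose in MCF-7 at 1.67, and TNFAIP3 at 1.62. Of 12 tested genes of cytosolic DNA sensing, 8 had higher and 1 lower values in MDA-MB-231 (8 and 1 when adjusted over the list alone), and of 11 in MCF-7, 8 had higher and none lower (8 and 0 when adjusted over the list alone). CGAS, the sensor, had log2 fold changes of 1.19 and 1.48, off whole-read steps in both lines, and STING1, its adaptor, 1.22 in MDA-MB-231 and, off whole-read steps, 1.10 in MCF-7. CD274, which encodes PD-L1, rose in MDA-MB-231 from 19.9 ± 3.25 to 27.2 ± 1.9 TPM (SD, n = 3), a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.029, and 0.058 without Con replicate 3, 0.1 without Doxo replicate 1 and 0.099 without Doxo replicate 2), and was not tested in MCF-7, at means of 0.348 and 0.395 TPM. With camera, the adjusted p of the NF-κB list was 1.0e-11 in MDA-MB-231, and adjusted p = 0.088 with an estimated correlation, and 2.3e-06 in MCF-7, and 0.047, the last 0.067 with genes off the steps left out, though no gene of the list was off them. For DNA sensing it was 9.9e-04, and adjusted p = 0.071 with an estimated correlation, and 3.2e-05, and 0.043. With genes off the steps left out, it was 0.014 and 0.029, and 0.12 and 0.32 with an estimated correlation as well.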

To investigate the key molecules involved in immune and inflammatory profile changes during therapy-induced senescence, we constructed a PPI network to determine the commonly upregulated genes during therapy-induced senescence in the two breast cancer cell lines clustered into two distinct functional sets—senescence-related genes and immunomodulatory-related genes (Fig. 7d). These results revealed that therapy-induced cellular senescence is involved in immunomodulatory processes. Furthermore, the heatmap demonstrated consistently increased expression of immunomodulation-related genes in the therapy-induced MDA-MB-231 and MCF-7 cells (Fig. 7e and Supplementary Table 3). 

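Nodes of the network rose after Doxo in most cases, as the study chose them for rising in these samples, so that their counts are not independent evidence. Of 56 tested in MDA-MB-231, 53 rose and 3 fell (53 and 3 when adjusted over the list alone), and of 50 in MCF-7, 48 rose and 2 fell (48 and 2 when adjusted over the list alone). FOXO4, a transcription factor of stress resistance, rose in MCF-7 from 4.35 ± 0.709 to 23.6 ± 1.29 TPM (SD, n = 3), a log2 fold change of 2.21 (standard error 0.11, adjusted p = 7.5e-07 from limma), and KRT16, a stress-induced keratin, at 2.77. The nodes that fell were NFKBIA, SIRT1 and TNFRSF1A, a TNF receptor, in MDA-MB-231, and SIRT1 and AURKA, a mitotic kinase, in MCF-7, the last chosen with TNFRSF1A after their values were seen. TNFRSF1A had log2 fold changes of -0.45 in MDA-MB-231 and 0.26 in MCF-7, and AURKA 0.55 and -0.92. From camera the adjusted p was 1.0e-22 in MDA-MB-231, and adjusted p = 0.071 with an estimated correlation, and 3.2e-26 in MCF-7, and 0.027. In MDA-MB-231, 4 of the tested nodes were off whole-read steps, and in MCF-7 5.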

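The immunomodulatory genes of Supplementary Table 3, chosen by the study on these samples and so not independent evidence, were higher after Doxo in 18 of 18 cases in MDA-MB-231 and in 10 of 10 tested in MCF-7 (18 and 10 when adjusted over the list alone). The interleukin gene IL1A rose in MDA-MB-231 from 1.04 ± 0.388 to 13.2 ± 2.35 TPM (SD, n = 3), a log2 fold change of 2.81 (standard error 0.18, adjusted p = 3.8e-05 from limma), and IL1B, another interleukin 1 gene, at 2.11. TNFSF15, a TNF family ligand, rose there at 2.60, CXCL8, a neutrophil chemokine, at 1.26 and CCL2, a monocyte chemokine, at 0.90. TNFSF10, the death ligand TRAIL, rose at 1.15 in MDA-MB-231 and 1.78 in MCF-7, STAT3 at 1.25 and 1.22, NFKB1 at 1.31 and 1.17, NFKB2 at 1.29 and 1.12, TGFB1 at 1.22 and 1.20, and TGFB2 at 1.03 and 0.91. In MCF-7, CCL2, CXCL2, CXCL8, IL1A, IL1B, IL6, MMP3 and TNFSF15 were under the filter, with Doxo means between 0.109 and 0.804 TPM. The adjusted p from camera was 6.3e-14 in MDA-MB-231, and adjusted p = 0.071 with an estimated correlation, and 1.6e-09 in MCF-7, and 0.034, the last 0.057 with genes off whole-read steps left out. CGAS was off whole-read steps in both lines, and CCL5 and STING1 in MCF-7.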

We selected genes encoding cytokines with relatively high node degrees in the PPI network for validation analysis using RT-qPCR. Indeed, the mRNA expression levels of *CXCL2, TGFB1, CCL2*, and *IL1B* were markedly increased in the breast cancer cell lines after treatment with Doxo and Abe (Supplementary Fig. 9a, b).

Moreover, GSEA indicated a significant correlation between gene sets corresponding to immune-related phenotypes—inflammatory response signaling, interferon-α/interferon-γ response signaling, TNF-α signaling via NF-κB, and the IL6-JAK-STAT3 signaling pathway was enriched in therapy-induced senescent breast cancer cells, respectively (Fig. 7f and Supplementary Fig. 9c). 

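Interferon-stimulated genes rose after Doxo in both lines. Of 37 tested in MDA-MB-231, 26 rose, 1 fell and 10 did not pass the test (28 and 1 when adjusted over the list alone), and of 35 in MCF-7, 34 rose, none fell and 1 did not pass (34 and 0 when adjusted over the list alone), 2 of them off whole-read steps. IFIT1, which binds viral RNA, rose in MCF-7 from 12.7 ± 4.39 to 64.0 ± 17.1 TPM (SD, n = 3), a log2 fold change of 2.27 (standard error 0.24, adjusted p = 5.0e-05 from limma), and IFIT2 at 1.96. SAMD9, an antiviral factor, rose at 1.62 in MDA-MB-231 and 2.31 in MCF-7, and RSAD2 and IDO1, which degrades tryptophan, rose in MDA-MB-231 at 1.58 and 1.55. Of 30 genes of JAK-STAT3 signaling in MDA-MB-231, 10 rose and 6 fell (11 and 6 when adjusted over the list alone), and of 28 in MCF-7, 17 rose and 2 fell (18 and 3 when adjusted over the list alone), with STAT1 at 1.08 and STAT2, off whole-read steps, at 1.09. Of 12 antigen presentation genes in MDA-MB-231, 6 rose and 1 fell (6 and 1 when adjusted over the list alone), such as PDCD1LG2, which encodes PD-L2, at 1.17, HLA-B at 0.85 and HLA-C at 0.57, a family whose similar copies may share reads. In MCF-7, 4 of 6 rose (4 when adjusted over the list alone), with B2M at 1.26, NLRC5 at 0.80 and ERAP1 at 0.62. With camera, the adjusted p was 3.7e-08 and 7.4e-18 for interferon-stimulated genes, and adjusted p = 0.093 and 0.18 with an estimated correlation. For JAK-STAT3 signaling it was 0.36 in MDA-MB-231 and 1.1e-04 in MCF-7, and there 0.043 with an estimated correlation and 0.067 with genes off whole-read steps left out as well. For antigen presentation it was 0.027, which became 0.053 without Doxo replicate 3 in MDA-MB-231, and 0.0038 in MCF-7, and adjusted p = 0.29 and 0.088 with an estimated correlation.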

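Genes of the epithelial-mesenchymal transition were more often higher than lower after Doxo. In MDA-MB-231, 18 of 41 rose, 10 fell and 13 did not pass the test (19 and 10 when adjusted over the list alone), and in MCF-7, 22 of 30 rose, 1 fell and 7 did not pass (22 and 1 when adjusted over the list alone). MMP14, a membrane-bound collagenase, rose in MDA-MB-231 from 301 ± 12.4 to 1176 ± 96 TPM (SD, n = 3), a log2 fold change of 1.96 (standard error 0.07, adjusted p = 4.6e-06 from limma). The transcription factor gene SNAI1 rose there at 1.71 and its relative SNAI2 at 1.56, and SNAI2 rose in MCF-7 at 2.15. LAMC2, a laminin chain, rose in MCF-7 at 1.78. The genes that fell in MDA-MB-231 included those of the collagens COL6A3 at -1.36 and COL1A2 at -0.97 and of CDH11, a mesenchymal cadherin, at -1.51, chosen after their values were seen. Of 14 epithelial genes in MDA-MB-231, 2 rose and 4 fell (3 and 4 when adjusted over the list alone), and of 23 in MCF-7, 13 rose and 2 fell (13 and 2 when adjusted over the list alone), with PRSS8 at 0.75, CLDN4, a tight junction protein, at 0.67 and KRT19 at 0.65. From camera the adjusted p of the mesenchymal list was 0.028 in MDA-MB-231, and adjusted p = 0.57 with an estimated correlation, and 1.7e-10 in MCF-7, and 0.034. That of the epithelial list was 0.1 in MDA-MB-231 and 8.9e-04, upward, in MCF-7, the latter adjusted p = 0.35 with an estimated correlation.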

Interestingly, the epithelial–mesenchymal transition (EMT) pathway was significantly enriched in breast cancer cells exposed to Doxo and Abe. Thus, therapy-induced senescence in breast cancer cells triggers the expression of pro-inflammatory molecules via SASP reprogramming, which evokes a profound alteration in the transcriptional profile of genes related to inflammatory and immune regulation.

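SASP factors rose after Doxo in both lines. In MDA-MB-231, 32 of 42 tested rose, 5 fell and 5 did not pass the test (33 and 6 when adjusted over the list alone), and in MCF-7, where fewer were expressed, 19 of 23 rose, 3 fell and 1 did not pass (19 and 3 when adjusted over the list alone). IL6, a cytokine that signals through STAT3, lies on chromosome 7 of GRCh38 from 22725884 to 22732002 and rose in MDA-MB-231 from 20.4 ± 2.3 to 169 ± 20.2 TPM (SD, n = 3), a log2 fold change of 2.99 (standard error 0.11, adjusted p = 5.8e-06 from limma). MMP3, the matrix protease stromelysin, rose there from 0.0868 ± 0.04 to 3.10 ± 0.338 TPM (SD, n = 3), at 1.91 on the log2 scale (standard error 0.12, adjusted p = 2.8e-05 from limma), and CXCL11, a T cell chemokine, at 3.06. In MCF-7, IL6 went from 0.0395 to 0.769 TPM and MMP3 from 0.0359 to 0.316 TPM, both under the filter. INHBA, a subunit of activin, rose in MCF-7 at 1.93 (standard error 0.12, adjusted p = 1.9e-06) and ICAM1 at 1.75. The adjusted p from camera of the list was 1.8e-10 in both lines. It was adjusted p = 0.089 with an estimated correlation in MDA-MB-231 and 0.034 in MCF-7, the last 0.057 with genes off whole-read steps left out.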

## Discussion

Dysregulation of the pH status has been observed in senescent human fibroblast cells due to metabolic reprogramming^49^. However, the mechanism underlying the disruption of pH_i_ homeostasis caused by therapy-induced senescence in breast cancer is not fully understood. Here, we found that Doxo and Abe upregulated the expression of C*DKN1A* and *CDKN2A*, resulting in cellular senescence in breast cancer cells, which is consistent with previous reports^50–53^. Moreover, we demonstrated that these therapy-induced changes in senescent cells were accompanied by a significant downregulation of *ATP6AP2* expression, contributing to disturbances in pH homeostasis that impaired lysosome function and potentially altered immune profiles. We also discovered that senescence-driven SASP reprogramming altered inflammatory and immune transcriptional profiles. Together, these findings suggest that *ATP6AP2* plays a pivotal role in cellular pH regulation during therapy-induced senescence, and that altered pH homeostasis appears to be closely associated with immune profile changes in senescent cancer cells.

Doxo is a widely used chemotherapeutic agent that exerts anticancer effects and induces cellular senescence in different cell types and mouse models^54–59^. Abe causes cell cycle arrest and reduces cell proliferation by inhibiting CDK4/6, thereby contributing to senescence^60–62^. Stable cellular senescence was induced in MDA-MB-231 and MCF-7 cells using Doxo and Abe. Furthermore, we found that therapy-induced senescence caused intracellular acidification and lysosomal alkalinization. Based on the bulk RNA-seq analysis of senescent cells compared to non-senescent (untreated) breast cancer cells, we found that the downregulated genes in senescent cells were enriched in V-ATPase activity, affecting pH_i_ reduction and lysosomal function. We verified intracellular acidification in senescent cells using pHrodo Green AM staining and lysosomal alkalinization using LysoTracker staining. These findings support the idea that therapy-induced senescence impairs pH_i_ homeostasis and lysosomal function^63^.

V-ATPase is a protein complex that regulates pH in cells and maintains pH homeostasis within cells and intracellular organelles, which is essential for lysosomal function^64,65^. The dysregulation of V-ATPase function can lead to pH abnormalities and lysosomal dysfunction^66,67^. We demonstrated that V-ATPase activity was impaired in senescent cells (cells with permanent cell cycle arrest) induced by Doxo and Abe, and that the *ATP6AP2* (V-ATPase subunit) gene was consistently downregulated in these cells. As Baf A1 suppresses lysosomal and autophagic lysosomal functions by blocking V-ATPase activity^68,69^, we confirmed the effect of treatment with Baf A1, a compound that disrupts V-ATPase activity. Baf A1 treatment led to more substantial changes in pH in senescent breast cancer cells than treatment with Doxo and Abe. Moreover, Baf A1 treatment resulted in more pronounced intracellular acidification and enhanced lysosomal alkalinization, leading to a decrease in lysosomal abundance, in contrast to the effects observed during therapy-induced senescence.

Through siRNA-mediated knockdown of the *ATP6AP2* gene, we observed a significant increase in intracellular acidification and enhanced lysosomal alkalinization. These changes were accompanied by slight cellular senescence. Similarly, both *ATP6AP2* knockdown and Baf A1 treatment triggered a more substantial pH_i_ decrease and pH_L_ increase compared to therapy-induced senescence. Additionally, these phenotypes were accompanied by a severe reduction in lysosomal abundance. Based on our findings, we propose that the substantial impact of *ATP6AP2* knockdown on V-ATPase function is similar to that observed following Baf A1 treatment. However, therapy-induced senescence results in a reduction in *ATP6AP2* expression without complete inhibition of V-ATPase function. Together, these results reveal that *ATP6AP2* suppression plays an essential role in the alteration of cellular pH in senescent cells, potentially due to a lack of proton pumping, which leads to the accumulation of protons in the cytosol, with consequent changes in pH_i_ and pH_L_. However, the specific mechanism by which *ATP6AP2* expression is downregulated in therapy-induced senescent cells requires further investigation.

Furthermore, our study demonstrated that the activation of multiple genes associated with the SASP occurs in therapy-induced senescent breast cancer cells. GSEA demonstrated that inflammatory and immune-related pathways were significantly enriched in therapy-induced senescent cells. These findings are consistent with previous studies suggesting that senescent cells actively secrete SASP-related molecules that drive inflammatory responses and modulate immune status^70,71^. Furthermore, GSEA revealed that Doxo- and Abe-induced senescence was enriched in the EMT pathways. These results further substantiate the interplay between cellular senescence and EMT, collectively influencing tumor cell processes^72–74^. Understanding the crosstalk between these pathways can provide valuable insights into the development of more effective and targeted cancer therapies^75^. Interestingly, we found an upregulation of genes in the PD-L1 pathway in therapy-induced senescent cells, which aligns with previous studies indicating PD-L1 accumulation in senescent cells^76,77^. This may be a potential mechanism underlying tumor recurrence and immune evasion following treatment with Doxo and Abe. Additionally, we discovered an enrichment of *STAT3* expression and related pathways, supporting the relationship between senescence bypass and the immune regulation phenotype^78–80^. However, further investigations are required to fully understand the mechanisms by which senescent cells affect immune regulation.

In conclusion, our findings demonstrated that attenuated *ATP6AP2* expression triggered intracellular acidification (pH_i_ decrease) and lysosomal alkalinization (pH_L_ increase) in senescent breast cancer cells exposed to Doxo and Abe. Subsequently, this elevated pH_L_ contributes to impaired lysosomal function and reduced lysosomal abundance. Additionally, SASP reprogramming in senescent cells upregulates multiple molecules that alter inflammatory and immune gene expression profiles. (Fig. 7g) However, the mechanism by which *ATP6AP2* is attenuated in senescent cells remains unknown. Further research is required to understand the detailed mechanisms of pH dysregulation and SASP reprogramming in senescent cells, and to identify the manner in which dysregulation of intracellular pH homeostasis induced by senescence leads to immunoregulatory gene profile alterations. These findings shed light on the underlying mechanisms of *ATP6AP2* in the interplay among cellular pH regulation, lysosomal function, and immune profiles in the context of Doxo- and Abe-induced senescence in breast cancer cells. Elucidating these underlying mechanisms may have potential implications for the development of targeted therapies and interventions for breast cancer treatment.

## Methods

### Cell lines and cell culture

MDA-MB-231 (a human triple-negative breast cancer cell line) and MCF-7 (a human luminal A subtype breast cancer cell line) cells were obtained from the American Type Culture Collection (Manassas, VA, US). Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Nacalai Tesque, Kyoto, Japan) containing 10% fetal bovine serum (FBS; Gibco, Life Technologies, Carlsbad, CA, USA) and 0.01% penicillin/streptomycin (Wako, Osaka, Japan). Both cell lines were cultured at 37 °C in a 5% v/v CO_2_ atmosphere and used for experiments at early passages (<10 passages). Both cell lines were negative for *Mycoplasma* contamination.

### In vitro senescence induction

Doxo (Sigma-Aldrich, Darmstadt, Germany) was dissolved in distilled water, and Abe (Verzenio, Eli Lilly, USA) was dissolved in ethanol before use. MDA-MB-231 and MCF-7 cells were cultured under serum-deprived conditions (2% FBS) for 12 h. The cells were then treated with 100 nM Doxo (the concentration determined to not induce severe cell death) and with Abe at a concentration gradient (125, 250, 500, and 1000 nM) for the initial 24 h (1st dose). The culture medium was then replaced with a normal medium (without Doxo or Abe) for 48 h. Subsequently, the cells were re-exposed to the two drugs separately (2nd dose) at the above concentrations and collected at four time points for subsequent experiments.

### Cell proliferation assay

Cell proliferation was evaluated using a CCK-8 assay kit (Dojindo, Kumamoto, Japan) according to the manufacturer’s protocol. Cells were seeded in 96-well plates at 3000 cells/well and allowed to attach overnight. The cells were then treated with Doxo or Abe as described above. After collecting the cells at different time points (from 24 to 96 h), 200 μl of medium containing CCK-8 reagent was added to each well, and the cells were further incubated at 37 °C for 3 h. Absorbance was measured using a SpectraMax 340PC 384 Microplate Reader (Molecular Devices, Tokyo, Japan) at a wavelength of 450 nm.

### Cell cycle assay

Cell cycle assays were performed using PI/RNase Staining Buffer Kit (BD Biosciences, San Jose, CA, USA). A total of 3 × 10^5^ cells were seeded into each well of a 6-well plate and allowed to attach overnight. The cells were harvested after treatment with Doxo or Abe, followed by washing in phosphate-buffered saline and fixation using 70% (v/v) ice-cold ethanol for 1 h (or at 4 °C overnight). The cells were incubated with propidium iodide staining solution for 15 min at room temperature before analysis. Cell cycle distribution was detected immediately by flow cytometry using a BD LSRFortessa Cell Analyzer (BD Biosciences, San Jose, CA, USA), and data were collected using BD FACSDiva Software (v8.0.1, BD Biosciences) and further analyzed using ModFit LT software (v5.0, Verify Software House, Topsham, ME, USA). FACS gating strategy is shown in Supplementary Fig. 10.

### SA-β-Gal assay

Cellular senescence was determined by the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology, Boston, MA, USA) according to the manufacturer’s instructions. A total of 3 × 10^5^ cells were seeded into each well of a 6-well plate and treated with Doxo or Abe, as described above. The cells were then harvested, fixed with a fixative solution, and incubated with the β‐Gal staining solution in a dry incubator without CO_2_ at 37 °C overnight. After incubation, cells were observed under a BZ-X800 fluorescence microscope (KEYENCE, Osaka, Japan). Quantification of β-Gal-positive senescent cells was performed using Image J software (v1.52, National Institutes of Health, Bethesda, MD, USA).

### RT-qPCR

Cells were treated with TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and total RNA was extracted using an RNeasy Mini Kit (QIAGEN Sciences, Germantown, MD, USA) following the manufacturer’s instructions. cDNA was synthesized by a reverse transcriptase reaction with 500 ng of total RNA using the Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland) and used as a template for qPCR with LightCycler 480 SYBR Green I Master (Roche, Basel, Switzerland) on a StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Gene expression levels were normalized to the level of the endogenous control gene *ACTB* using an adjusted 2^−ΔΔCt^ method. The primer sequences used for RT-qPCR are listed in Supplementary Table 4.

### Bulk RNA-seq and gene expression profiling

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN, Hilden, Germany), following the manufacturer’s instructions. The RNA quality was assessed on a Nanodrop DS-11 spectrophotometer (DeNovix, Wilmington, NC, USA) to ensure a 260:280 nm ratio ≥ 2.0, and an RNA integrity number ≥ 9 was assessed by TapeStation RNA Screen Tape (Agilent). RNA-Seq analysis was performed using a transcriptome for targeted next-generation sequencing (Macrogen, Tokyo, Japan). Total RNA (1 μg) was enriched with polyA + RNA, and sequencing libraries were sequenced with the TruSeq stranded mRNA Library on a NovaSeq6000 platform (Illumina, San Diego, CA, USA). RNA-seq data were checked for quality using the FastQC software (v0.11.9). Sequences were aligned to the human reference genome (GRch38/hg38) using HISAT2(v2.2.1)^81^ and sequence reads were assigned to reference genomic features using FeatureCounts^82^. Computational analysis of the RNA-seq data was performed using Galaxy (v22.05.1, The Galaxy platform). Gene counts were scaled and normalized to transcripts per kilobase of millions (TPM) units. The TPM values of each gene were used to calculate the fold-change (FC) and corresponding *p*-values. Differential expression analysis (three biological replicates) was performed using the DESeq2 R package (v1.40.2). Significant DEGs were identified according to the criteria of log2 FC ≥ 1.0 or log2 FC ≤ –1.0 and *P* value < 0.05. A volcano plot was constructed using the ggplot2 R package (v3.4.2). PCA was performed using the FactoMineR R package (v2.8). The Venn diagrams were constructed using the VennDiagram R package (v1.7.3).

### Functional enrichment analysis

DEGs were subjected to GO and KEGG pathway enrichment analyses using the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool^83^. Enriched GO terms and pathways were selected based on the threshold of a false discovery rate (FDR) < 0.05. KEGG pathway and GO were visualized through the clusterProfiler R package (v4.8.2). Heatmaps were generated using the ComplexHeatmap R package (v2.16.0). A Sankey diagram was constructed using the ggsankey R package (davidsjoberg/ggsankey). The PPI networks were constructed using STRING (v11.5, string-db.org/). The edges represent both functional and physical associations among proteins. The results of the PPI network were analyzed and visualized using Cytoscape software (v3.9.1).

### GSEA

GSEA was conducted using the GSEA (v4.3.2) desktop tool^84^. Hallmark data were acquired from the Molecular Signatures Database (MSigDB, v2022.1)^85^. Gene expression levels of therapy-treated senescent cells versus control cells were used to generate a ranked list file. A total of 1000 permutations were applied to determine the significance of gene set enrichment. The clusterProfiler R package (v4.8.2) was used for GSEA. The enriched phenotypes were considered significant with a *P* value < 0.01 and FDR < 0.25, and a metric for ranking the genes was obtained by the “Signal to noise” method.

### Baf A1 treatment

Baf A1 (Bioviotica, Dransfeld, Germany) was dissolved in dimethyl sulfoxide to obtain a 20 µM stock solution. For Baf A1 treatment, cells were cultured in a complete medium containing 200 nM Baf A1 for 3 h before cellular pH detection.

### siRNA knockdown

For siRNA transfection, siRNAs consisting of Silencer Select Negative Control #1 siRNA (si-NC, UAACGACGCGACGACGUAAtt), Silencer Select Pre-Designed siRNA s19790 (siATP6AP2_1, GGUCUGUUGUUUUCCGAAAtt), and Silencer Select Pre-Designed siRNA s19792 (siATP6AP2_2, GAGUGUAUAUGGUAGGGAAtt) were purchased from Thermo Fisher Scientific. siRNA was transfected into cells using Lipofectamine RNAiMAX reagent (Invitrogen, 13778150) according to the manufacturer’s instructions. The cells were seeded in culture plates at 70–80% confluency and subsequently transfected with siRNA for 48 h prior to conducting further experimental analyses.

### Measurement of pH_i_

pH_i_ was determined using the pHrodo Green AM Intracellular pH indicator (Thermo Fisher Scientific, Waltham, MA, USA). Cells grown in DMEM (supplemented with 10% FBS) were seeded in 96-well black plates (5000 cells/well). After Doxo and Abe treatment, the cells were washed with Live Cell Imaging Solution (LCIS; Thermo Fisher Scientific) and labeled with pHrodo Green AM dye for 30 min at 37 °C. After washing with LCIS, cell fluorescence was detected using a BZ-X800 fluorescence microscope (KEYENCE, Osaka, Japan) and analyzed using a SpectraMax GEMINI EM spectrofluorometer (Molecular Devices, Tokyo, Japan) at excitation and emission wavelengths of 509 and 533 nm, respectively. A pH_i_ standard curve was constructed using intracellular pH calibration buffer Kit (Thermo Fisher Scientific). The cells were treated with different pH calibration solutions (pH 4.5, 5.5, 6.5, and 7.5), and the fluorescence intensity was measured to fit a linear trend line to obtain the pH standard curve.

### pH_L_ detection

The pH_L_ was detected using the ratiometric lysosomal pH dye LysoSensor Yellow/Blue DND-160 (Thermo Fisher Scientific). The cells were seeded in 96-well black plates at a density of 5000 cells/well. After treatment with Doxo and Abe, cells were washed with LCIS and incubated with 2 µM LysoSensor Yellow/Blue for 5 min at 37 °C under 5% CO_2_. After washing with LCIS, cell fluorescence was detected and measured using a KEYENCE BZ-X800 fluorescence microscope. The ratio of light emitted at 340 nm and 380 nm excitation was used to determine the pH_L_ status.

### Statistics and reproducibility

All results are presented as the mean ± standard deviation (SD) of three independent experiments. Prior to the analysis, a normality test was performed on all collected data. A two-tailed unpaired Student’s *t* test was used for pairwise comparisons, whereas multiple comparisons were evaluated using a one- or two-way analysis of variance, followed by Dunnett’s, Sidak’s, or Tukey’s multiple comparison test. A correlation analysis of two independent samples was performed using Pearson’s correlation coefficients. Statistical *P* values < 0.05 were considered statistically significant. Data analyses and visualizations were conducted using GraphPad Prism software (v9.4.1, GraphPad, La Jolla, CA, USA) and RStudio software (v2023.06.0 + 421, RStudio, MA, USA) in the R computing environment (v4.3.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The RNA-Seq data generated in this study were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE222984. Supplementary Data 1–4 comprise the list of DEGs derived from RNA-seq data corresponding to the figures presented in this paper. Source data for generating graphs and charts in the main figures are reported in Supplementary Data 5. Any other data supporting the findings of this study can be made available upon request from the corresponding authors.

# Supplementary material for: Cellular senescence triggers intracellular acidification and lysosomal pH alkalinized via ATP6AP2 attenuation in breast cancer cells
**Source:** Commun Biol. 2023 Nov 22;6:1147. doi: 10.1038/s42003-023-05433-6
**Supplement:** Supplementary file 2 — Supplementary Information

Supplementary Information for

Cellular senescence triggers intracellular acidification and lysosomal pH alkalinized via ATP6AP2 attenuation in breast cancer cells

Wei Li¹, Kosuke Kawaguchi^{1*}, Sunao Tanaka¹, Chenfeng He¹, Yurina Maeshima¹, Eiji Suzuki², Masakazu Toi¹

Supplementary Fig. 1–3 is related to Fig. 1

Supplementary Fig. 4 is related to Fig. 2

Supplementary Fig. 5 is related to Fig. 3

Supplementary Fig. 6 is related to Fig. 4

Supplementary Fig. 7 is related to Fig. 5

Supplementary Fig. 8 is related to Fig. 6

Supplementary Fig. 9 is related to Fig. 7

Supplementary Fig. 10 is related to Supplementary Fig. 1 and 2

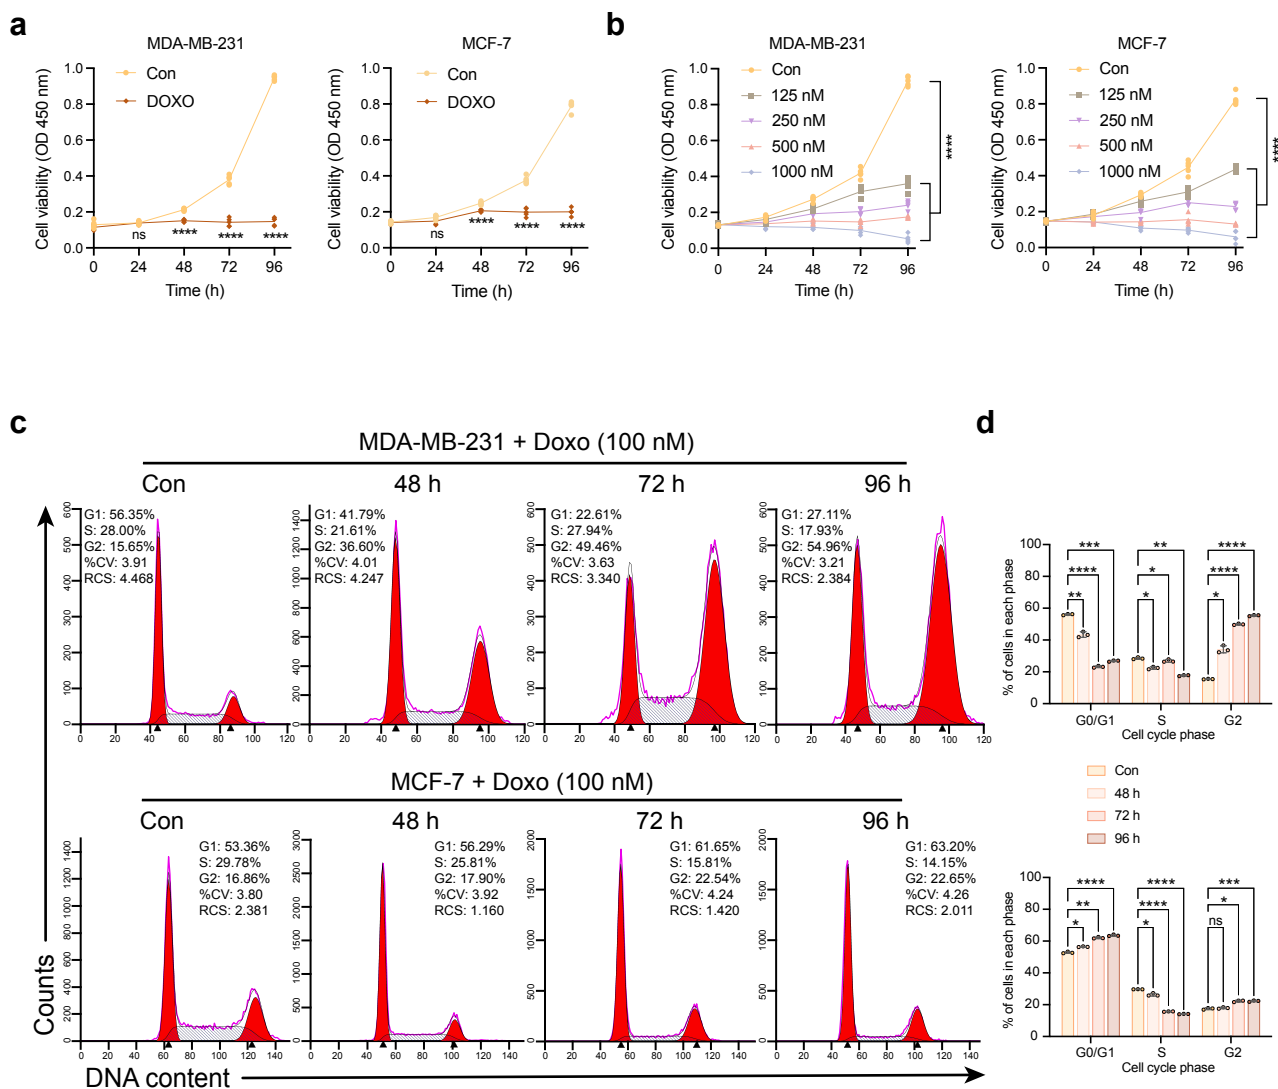

Supplementary Fig. 1. Doxo and Abe suppress breast cancer cell proliferation through cell cycle arrest.

a and **b** Cell proliferation in breast cancer cells treated with Doxo at 100 nM (**a**) and Abe at different concentrations (up to 1000 nM) (**b**) evaluated by the CCK-8 assay ($n = 5$).

c and **d** Representative images of the cell cycle analysis using propidium iodide (PI) detection by flow cytometry in Doxo (100 nM)-treated (**c**) breast cancer cells. Quantification of the percentage of cells in each cell cycle phase (**d**), respectively.

Data are presented as the means $\pm$ SD of three independent experiments. Statistical analyses were performed using two-way ANOVA with Sidak's multiple comparisons test (**a**), and Tukey's multiple comparisons test (**b** and **d**). ns, not significant; * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$.

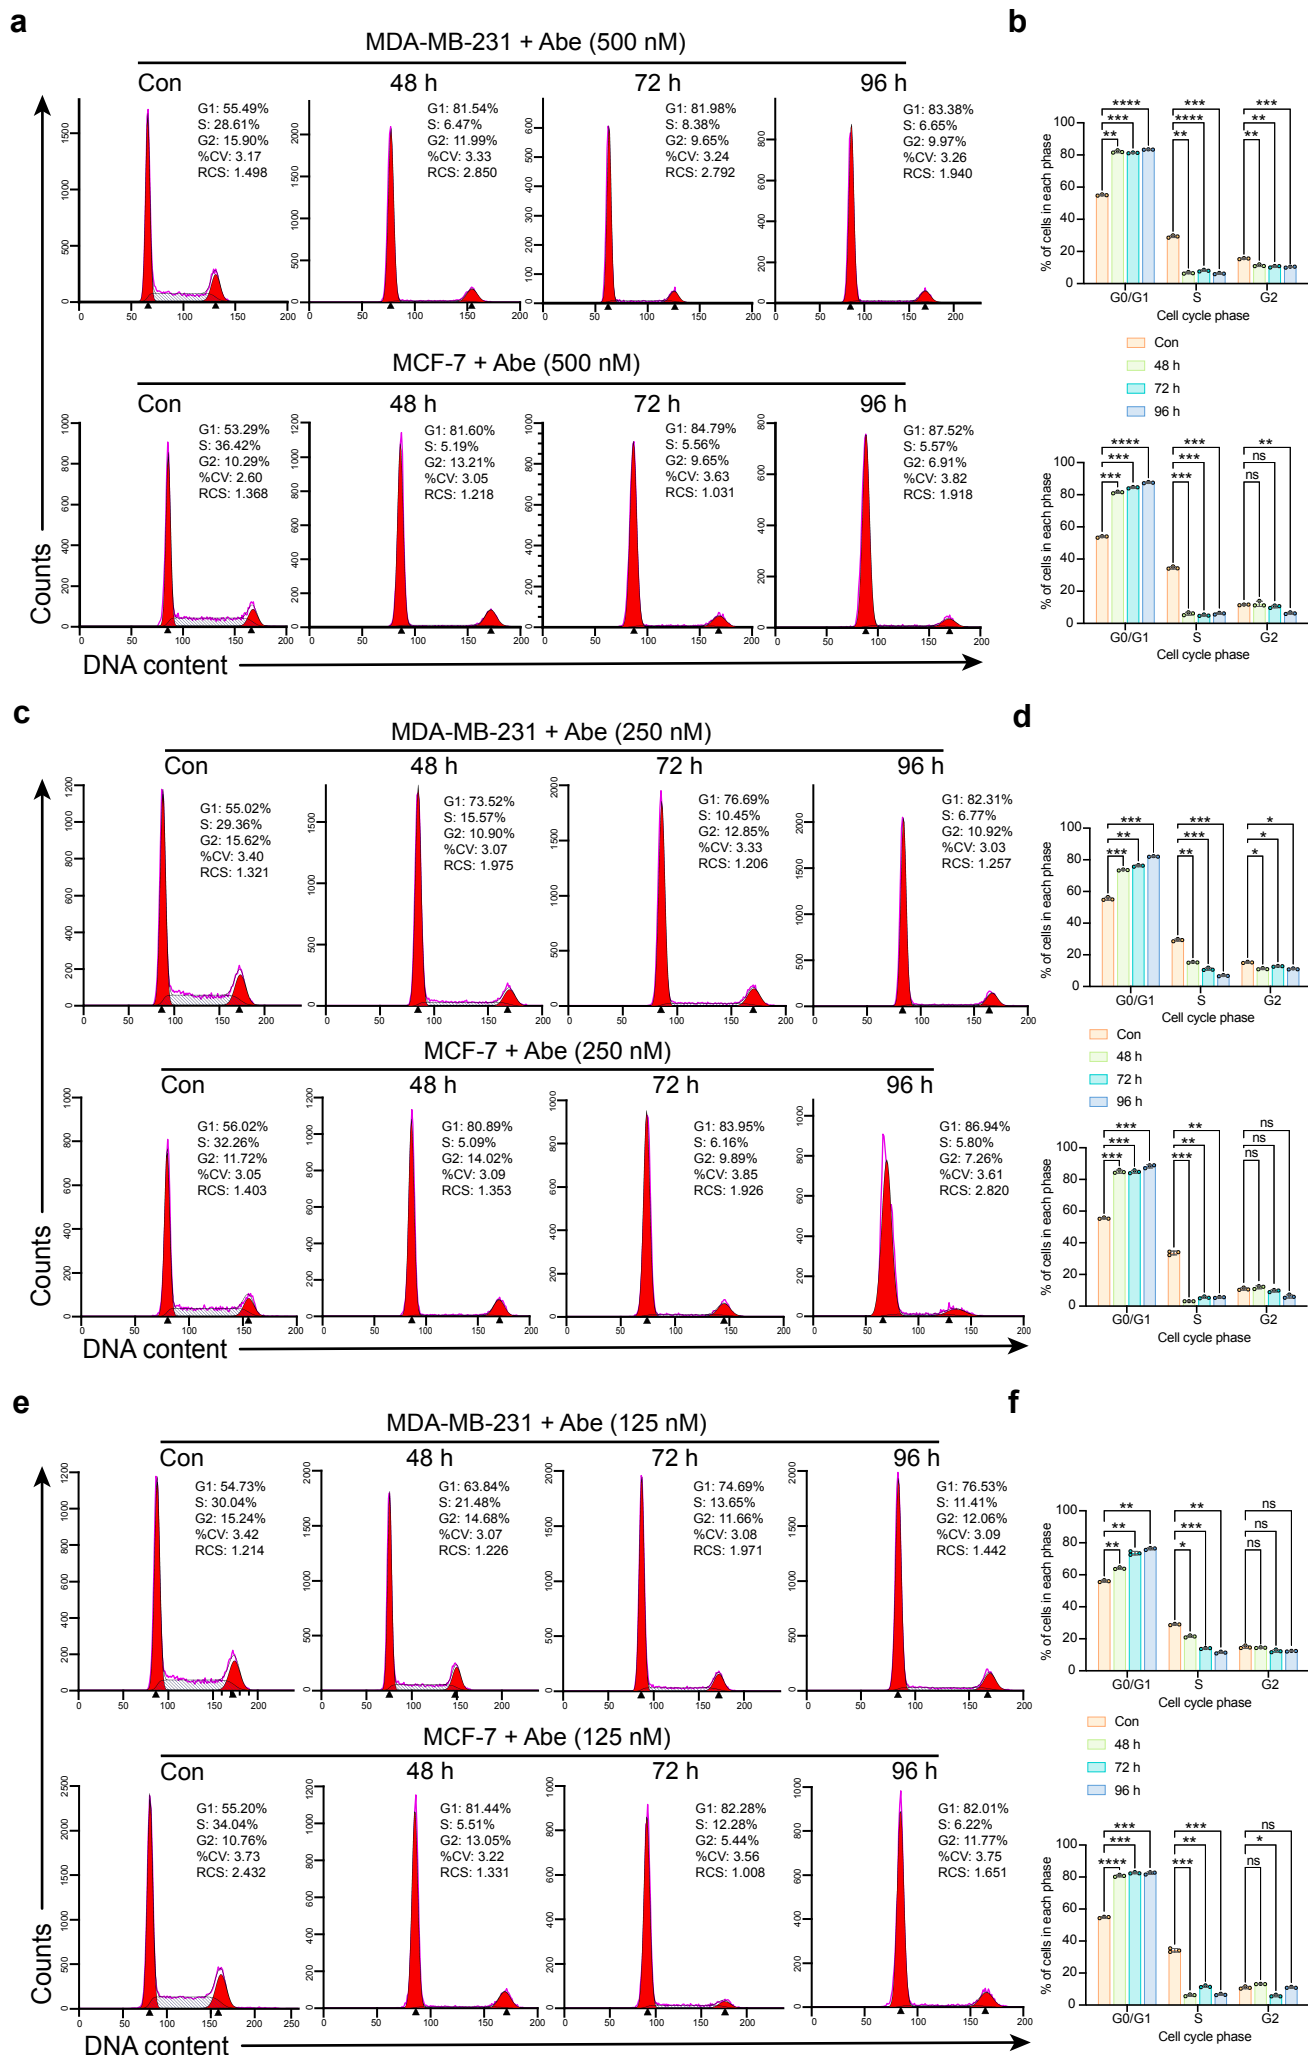

Supplementary Fig. 2. Abe causes cell cycle arrest at G0/G1 phase in breast cancer cells

a and **b** Representative images of the cell cycle analysis using PI detection by flow cytometry in Abe (500 nM)-treated (**a**) breast cancer cells. Quantification of the percentage of cells in each cell cycle phase (**b**), respectively.

c and **d** Representative images of the cell cycle analysis detected by flow cytometry in Abe (250 nM)-treated (**c**) breast cancer cells. Quantification of the percentage of cells in each cell cycle phase (**d**), respectively.

e and **f** Representative images of the cell cycle analysis detected by flow cytometry in Abe (125 nM)-treated (**e**) breast cancer cells. Quantification of the percentage of cells in each cell cycle phase (**f**), respectively.

Data are presented as the means $\pm$ SD of three independent experiments. Statistical analyses were performed by two-way ANOVA with Tukey's multiple comparisons test (**b**), and Dunnett's multiple comparisons test (**d** and **f**). ns, not significant; * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$.

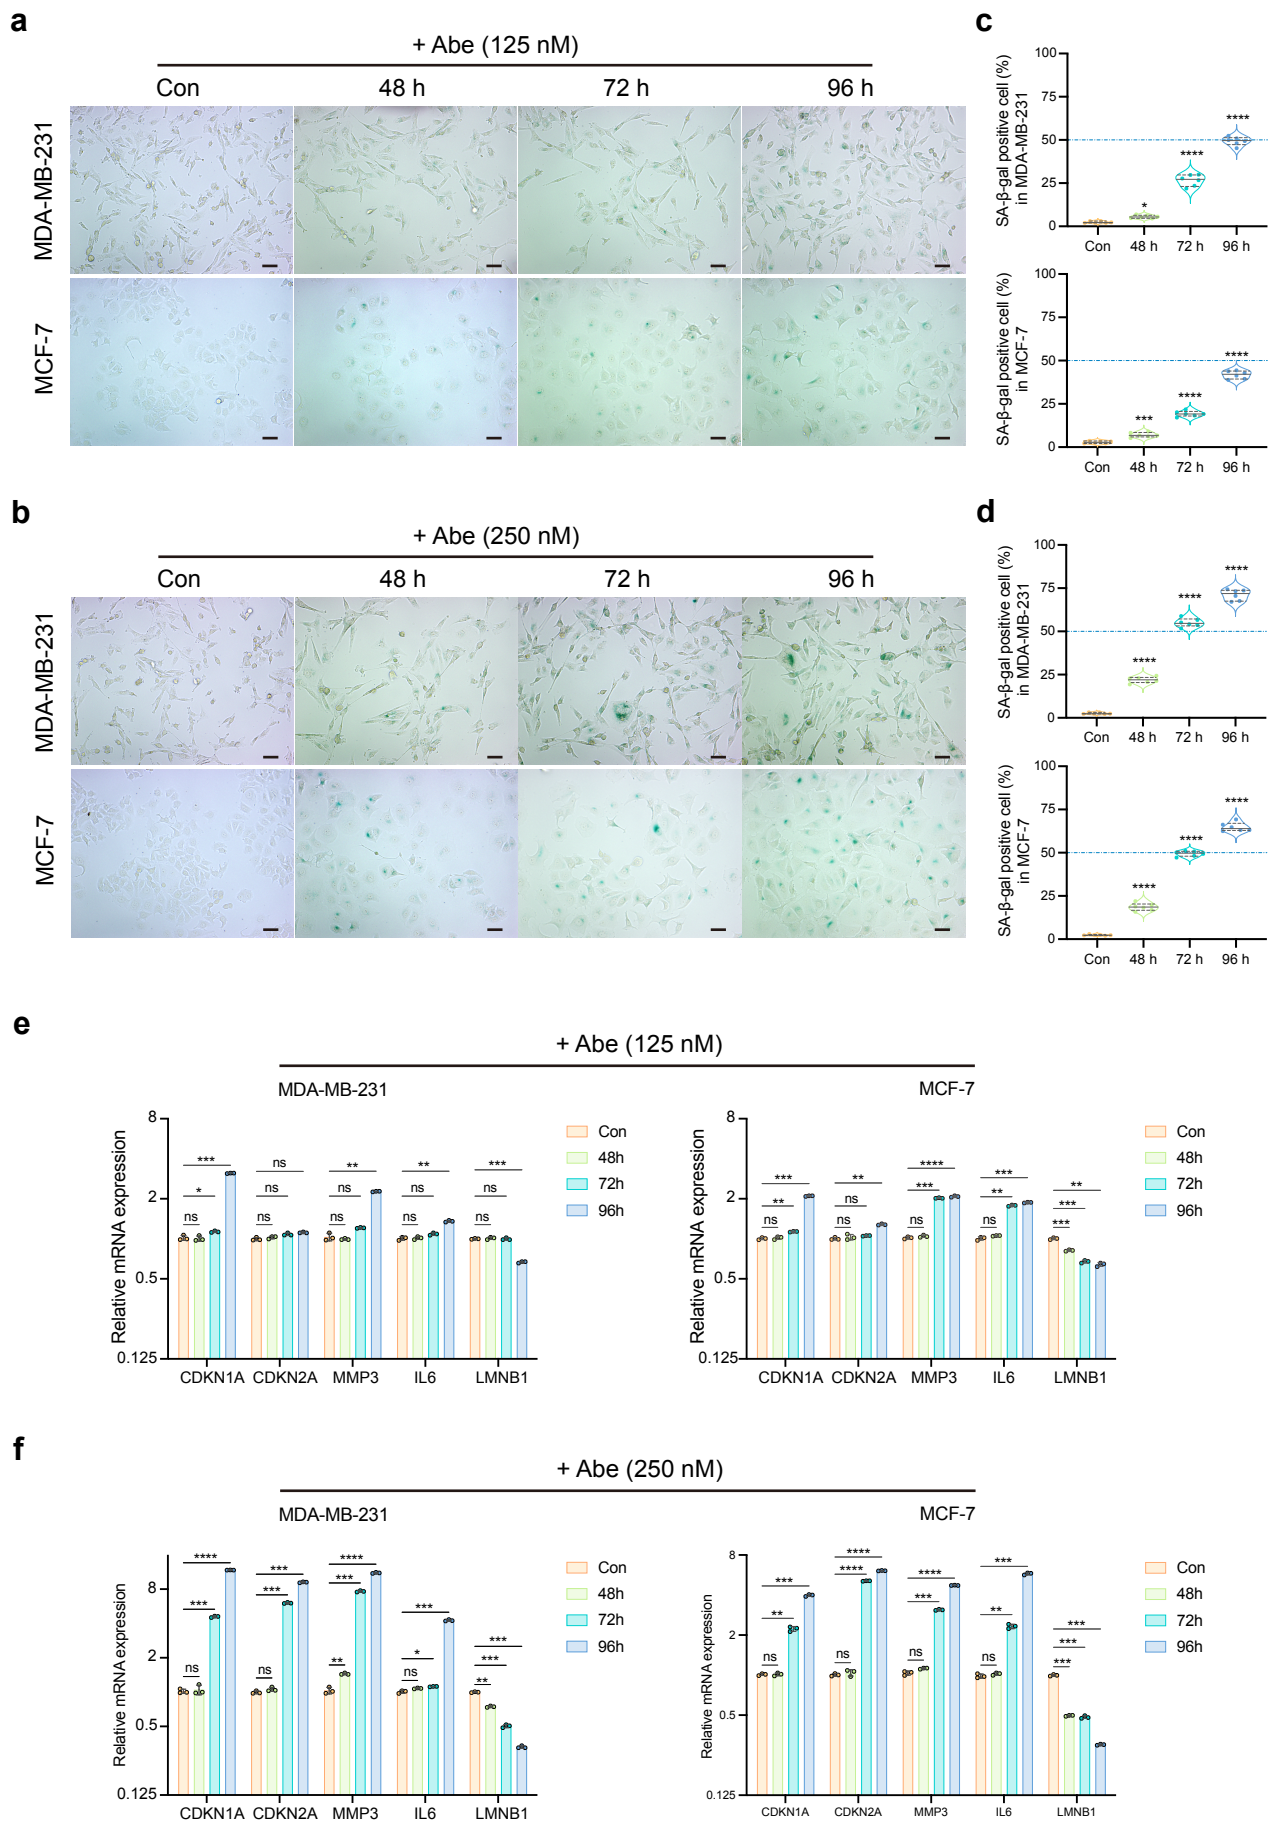

Supplementary Fig. 3. Abe elicits senescent phenotype in breast cancer cells.

a and **b** Representative SA- β -gal staining in Abe (125 nM)-treated (**a**) and Abe (250 nM)-treated (**b**) breast cancer cells.

c and **d** Quantitative analysis of the percentage of SA- β -gal positive cells in Abe (125 nM)-treated (**c**) and Abe (250 nM)-treated (**d**) breast cancer cells, respectively. At least six separate fields of view were taken.

e and **f** RT-qPCR analyzed mRNA relative expression levels of senescence-related genes (*CDKN1A*, *CDKN21*, *MMP3*, *IL6*, *LMNB1*) in Abe (125 nM)-treated (**e**) and Abe (250 nM)-treated (**f**) breast cancer cells, respectively.

Scale bars represent 50 μ m. Data are shown as the means $\pm$ SD of three independent experiments. One-way ANOVA with Dunnett's multiple comparisons test (**c** and **d**) and two-way ANOVA with Dunnett's multiple comparisons test (**e** and **f**) were performed. ns, not significant; * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$.

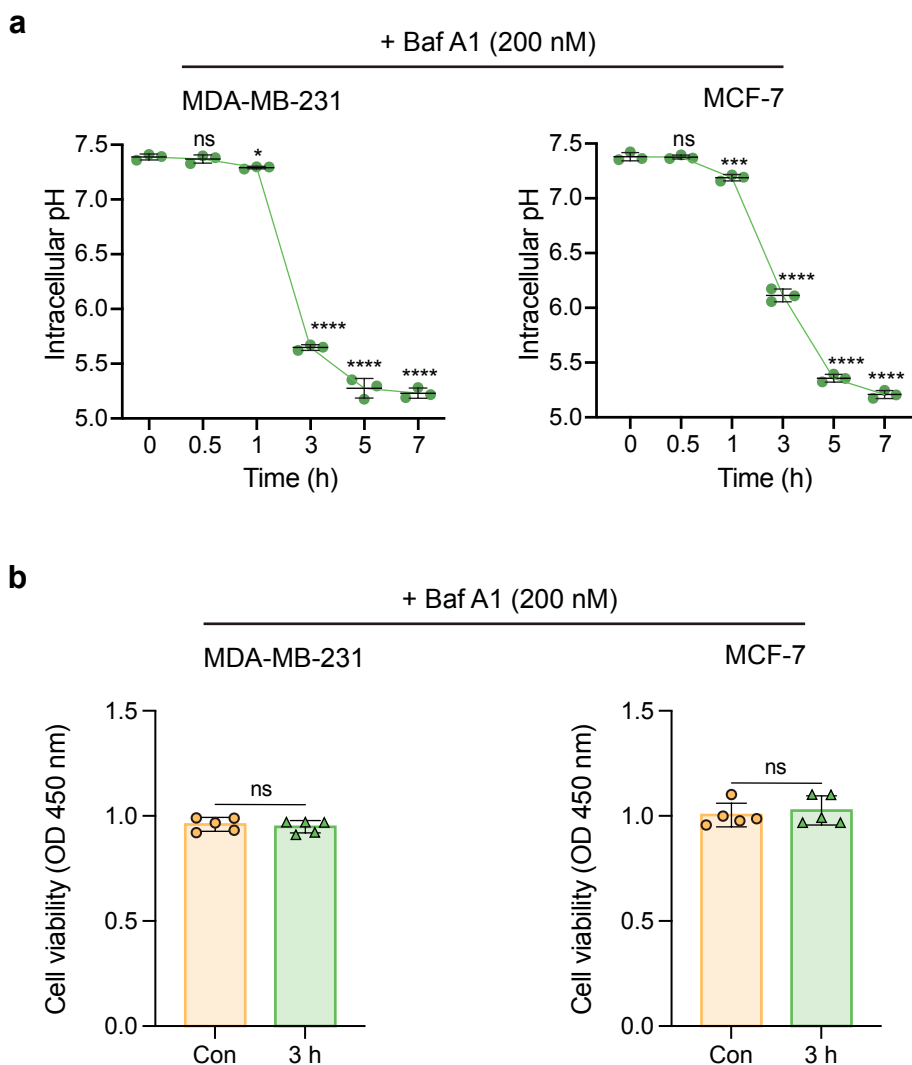

Supplementary Fig. 4. Baf A1 induces reduction in intracellular pH.

a Baf A1 (200 nM) regulates pH_i in a time-dependent manner.

b The CCK-8 assay determined cell viability in breast cancer cells treated with Baf A1 (200 nM) for 3 h.

Data are shown as the means $\pm$ SD of three independent experiments. One-way ANOVA with Dunnett's multiple comparisons test (**a**) and unpaired two-tailed Student's t test (**b**) were performed. ns, not significant; * $P < 0.05$; *** $P < 0.001$; **** $P < 0.0001$.

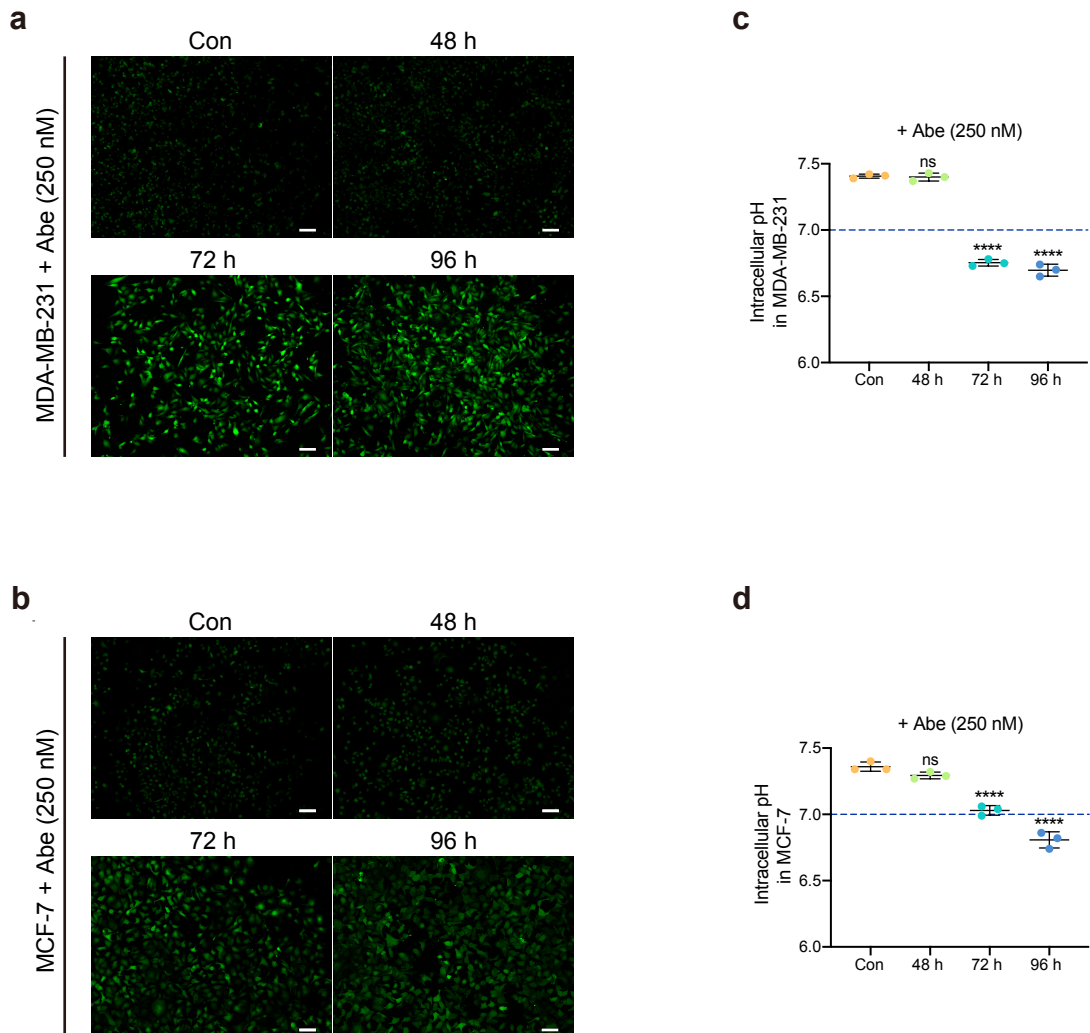

Supplementary Fig. 5. Abe induces intracellular pH (pH_i) decrease in breast cancer cells.

a and **b** Representative fluorescent images of Abe (250 nM)-treated MDA-MB-231 (**a**) and MCF-7 (**b**) stained with pHrodo Green AM.

c and **d** Quantitative analysis of the pH_i in MDA-MB-231 (**c**) and MCF-7 cells (**d**) treated with Abe (250 nM).

Scale bars represent 50 μ m. Data are shown as the means $\pm$ SD of three independent experiments. One-way ANOVA with Dunnett's multiple comparisons test (**c** and **d**) was performed. ns, not significant; **** $P < 0.0001$.

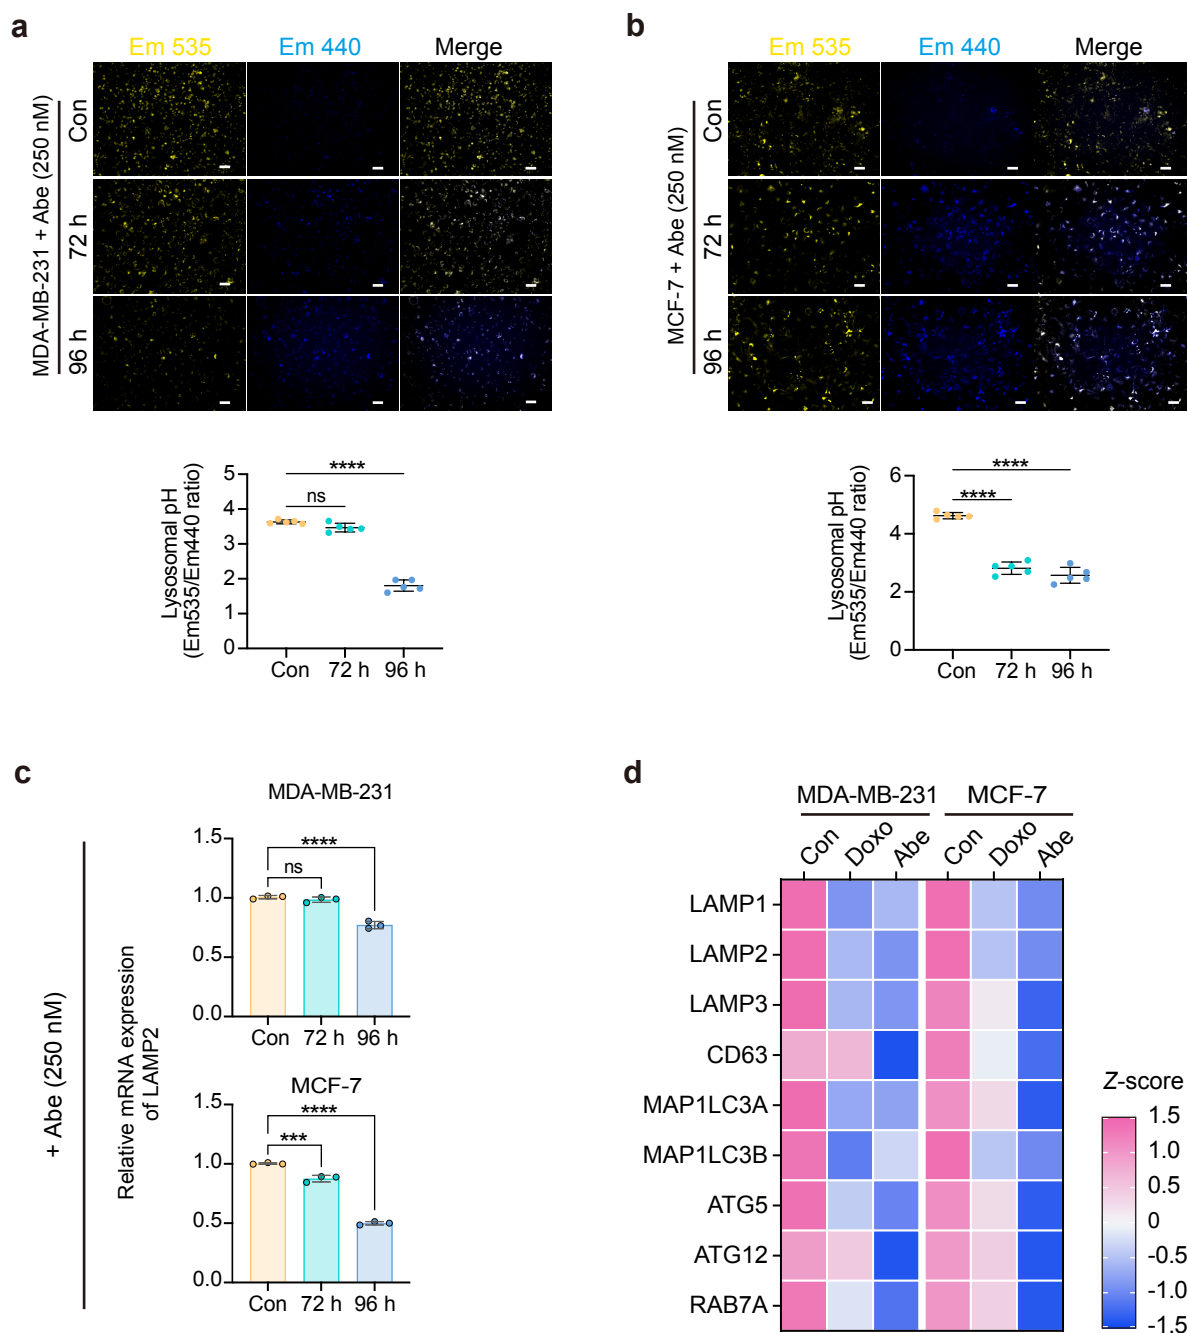

Supplementary Fig. 6. Doxo and Abe increase lysosomal pH (pH_L) and trigger lysosomal dysfunction.

a and **b** Representative fluorescent images of Abe (250 nM)-treated MDA-MB-231 (**a** upper) and MCF-7 (**b** upper) stained with LysoSensor Yellow/Blue-DND-160 to assess pH_L status. Em 535 (yellow), Em440 (blue). Quantitative analysis of the pH_L status (**a** and **b**, lower panel).

c RT-qPCR analyzed the mRNA relative expression levels of *LAMP2* in Abe (250nM)-treated breast cancer cells.

d Heatmap represents the standardized mRNA abundance values (z-score) of the lysosomal function-related genes.

Scale bars represent 50 μ m. Data are shown as the means $\pm$ SD of three independent experiments. One-way ANOVA with Dunnett's multiple comparisons test (**a**, **b** lower and **c**) was performed. ns, not significant; *** $P < 0.001$; **** $P < 0.0001$.

a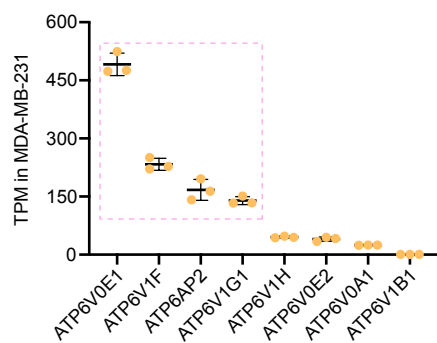**b**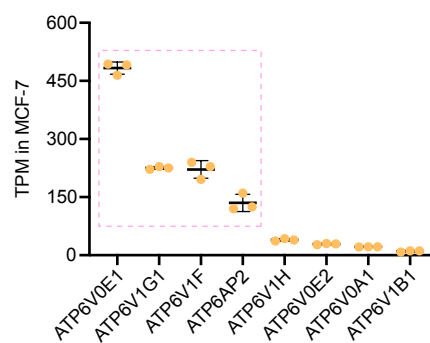**c**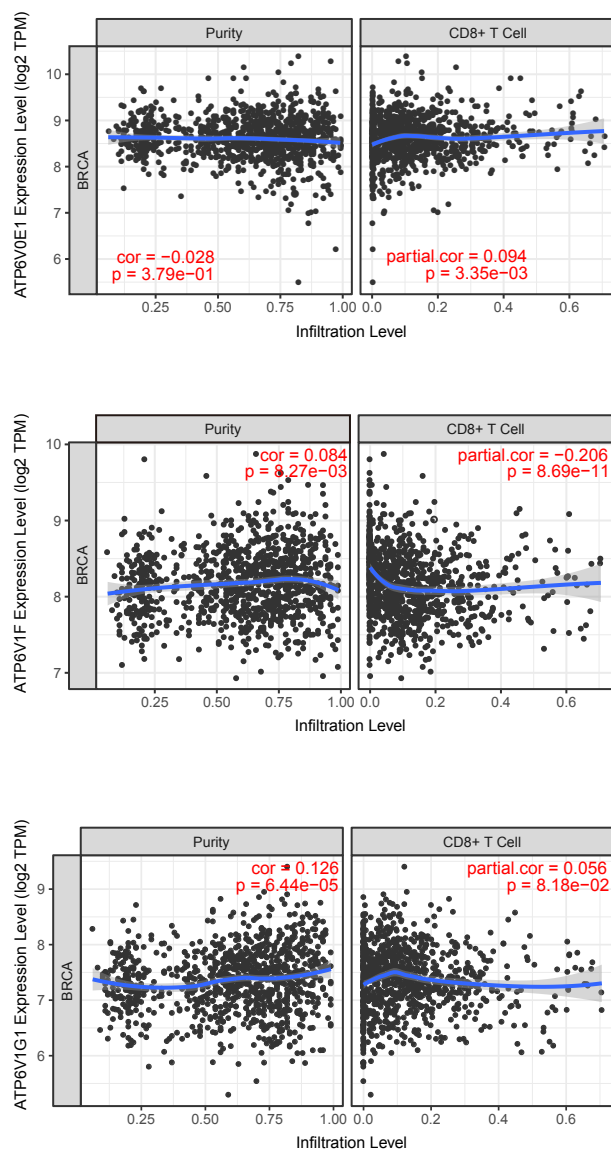**d**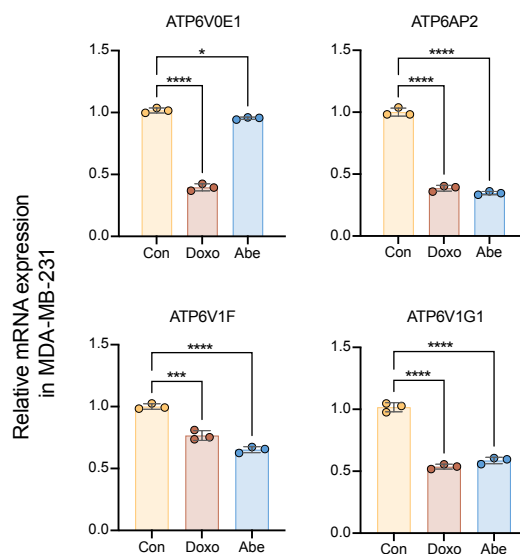**e**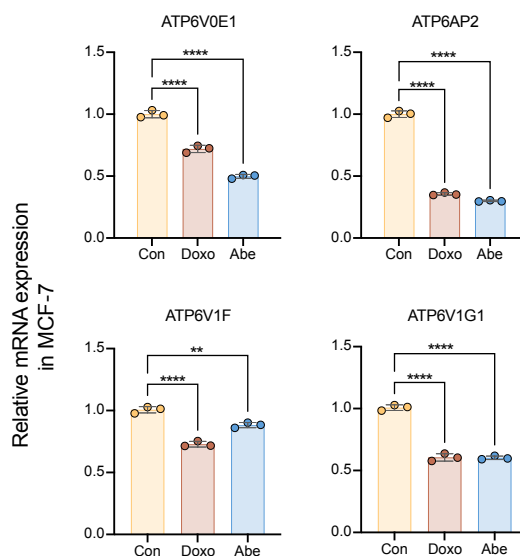**f**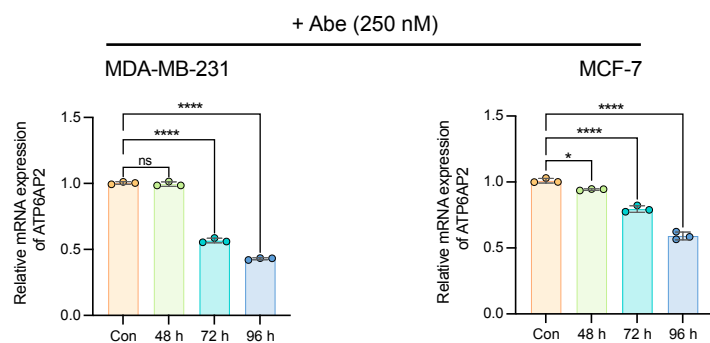

Supplementary Fig. 7. Validation of differentially expressed V-ATPase subunits and their correlation with CD8⁺ T cell infiltration.

a and **b** V-ATPase subunit expression in overlapping down-regulated genes in MDA-MB-231 (**a**) and MCF-7 (**b**). The pink dashed rectangle represents the top four V-ATPase subunits based on relative expression levels in RNA sequencing.

c Correlation of *ATP6V0E1*, *ATP6V1F*, and *ATP6V1G1* expression levels with CD8⁺ T cell infiltration level in The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) dataset analyzed using the Tumor Immune Estimation Resource (TIMER) database.

d and **e** RT-qPCR validated the relative expression levels of top four V-ATPase subunits (*ATP6V0E1*, *ATP6V1F*, *ATP6AP2*, *ATP6V1G1*) in MDA-MB-231 (**d**) and MCF-7 (**e**), respectively.

f RT-qPCR analyzed mRNA relative expression levels of *ATP6AP2* in breast cancer cells treated with Abe (250 nM).

Data are shown as the means $\pm$ SD of three independent experiments. One-way ANOVA with Dunnett's multiple comparisons test (**c**, **d**, and **e**) was performed. ns, not significant; * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$; **** $P < 0.0001$.

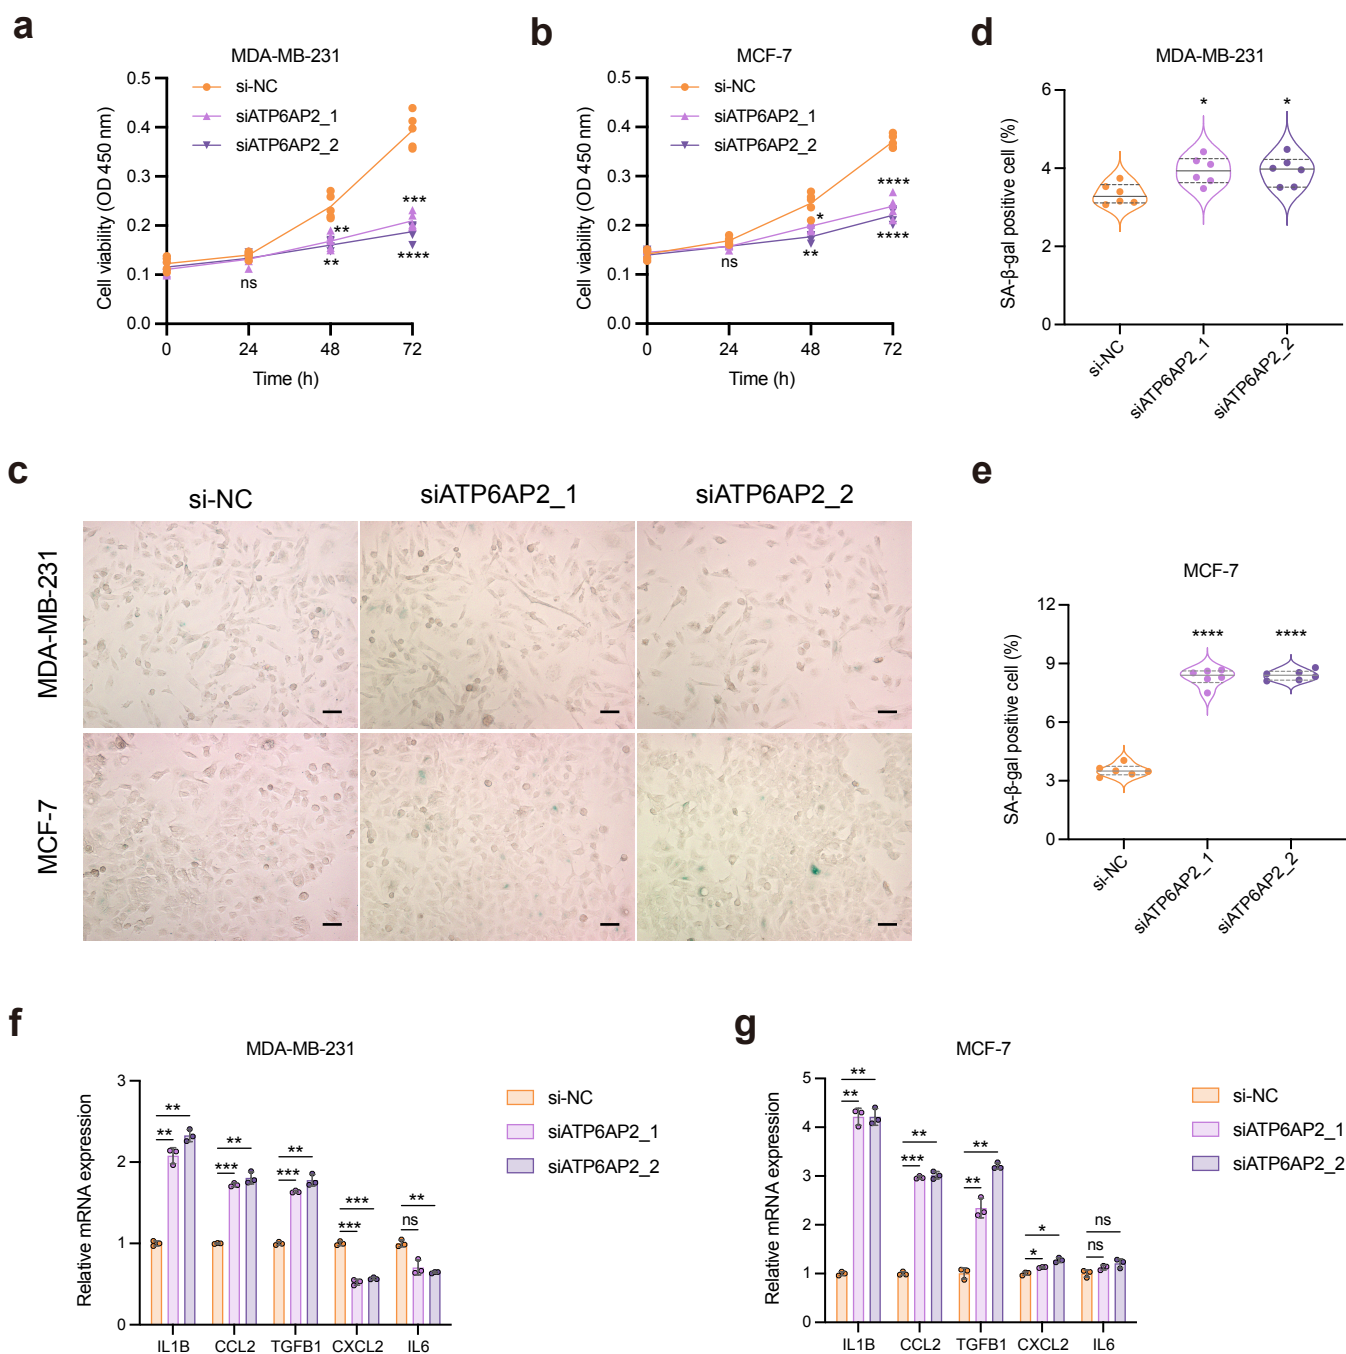

Supplementary Fig. 8. Downregulated ATP6AP2 facilitates cellular senescence phenotypes in breast cancer cells.

a and **b** *ATP6AP2* downregulation on cell proliferation was evaluated using CCK-8 analysis in MDA-MB-231 (**a**) and MCF-7 (**b**) cells, in comparison to the siRNA negative control (n = 5).

c Representative SA-β-gal staining in *ATP6AP2* downregulated breast cancer cells.

d and **e** Quantitative analysis of the percentage of SA-β-gal positive cells in MDA-MB-231 (**d**) and MCF-7 (**e**) cells, respectively. At least six separate fields of view were taken.

f and **g** RT-qPCR analyzed mRNA relative expression levels of genes of SASP (*IL1B*, *CCL2*, *TGFB1*, *CXCL2*, *IL6*) in MDA-MB-231 (**f**) and MCF-7 (**g**) cells, respectively.

Scale bars represent 50 μm. Data are shown as the means ± SD of three independent experiments. Two-way ANOVA with Dunnett's multiple comparisons test (**a**, **b**, **f** and **g**) and one-way ANOVA with Dunnett's multiple comparisons test (**d** and **e**) were performed. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

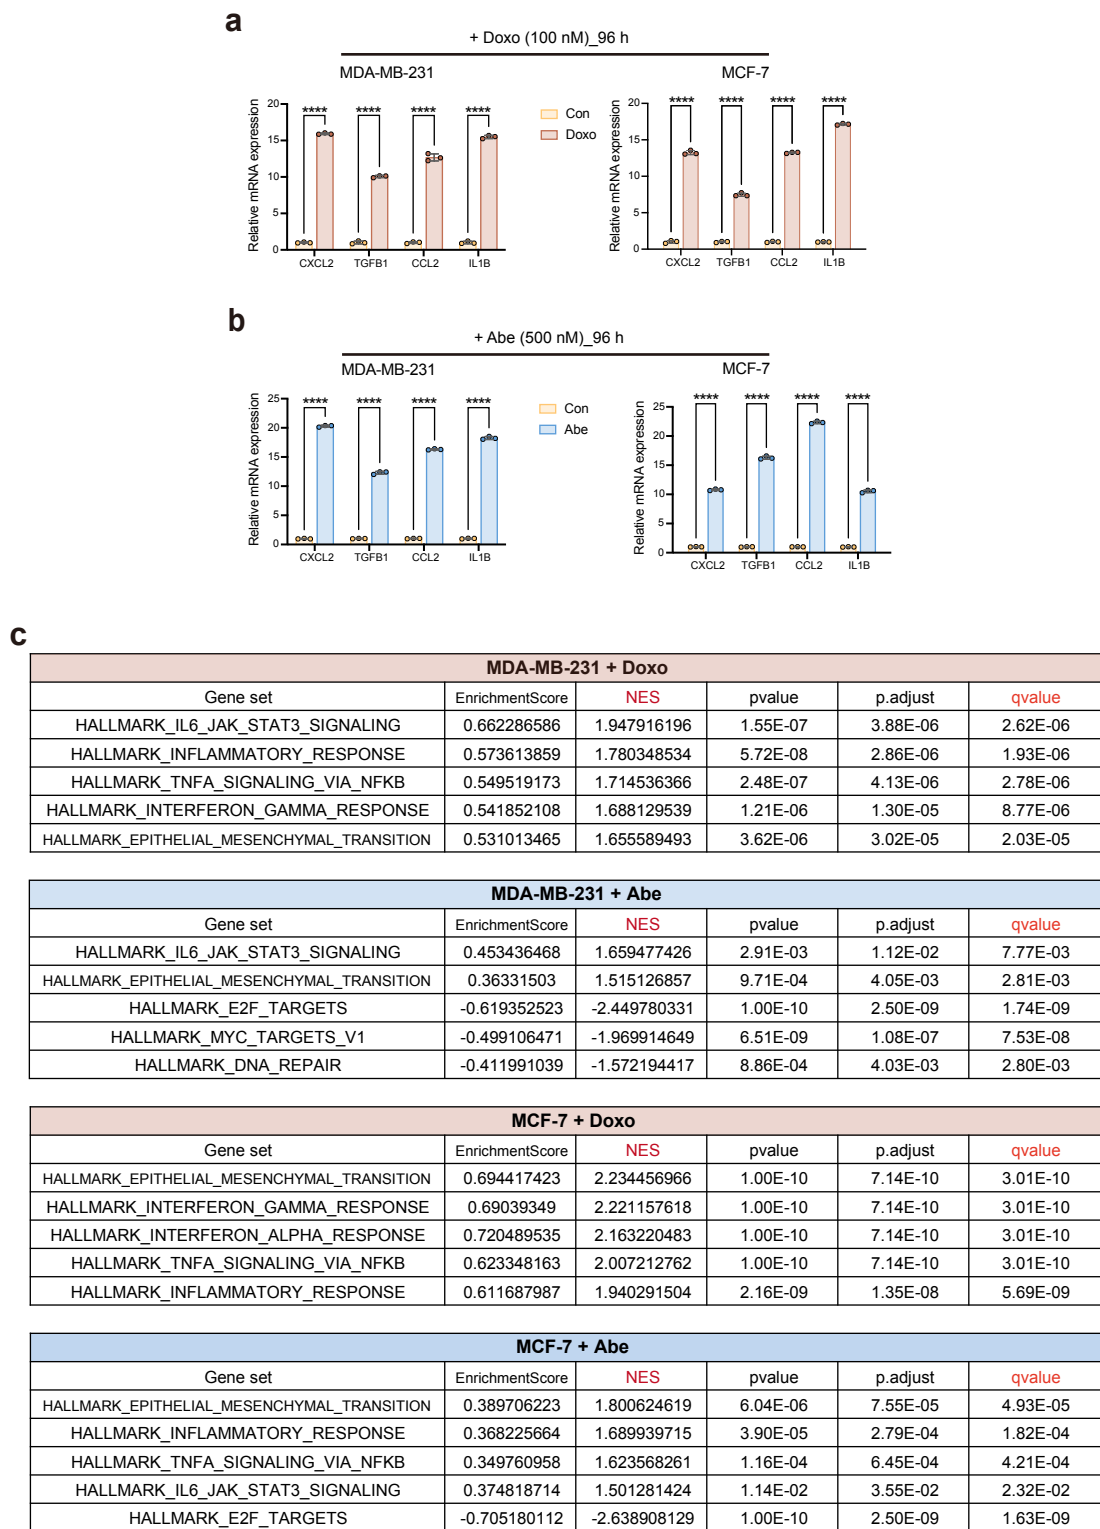

Supplementary Fig. 9. Doxo and Abe promote expression of immunomodulatory factors and alter enriched pathways in breast cancer cells.

a and **b** RT-qPCR analyzed mRNA relative expression levels of immunomodulatory-related genes (*CXCL2*, *TGFB1*, *CCL2*, *IL1B*) in Doxo (100 nM)-treated (**a**) and Abe (500 nM)-treated (**b**) breast cancer cells, respectively.

c GSEA enrichment analysis was performed in Doxo (100 nM)-treated and Abe (500 nM)-treated breast cancer cells, respectively. The table shows the detailed results of the enriched pathways.

Data are shown as the means $\pm$ SD of three independent experiments. Two-way ANOVA with Sidak's multiple comparisons test (**a** and **b**) was performed. **** $P < 0.0001$.

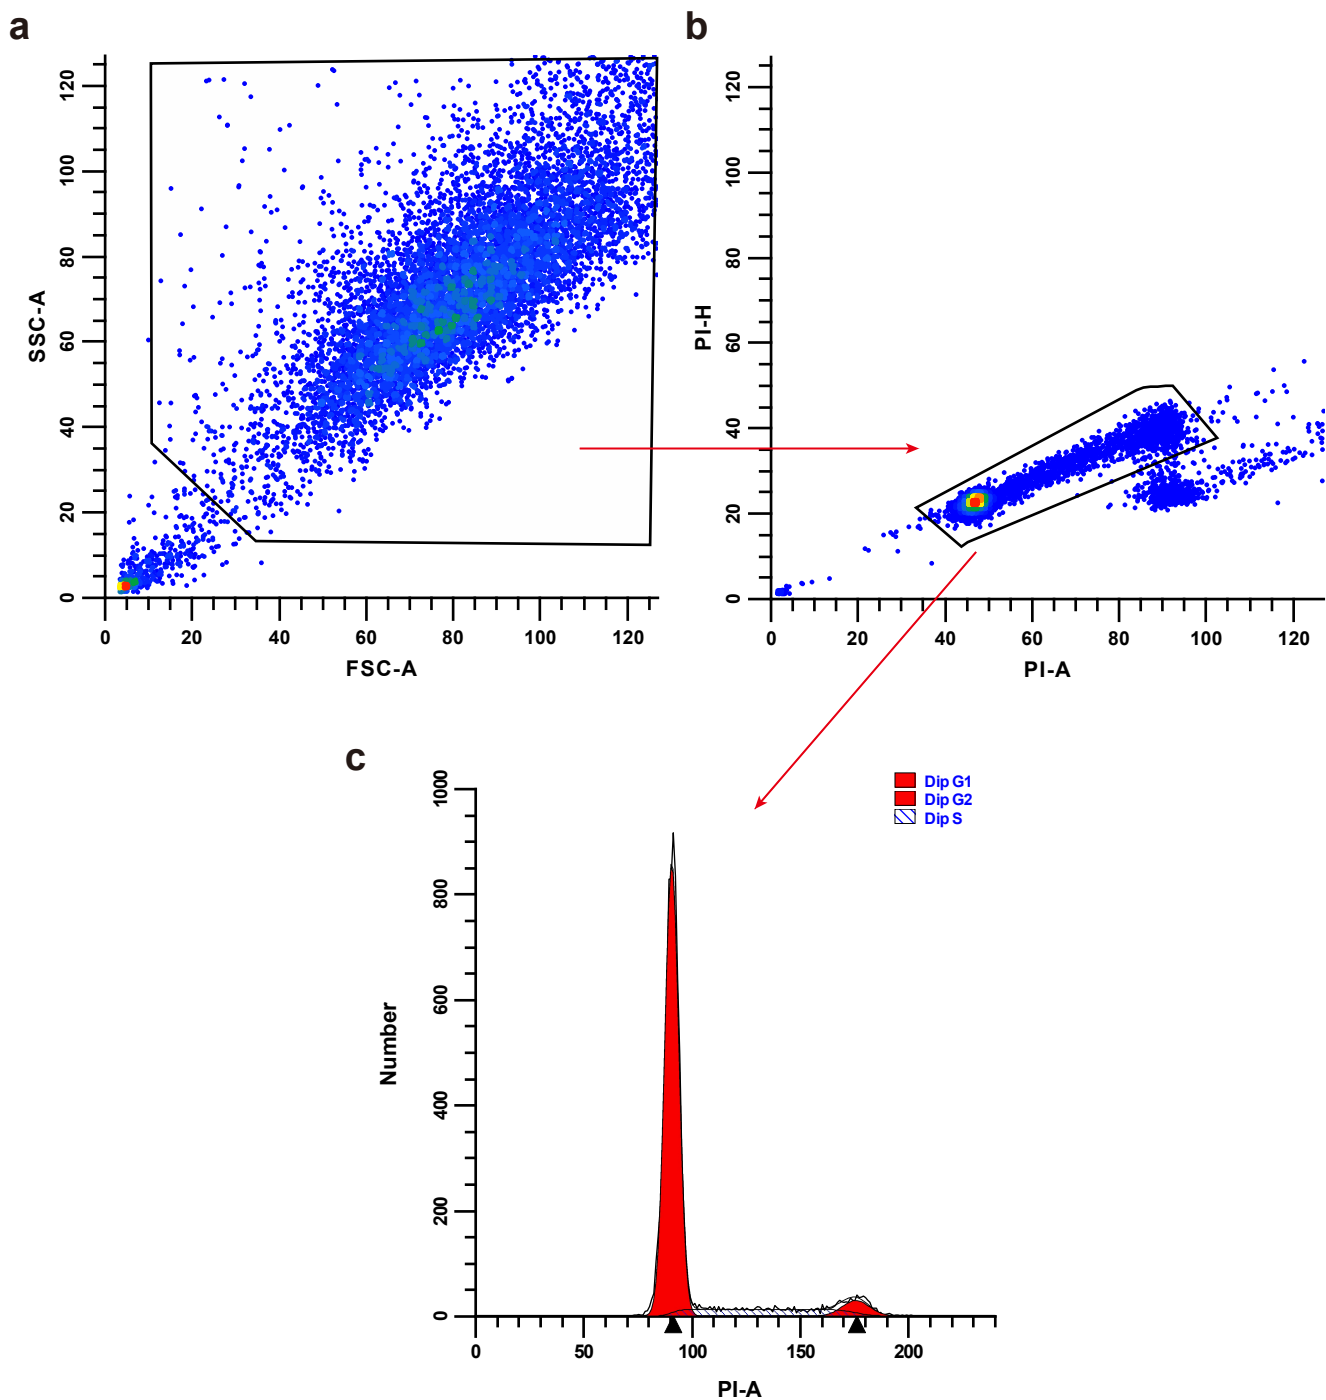

Supplementary Fig. 10. FACS gating strategy in propidium iodide staining cell cycle assay.

a Data were collected using BD FACSDiva Software v8.0.1. Cells were selected from cellular debris based on the FSC area/SSC area.

b Singlets then were selected based on the PI-FL2 area/ PI-FL2 Height.

c The cell cycle phase curve was fitted with ModFit software. And Reduced Chi-Square (RCS), a measure of goodness of fit, Values less than 5.0.

Supplementary Table 1

Group	MDA-MB-231 (TPM)			MCF-7 (TPM)		
	231-Con	231-Doxo	231-Abe	7-Con	7-Doxo	7-Abe
LAMP1	254.8058	75.95875	100.4852	132.6199	61.99424	42.95981
LAMP2	164.0145	79.34554	64.82179	51.30565	24.03746	17.01098
LAMP3	0.512301	0.157638	0.104327	3.160298	2.218661	0.979365
CD63	433.934	424.0611	256.0624	459.6124	371.0348	294.0614
MAP1LC3A	13.57517	6.84313	6.679199	0.590627	0.438305	0.118992
MAP1LC3B	6.044111	3.629767	4.43065	75.12739	62.5088	58.89508
ATG5	28.19634	23.09392	21.26248	28.06269	24.01569	16.14677
ATG12	30.48079	30.41372	30.14027	29.47602	28.84029	26.70154
RAB7A	257.5688	209.4985	176.5374	256.4669	249.5	229.1101

Group	MDA-MB-231				
	Average	SD	z-score		
LAMP1	143.7499	79.16414	1.402856	-0.856337	-0.546519
LAMP2	102.7273	43.74033	1.40116	-0.534557	-0.866602
LAMP3	0.258089	0.181068	1.403961	-0.55477	-0.849191
CD63	371.3525	81.62199	0.766724	0.645765	-1.412488
MAP1LC3A	9.032501	3.212853	1.413907	-0.681442	-0.732465
MAP1LC3B	4.701509	1.004088	1.337136	-1.067379	-0.269757
ATG5	24.18425	2.933852	1.367518	-0.371638	-0.995881
ATG12	30.34493	0.147285	0.922474	0.467085	-1.389559
RAB7A	214.5349	33.27204	1.293394	-0.15137	-1.142024

Group	MDA-MB-231				
	Average	SD	z-score		
LAMP1	79.19133	38.57062	1.385215	-0.44586	-0.939355
LAMP2	30.7847	14.79133	1.387364	-0.456162	-0.931202
LAMP3	2.119441	0.893122	1.165413	0.111094	-1.276507
CD63	374.9029	67.64126	1.252336	-0.057185	-1.195151
MAP1LC3A	0.382642	0.196526	1.058312	0.283236	-1.341549
MAP1LC3B	65.51043	6.958414	1.382063	-0.431366	-0.950697
ATG5	22.74172	4.94736	1.075518	0.257505	-1.333023
ATG12	28.33928	1.186785	0.957828	0.422155	-1.379982
RAB7A	245.0257	11.60785	0.985646	0.385458	-1.371104

Supplementary Table 1. RNA-seq normalization results for lysosome-related genes in 29 overlapped downregulated genes.

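Supplementary Table 1 lists, for LAMP1, LAMP2, LAMP3, CD63, MAP1LC3A, MAP1LC3B, ATG5, ATG12 and RAB7A, genes of the lysosomal membrane, late endosomes and autophagosomes, a TPM for each group. For Con and Doxo these are the means of the 3 libraries, apart from MAP1LC3B and ATG12 in MDA-MB-231 and RAB7A with Doxo in MCF-7, which differ from the deposited values. TPM divides the reads of a gene by its length and scales every library to the same total, so that it measures the share of a gene among the transcripts of a library and not its amount per cell. A gene can therefore fall in TPM when the remaining transcripts of the cell rise.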

Supplementary Table 2

Group	MDA-MB-231 (TPM)			MCF-7 (TPM)		
	231-Con	231-Doxo	231-Abe	7-Con	7-Doxo	7-Abe
ATP6V0E1	491.2237	230.3726	234.0847	483.068	223.2373	157.2103
ATP6V1F	233.3758	109.5692	99.95342	221.4649	76.48275	85.15201
ATP6AP2	167.141	62.8521	65.97617	135.0201	54.24743	54.52637
ATP6V1G1	139.5136	53.32301	64.6393	225.3341	110.5389	103.3351
ATP6V1H	45.47745	17.56449	20.28437	39.5637	13.18008	14.08679
ATP6V0E2	40.33683	19.86086	15.44662	28.86607	6.111483	8.635479
ATP6V0A1	24.6106	11.18999	11.11805	21.62104	8.411995	6.514685
ATP6V1B1	0.837144	0.27683	0.354183	10.20945	3.942186	4.789519

Group	MDA-MB-231				
	Average	SD	z-score		
ATP6V0E1	318.5603	122.1009	1.414105	-0.722253	-0.691851
ATP6V1F	147.6328	60.75638	1.411258	-0.626495	-0.784763
ATP6AP2	98.65643	48.44271	1.413723	-0.739107	-0.674617
ATP6V1G1	85.82532	38.24344	1.403857	-0.849879	-0.553978
ATP6V1H	27.77544	12.56637	1.408682	-0.812562	-0.59612
ATP6V0E2	25.21477	10.84371	1.394547	-0.493734	-0.900813
ATP6V0A1	15.63955	6.343562	1.414198	-0.701429	-0.71277
ATP6V1B1	0.489386	0.247922	1.402694	-0.85735	-0.545344

Group	MCF-7				
	Average	SD	z-score		
ATP6V0E1	287.8385	140.6551	1.388001	-0.459288	-0.928713
ATP6V1F	127.6999	66.39627	1.412203	-0.771386	-0.640817
ATP6AP2	81.26465	38.01105	1.414207	-0.710773	-0.703434
ATP6V1G1	146.4027	55.89035	1.412254	-0.641681	-0.770573
ATP6V1H	22.27686	12.22925	1.413566	-0.743854	-0.669711
ATP6V0E2	14.53768	10.18397	1.406956	-0.827398	-0.579558
ATP6V0A1	12.18257	6.7188	1.404784	-0.561198	-0.843586
ATP6V1B1	6.313719	2.776333	1.403193	-0.854196	-0.548997

Supplementary Table 2. RNA-seq normalization results for representative subunits of V-ATPase in 29 overlapped downregulated genes.

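Supplementary Table 2 gives the mean TPM per group of 8 V-ATPase genes: ATP6V0E1, ATP6V0E2 and ATP6V0A1 of the membrane-bound part, ATP6V1F, ATP6V1G1, ATP6V1H and ATP6V1B1 of the cytosolic part, and the accessory protein gene ATP6AP2. For ATP6V0A1, the means over the deposited values were 24.6 TPM in Con and 11.2 TPM with Doxo in MDA-MB-231, and 21.6 and 8.41 TPM in MCF-7. ATP6V1B1, known from acid-secreting cells, was the least abundant, at 0.837 and 0.277 TPM in MDA-MB-231 and 10.2 and 3.94 TPM in MCF-7.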

Supplementary Table 3

Group	MDA-MB-231 (TPM)			MCF-7 (TPM)		
	231-Con	231-Doxo	231-Abe	7-Con	7-Doxo	7-Abe
IL1A	1.041938	13.23502	13.70842	0.047229	0.109261	0.104689
IL1B	1.75634	10.90239	15.37293	0.044085	0.170377	0.116485
IL6	20.3943	168.9246	69.61748	0.039469	0.768743	0.250759
CCL2	1.288564	3.270175	4.423768	0.103827	0.316935	0.437487
CCL5	1.326898	4.118867	4.263787	1.189923	7.289544	10.12159
CXCL2	6.428843	81.91512	121.4013	0.081051	0.392165	0.342842
CXCL8	60.60142	147.2887	187.0628	0.057282	0.587602	0.346597
CXCL10	0.439703	7.147013	5.834653	0.038827	1.606925	0.135234
TGFB1	87.40451	206.7277	204.0008	10.1757	24.62314	28.43897
TGFB2	25.75662	53.76866	59.4323	5.034845	10.14993	16.38193
TNFSF10	55.95949	125.6745	137.2826	7.054577	25.9531	42.81299
TNFSF15	6.08423	41.41327	39.10266	0.096319	0.803825	0.1533
MMP3	0.086773	3.095388	2.991923	0.03592	0.3155	0.161222
CGAS	26.09697	60.89907	123.4569	8.696542	25.9113	24.04705
STING1	36.83351	87.00439	95.9179	1.630873	4.635319	5.433757
STAT3	49.17544	118.2252	123.8268	47.42352	111.4084	111.984
NFKB1	19.29642	49.29644	41.49849	31.1816	71.24776	74.47357
NFKB2	43.92448	108.6238	96.17982	10.42714	23.78766	29.42708

Group	MDA-MB-231				
	Average	SD	z-score		
IL1A	9.328459	5.862641	-1.413445	0.666349	0.747096
IL1B	9.343889	5.667134	-1.338869	0.275007	1.063861
IL6	86.31214	61.77567	-1.067052	1.337298	-0.270247
CCL2	2.994169	1.294736	-1.317338	0.213175	1.104163
CCL5	3.236517	1.3516	-1.412858	0.652818	0.76004
CXCL2	69.91507	47.69811	-1.331001	0.251583	1.079418
CXCL8	131.651	52.79852	-1.345674	0.296178	1.049496
CXCL10	4.47379	2.902409	-1.38991	0.921036	0.468874
TGFB1	166.0443	55.6179	-1.41393	0.73148	0.68245
TGFB2	46.31919	14.72263	-1.396664	0.505987	0.890677
TNFSF10	106.3055	35.91405	-1.401848	0.539314	0.862533
TNFSF15	28.86672	16.13725	-1.411795	0.77749	0.634305
MMP3	2.058028	1.394528	-1.413565	0.743879	0.669686
CGAS	70.151	40.28184	-1.093645	-0.22968	1.323325
STING1	73.25193	26.00755	-1.400302	0.528787	0.871515
STAT3	97.07582	33.94779	-1.411001	0.622998	0.788004

**NFKB1**	36.69712	12.70932	-1.369129	0.991345	0.377783
**NFKB2**	82.90938	28.0307	-1.390793	0.917368	0.473425

Group	MCF-7				
	Average	SD	z-score		
**IL1A**	0.08706	0.028226	-1.411119	0.786543	0.624576
**IL1B**	0.110316	0.051742	-1.279997	1.160772	0.119225
**IL6**	0.35299	0.306375	-1.023324	1.357006	-0.333682
**CCL2**	0.286083	0.137952	-1.321155	0.223643	1.097512
**CCL5**	6.200352	3.726788	-1.344436	0.29226	1.052176
**CXCL2**	0.272019	0.136528	-1.398748	0.880007	0.518741
**CXCL8**	0.330494	0.216801	-1.260192	1.185917	0.074276
**CXCL10**	0.593662	0.717565	-0.773219	1.412085	-0.638865
**TGFB1**	21.07927	7.865789	-1.386201	0.450542	0.935659
**TGFB2**	10.52224	4.639904	-1.182652	-0.08024	1.262892
**TNFSF10**	25.27356	14.60622	-1.247344	0.046524	1.20082
**TNFSF15**	0.351148	0.320935	-0.79402	1.410494	-0.616473
**MMP3**	0.170881	0.114342	-1.180322	1.264794	-0.084473
**CGAS**	19.55163	7.713348	-1.407312	0.824502	0.58281
**STING1**	3.899983	1.637278	-1.385904	0.449121	0.936783
**STAT3**	90.27195	30.29933	-1.414171	0.697587	0.716584
**NFKB1**	58.96764	19.69178	-1.411047	0.623616	0.787431
**NFKB2**	21.21396	7.967322	-1.353882	0.323031	1.030851

Supplementary Table 3. RNA-seq normalization results for immunomodulatory-related genes of V-ATPase in 65 overlapped upregulated genes.

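Supplementary Table 3 gives the mean TPM per group of 18 genes: cytokines and chemokines, TNF family ligands, the DNA sensor CGAS and its adaptor STING1, MMP3, and the transcription factors STAT3, NFKB1 and NFKB2. Some of their levels differed widely between the lines in untreated cells, and others were close, such as STAT3 at 49.2 TPM in MDA-MB-231 and 47.4 TPM in MCF-7. CXCL8 had a mean of 60.6 TPM in MDA-MB-231 and of 0.0573 TPM in MCF-7, and CGAS, off whole-read steps in both, of 26.1 and 8.70 TPM. NFKB1, which encodes the p50 subunit of NF-κB, had 19.3 and 31.2 TPM.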

Supplementary Table 4

Gene	Forward	Reverse
CDKN1A	GGATGTCCGTCAGAACCC	GCTCCCAGGCGAAGTCA
CDKN2A	ATGGAGCCTTCGGCTGACT	GTAACTATTCGGTGCGTTGGG
IL6	TAGTCCTTCCTACCCCAATTTC	TTGGTCCTTAGCCACTCCTTC
IL1B	CCACAGACCTTCCAGGAGAATG	GTGCAGTTCAGTGATCGTACAGG
MMP3	CTGGACTCCGACACTCTGGA	CAGGAAAGGTTCTGAAGTGACC
LMNB1	GAAAAAGACAACCTCTCGTCGCA	GTAAGCACTGATTTCATGTCCA
ATP6AP2	AGGCAGTGTCATTTTCGTACC	GCCTTCCCTACCATATACTC
ATP6V0E1	GTCCTAACCGGGGAGTTATCA	AAAGAGAGGGTTGAGTTGGGC
ATP6V1F	CTCATCGCAGTGATCGGAGAC	CGGTTCTTGTTAAGCTCCCCTAT
ATP6V1G1	CTAGTCAGTCTCAGGGGATTCA	GTTCTGCCGGAAGTATGTCTG
LAMP2	GAAAATGCCACTTGCCTTTATGC	AGGAAAAGCCAGGTCCGAAC
CXCL2	GGGCAGAAAGCTTGTCTCAA	GCTTCCTCCTTCCTTCTGGT
CCL2	AGAATCACCAGCAGCAAGTGTCC	TCCTGAACCCACTTCTGCTTGG
TGFB1	TACCTGAACCCGTGTTGCTCTC	GTTGCTGAGGTATCGCCAGGAA
ACTB	ATTGGCAATGAGCGGTTC	GGATGCCACAGGACTCCAT

Supplementary Table 4. Sequences of qRT-PCR primers. Sequences are represented as 5’ to 3’.

# Supplementary material for: Cellular senescence triggers intracellular acidification and lysosomal pH alkalinized via ATP6AP2 attenuation in breast cancer cells
**Source:** Commun Biol. 2023 Nov 22;6:1147. doi: 10.1038/s42003-023-05433-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Differential expression of genes between Doxo (100 nM) -treated MDA-MB-231 cells for 96 h vs. control.

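The fold change in this table is the log2 of the ratio of the mean TPM of the 3 Doxo libraries to that of the 3 Con libraries, with nothing added to either mean. Computed this way from the deposited values, all 3364 fold changes of the Doxo tables of both lines were matched to within 0.001. On this scale genes near 0 TPM can take large values. CA9, a carbonic anhydrase, has -4.48, where the difference on the log2(TPM+1) scale is smaller, and IDO1, which degrades tryptophan, has 4.73 from a Con mean of 0.0821 TPM.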

File name: Supplementary Data 2

Description: Differential expression of genes between Abe (500 nM) -treated MDA-MB-231 cells for 96 h vs. control.

File name: Supplementary Data 3

Description: Differential expression of genes between Doxo (100 nM) -treated MCF-7 cells for 96 h vs. control.

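Genes with little signal in untreated cells reach high fold changes in this table as well. CXCL10, a chemokine, has a log2 ratio of 5.37 from 0.0388 to 1.61 TPM, and IL6 has 4.28. For abundant genes the ratio of means and the log2(TPM+1) scale nearly coincide: CCNB1, a mitotic cyclin, has -1.59 on the former, and PSAP, a lysosomal protein, 1.27.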

File name: Supplementary Data 4

Description: Differential expression of genes between Abe (500 nM) -treated MCF-7 cells for 96 h vs. control.

File name: Supplementary Data 5

Description: Source data underlying the graphs and charts presented in the main figures.

# Supplementary material for: Cellular senescence triggers intracellular acidification and lysosomal pH alkalinized via ATP6AP2 attenuation in breast cancer cells
**Source:** Commun Biol. 2023 Nov 22;6:1147. doi: 10.1038/s42003-023-05433-6
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Cell cycle distribution was detected by BD LSRFortessa Cell Analyzer<br>Absorbance value was detected by SpectraMax 340PC 384 Microplate Reader<br>Fluorescence intensity was detected by SpectraMax GEMINI EM<br>Images were acquired using KEYENCE BZ-X800 fluorescence microscope<br>RT-qPCR assays were performed by StepOnePlus Real-Time PCR System<br>RNA sequencing was sequenced with the TruSeq stranded mRNA Library on a NovaSeq6000 platform (Illumina)
Data analysis	Data analyzes were performed using the following software:<br>GraphPad Prism software v9.4.1<br>BD FACSDiva Software v8.0.1<br>ModFit LT software v5.0<br>Image J software v1.52<br>FastQC v0.11.9<br>Galaxy v22.05.1 https://usegalaxy.org<br>HISAT2 v2.2.1<br>Bioconductor v3.12.0<br>DAVID https://david.ncifcrf.gov<br>GSEA software v4.3.2<br>MSigDB v2022.1<br>STRING v11.5 https://string-db.org/

Cytoscape software v3.9.1
 DESeq2 R package (v1.40.2)
 ggplot2 R package (v3.4.2)
 FactoMineR R package (v2.8)
 VennDiagram R package (v1.7.3)
 clusterProfiler R package (v4.8.2)
 ComplexHeatmap R package (v2.16.0)
 ggsankey R package (<https://github.com/davidsjoberg/ggsankey>)
 RStudio software (v2023.06.0+421, RStudio, MA, USA) on the R computing environment (v4.3.1)
 Excel for Mac Microsoft v16.69.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-Seq data generated in this study were deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE222984. The remaining data are available in the article and supplementary data. Any other data supporting the findings of this study can be made available upon request from the corresponding authors. Source data for generating graphs and charts in the main figures are reported in Supplementary Data 5.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Non
Reporting on race, ethnicity, or other socially relevant groupings	Non
Population characteristics	Non
Recruitment	Non
Ethics oversight	Non

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For all cell line experiments, at least 3 independent samples were used for each analysis.
Data exclusions	No data were excluded from analysis.
Replication	All experiments results showed in this study were performed at least 3 times under independent experimental conditions. All attempts at replication have been successful.
Randomization	Invitro experiments were not randomized but were usually performed in a different format with same treatment condition (e.g., 6-well plates vs. 12-well plates).
Blinding	Blinded to group allocation (control vs. therapy-treated cell lines) during data analysis (SA- β -Gal staining assay, pH _i and pH _L detection).

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- n/a | Involved in the study
- ☒ ☐ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☒ ☐ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

Methods

- n/a | Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	MDA-MB-231 (human triple-negative breast cancer cell line) and MCF-7 (human luminal A type breast cancer cell line) cells were obtained from the American Type Culture Collection.
Authentication	MDA-MB-231 and MCF-7 cell lines were ordered from reliable sources with authentication certification (ATCC, Manassas, VA, US)
Mycoplasma contamination	Cell lines in culture were routinely tested and confirmed to be negative for Mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used in this study.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	A total of 3×10^5 cells were seeded into each well of 6-well plates and allowed to attach overnight. The cells were harvested after treatment with the therapeutic drugs, followed by washing in phosphate-buffered saline (PBS) and fixation using 70% (v/v) ice-cold ethanol for 1 h (or at 4°C overnight). Cells were washed in PBS, the cells were then incubated with propidium iodide staining solution for 15 min at room temperature before analysis.
Instrument	After staining, cells were analysed on BD LSRFortessa Cell Analyzer (BD Biosciences).
Software	Data were collected using BD FACSDiva Software v8.0.1 (BD Biosciences) and further analyzed by ModFit LT software v5.0 (Verity Software House) and GraphPad Prism software v9.4.1 (GraphPad Software).
Cell population abundance	The proportion of live cells was more than 90% of the total number of resuspended cells.
Gating strategy	Cells were selected from cellular debris based on the FSC area/SSC area, singlets then were selected based on the PI-FL2 area/ PI-FL2 Height. Set cells with unincubated PI as a negative control, and adjust the appropriate gate voltage according to the PI fluorescence intensity.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

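RNA-seq libraries of MDA-MB-231 and MCF-7 cells were analysed, untreated (Con) or treated with Doxo (100 nM), at 96 h, with 3 libraries per group. The authors prepared polyadenylated RNA, checked reads with FastQC, aligned them to GRCh38 with HISAT2, counted them per gene with featureCounts and scaled the counts to TPM, the unit of the deposited values in the tables of both lines. The tables give gene symbols without coordinates, and coordinates were taken from GENCODE release 44 on GRCh38. The table of MCF-7 holds 1 line that names no gene, which was left out. TPM keeps no read totals, so depth is unknown and no counting interval was computed. None of the 13 mitochondrially encoded mRNAs is in the tables, so that list was not tested.

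The 6 Abe libraries were left out of every comparison, since their values are not on the rows of their genes. Of the 1472 genes with an Abe fold change in the paper's table that could be tested in MDA-MB-231, the Abe mean that the fold change implies was on the gene's own row for 0 and on another row for 1393. In MCF-7 it was on the own row for 2 of 1427 and on another row for 1316, where the paper's table for Abe was held only in part, with 1998 genes. With Doxo, the implied mean was on the own row for 850 of 889 genes in MDA-MB-231 and 944 of 994 in MCF-7. The Abe values are missing for 450 and 339 genes. They were not moved to other rows. The design had set each fit on the 9 libraries of a line, and each fit was made on the 6 Con and Doxo libraries instead.

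Doxo was compared with Con in each line with limma 3.58.1 in R 4.3.3 (moderated variance with a mean trend, robust), on log2(TPM+1), over genes with at least 1 TPM in at least 3 of 6 libraries. This tested 12484 genes in MDA-MB-231 and 12301 in MCF-7, with Benjamini-Hochberg adjustment within each line and a threshold of 0.05. The authors state DESeq2 for their tests, which needs read counts and was not used here. Counts at the paper's thresholds use a log2 fold change of 1 or more in size and an unadjusted p under 0.05. The difference between the lines was tested in a joint limma fit of 12 libraries over 10959 genes tested in both. Fold changes on this scale understate the change of low genes. On simulated data of the same spread, the test recovered 67% of genes with a log2 change of 1 and 93% with 2 in MDA-MB-231, and 84% and 98% in MCF-7, with 5.9% and 4.2% false calls.

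The 33 gene lists, the tests, the alternatives and the rule for named genes were set before the data were examined. 6 lists come from the figures and supplementary tables of the paper and, apart from the genes of Fig. 1k, were chosen by the study on these samples. For Fig. 1k the paper names a published senescence gene set and does not say how the genes shown were picked. Lists were tested with limma's camera, with an inter-gene correlation of 0.01, adjusted over all lists and both lines, and again with an estimated correlation. With an estimated correlation, camera also takes its degrees of freedom from the libraries rather than from the genes. Lists with fewer than 3 tested members had no test. Over-representation among shared genes was tested with Fisher's exact test, one-sided. Principal components were computed on the 100 genes of Fig. 1k.

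The genes named are those the paper names from RNA-seq, whose values in its tables had been seen, the 10 largest rises and the 10 largest falls per line among genes at an adjusted p under 0.05 with a mean of at least 5 TPM in the higher group and no overlap of libraries, and the 3 members with the largest change in each list that passed its test. Genes outside this rule are marked in the text as chosen after their values were seen. Each named gene called higher or lower by the rule had all 3 Doxo libraries on the same side of all 3 Con libraries.

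Whether the 6 TPM values of a gene are whole multiples of what 1 read is worth in each library was tested after the data were seen, with a tolerance of 0.004 of a read. On simulated whole reads, all 40 altered genes of 12337 were found and 0 others. Alternatives were limma without the trend, trimmed-mean rescaling, no filter, a pseudocount of 0.1, a replicate block, leaving out each library, an estimated correlation, a fold threshold and other backgrounds. Added after the data were seen were leaving out genes off whole-read steps, the ratio of mean TPM as fold change, the over-representation among shared higher genes and the list tests of the difference between the lines. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.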

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

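The tests of explanations and the list tests of the difference between the lines in this part were chosen after the results were seen. Planned were the gene tests of that difference, the list tests within a line and the other splits of the libraries. What the splits should give was written after.

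The response to Doxo differed between the lines. In the joint limma fit, 2599 genes had a higher and 1633 a lower log2 fold change in MDA-MB-231 than in MCF-7 at an adjusted p under 0.05. With trimmed-mean rescaling the numbers were 1927 and 2084, so that which direction is more frequent depends on the scaling. Of 100 splits of the libraries drawn, only the real one, 1 split, gave as many as 4232 genes, and the highest of the others gave 2375. Splits that mix Con and Doxo libraries take away most of the response of a line and leave a part of it. They therefore cannot tell whether the responses of the lines differ by chance. 

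Genes of mitosis and G2/M rose on balance with Doxo in MDA-MB-231 and fell in MCF-7, and with those of DNA replication they stood out because the 2 lines responded differently (adjusted p = 1.7e-20 for mitosis and 9.2e-15 for replication from camera, and 0.038 for each with an estimated correlation). A trend of the fold change with GC content and transcript length is argued against as the whole cause: the median log2 fold change of the mitosis list in MDA-MB-231 was 0.47 (bootstrap interval 0.37 to 0.61) and 0.38 (0.28 to 0.43) with the trend taken out, against -1.32 in MCF-7. Scaling of TPM within libraries is argued against in the same way, with a median of 0.40 (0.31 to 0.54) in MDA-MB-231 after trimmed-mean rescaling. A cell line difference in the p53 response stays open as a biological hypothesis: p53 targets responded less in MDA-MB-231 with an adjusted p of 2.1e-07 from camera but adjusted p = 0.071 with an estimated correlation, so that it cannot be told apart from other differences between the lines. By flow cytometry, the paper reports an arrest in G2 with Doxo for MDA-MB-231 and in G1 for MCF-7. Whether this accounts for the opposite responses was not tested here. The rise within MDA-MB-231 did not pass with an estimated correlation (adjusted p = 0.37 from camera). Under the other alternatives its adjusted p lay between 4.5e-07 and 0.0014.

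Within that list, MKI67, CCNA2, CCNB1, CCNB2 and CDK1 fell in MDA-MB-231 while 30 of 44 genes rose. Of the 5, 4 had values off whole-read steps, against 0 of the other 39 genes (Fisher's exact test, one-sided p = 3.7e-05), so for CCNA2, CCNB1, CCNB2 and CDK1 the way their values were made is a candidate explanation. It is argued against for MKI67, whose values were on steps at a log2 fold change of -1.60. The trend with GC content and length is argued against for all 5, since the highest of their values after it was taken out was -1.33, that of CCNA2. A selective fall of these genes with Doxo stays open as a biological explanation and was not tested further.

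Genes of cholesterol synthesis and of hypoxia and glycolysis also stood out because the lines responded differently, lower in MDA-MB-231 than in MCF-7 (adjusted p = 4.1e-09 and 1.3e-09 from camera, and 0.038 for each with an estimated correlation). The fall of cholesterol synthesis genes in MDA-MB-231, at a median log2 fold change of -0.72, is a signal in genes that the paper does not discuss. Across genes, the log2 fold change had a rank correlation (Spearman) with GC content of -0.32 in MDA-MB-231 and 0.04 in MCF-7. The trend was not taken out for the cholesterol and hypoxia lists, so its share in their difference between the lines was not tested. The rise of p53 targets in MCF-7, at a median of 0.72, stood out as that of a list that the paper does not test, although it discusses members such as CDKN1A.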

How the results depend on the processing

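The settings chosen after the values were seen are leaving out genes off whole-read steps, alone or with an estimated correlation, and taking the ratio of mean TPM as the fold change, and all others were planned.

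Counts at an adjusted p under 0.05 moved most in MDA-MB-231. There 2735 genes were higher and 2079 lower, and with a replicate block 1571 and 1265, while leaving out 1 library gave from 1552 (Doxo replicate 2) to 2825 higher and from 1367 (Doxo replicate 2) to 2325 lower genes, with 1698 higher without Doxo replicate 1. Fewer libraries or residual degrees of freedom widen the test there, and the cause of the differences between libraries was not tested. A fold threshold of 1 on the log2 scale gave 406 higher and 169 lower genes in MDA-MB-231, and 419 and 278 in MCF-7, as it removes small changes by construction. Trimmed-mean rescaling evened the numbers, with 2633 higher and 2621 lower genes in MDA-MB-231 and 2582 and 2652 in MCF-7, against 2258 and 3216, and gave 1927 higher and 2084 lower responses in MDA-MB-231 than in MCF-7, against 2599 and 1633. With a replicate block, 1704 genes had a higher response in MDA-MB-231 than in MCF-7, against 2599. Not every library correlated best with that of its own number. The replicate numbers were not taken to pair the libraries, since residuals of Con and Doxo libraries of the same number had correlations of -0.524, 0.21 and -0.35 in MDA-MB-231 and -0.262, -0.084 and -0.387 in MCF-7.

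At the paper's thresholds, a pseudocount of 0.1 gave 657 higher and 294 lower genes in MDA-MB-231 and 423 lower in MCF-7, and the ratio of mean TPM 675, 310 and 435, since both scales give larger fold changes to low genes. The other counts at these thresholds stayed within 1.5 times, apart from the genes lower in both lines, which went from 28 to 13 with genes off whole-read steps left out, because the setting removes such genes.

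With an estimated correlation, 3 lists were called in MDA-MB-231 against 22, and 14 in MCF-7 against 24. The adjusted p in MDA-MB-231 became 0.17 for V-ATPase subunits, 0.35 for lysosomal membrane proteins and hydrolases, 0.27 for senescence-raised genes, 0.089 for SASP factors, 0.093 for interferon-stimulated genes, 0.57 for EMT and 0.37 for mitosis and G2/M, and in MCF-7 0.072 for the lysosomal list and 0.18 for interferon-stimulated genes. This setting estimates how far genes move together and also takes its degrees of freedom from the few libraries, and both widen the test. Their shares were not told apart. With genes off whole-read steps left out, the V-ATPase list in MDA-MB-231 reversed to the upward direction (adjusted p = 0.68), as 9 of its 13 lower genes were removed. With both settings together, 0 of the 3 calls in MDA-MB-231 and 4 of the 14 in MCF-7 passed. Of the 13 lost, 3 are lists with no member off the steps, so not all of this comes from the members removed. They are cholesterol synthesis in MDA-MB-231 and NF-κB targets and mitosis in MCF-7.

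All 64 list tests kept their direction and side of the threshold under the replicate block, the pseudocount of 0.1, trimmed-mean rescaling and limma without the trend, and 63 without the filter, where 1 became stronger. Over the tests without 1 library, 379 did so, 4 became stronger and 1 weaker. Of tests of named genes, 1215 without 1 library kept theirs, 2 became stronger and 22 weaker, and with the block 206 kept theirs and 5 did not pass (ATG12, CD274 and RPS18 in MDA-MB-231 and LAMP3 and MAP1LC3B in MCF-7), where fewer degrees of freedom are left. The cause of these changes was not tested. Depth is unknown from TPM, so what it limits could not be tested.

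Size factors and library size alone, planned for read counts, were not run, since the deposited values are TPM. Every result with Abe, including Doxo against Abe and the genes shared by all 4 comparisons, was not run. The fit on only the 2 groups compared became the reported one.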

Differences from the paper's values

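At the paper's stated thresholds, the counts of genes changed by Doxo are lower than those in the paper's tables. The paper's table has 1159 higher genes in MDA-MB-231, where 408 were found, and 1266 in MCF-7, where 420 were found. It has 381 lower genes in MDA-MB-231 against 169, and 558 in MCF-7 against 278. From its tables, 247 genes are higher in both lines, against 78, and 43 are lower in both, against 28. The authors state DESeq2 for these tests, and limma on log2(TPM+1) was used here over genes with at least 1 TPM in 3 libraries. Of the paper's genes, 622 of 1159 and 573 of 1266 higher and 281 of 381 and 414 of 558 lower genes were tested here. Of the genes called here, 386 of 408, 412 of 420, 163 of 169 and 275 of 278 are in the paper's tables.

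Among the alternatives set before the data were examined, a pseudocount of 0.1 brought the lower genes within 1.5 times of the paper's counts, with 294 in MDA-MB-231, 423 in MCF-7 and 38 in both, as did leaving out Doxo replicate 2 of MDA-MB-231 for those lower in both, with 30. None of the alternatives did so for the higher genes, where the pseudocount of 0.1 gave 657, 569 and 111. Limma without the trend, trimmed-mean rescaling, no filter, a replicate block, leaving out other libraries and, for the genes changed in both lines, a fold threshold on the adjusted p did so for none of the 6 counts. The log2 of the ratio of mean TPM, chosen after seeing the values, gave 310 and 435 lower genes and 40 lower in both, within 1.5 times of the paper's, and drops 100 of the paper's 381, 144 of its 558 and 7 of its 43. It gave 675, 589 and 113 higher genes, which leaves the difference. On that scale the genes called include 622, 573, 281 and 414 of the paper's, which are all of those tested here.

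MAP1LC3B in MDA-MB-231 is given in the paper's Supplementary Table 1 as 6.04411 TPM in Con and 3.62977 TPM with Doxo, where the deposited means are 87.3 and 145 TPM. No processing alternative applies to a mean TPM. The paper's values are those of MAP1LC3B2 in the deposited table, 6.04 and 3.63 TPM, a gene off whole-read steps in that line. Under 1.5 times apart are ATG12 in MDA-MB-231, which the paper gives as 30.4808 and 30.4137 TPM against 24.5 and 32.4 TPM, 6 TPM above and 2 TPM below the deposited means with the same decimals, and RAB7A in MCF-7 with Doxo, the paper's 249.5 against 229 TPM, a deposited mean that the paper's table gives in its column for Abe. The other 135 of 140 cells compared match within a relative tolerance of 0.001.

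The paper states that lysosome-related genes fell with Doxo (Supplementary Table 1). Over that list, 4 of 8 tested fell and 2 rose in MDA-MB-231, and 5 of 8 fell and none rose in MCF-7, with LAMP1 and LAMP2 lower in both lines. In MDA-MB-231 MAP1LC3B, lower in the paper's table, rose at a log2 fold change of 0.72, as did ATG12, at 0.39. The list passed in MCF-7 (adjusted p = 0.015 from camera, but 0.12 with an estimated correlation) and in MDA-MB-231 only without the filter (0.024) or without Doxo replicate 2 (0.044), against 0.092.

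For pH regulation, the paper states a negative correlation with treatment by GSEA. The list of pH regulation genes outside the V-ATPase had adjusted p of 0.47 in MDA-MB-231 and 0.32 in MCF-7 from camera, with 5 and 7 genes higher and 7 lower in each line, and passed under none of the alternatives. The V-ATPase list was lower in both lines (adjusted p = 0.0015 and 3.3e-06), though in MDA-MB-231 not with an estimated correlation (0.17), and with genes off whole-read steps left out it turned upward there (0.68). The lists are not the published set.

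For the IL6-JAK-STAT3 pathway, which the paper states to be enriched in treated cells, the list of JAK-STAT3 genes did not pass in MDA-MB-231 (adjusted p = 0.36 from camera, with 10 genes higher and 6 lower) under any of the alternatives, and passed in MCF-7 (1.1e-04, and 0.043 with an estimated correlation, though 0.067 with genes off whole-read steps left out as well). The lists of senescence-raised genes and of EMT passed in both lines, though not in MDA-MB-231 with an estimated correlation (adjusted p = 0.27 and 0.57). These lists are not the published sets either.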

Other observations

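The tests of the origin of values off whole-read steps in this part were chosen after the values were seen, as was the list test of the difference between the lines. The list tests within a line were planned. The trend of the fold change with GC content in MDA-MB-231 was not taken out for the lists in this part.

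Genes of cholesterol synthesis were lower after Doxo in MDA-MB-231. Of 25 genes of cholesterol synthesis, 21 fell, none rose and 4 did not pass the test (21 when adjusted over the list alone), with INSIG1, a sensor that restrains the pathway, from 187 ± 18.7 to 54.5 ± 2.51 TPM (SD, n = 3), at a log2 fold change of -1.76 (standard error 0.09, adjusted p = 1.2e-05 from limma), PCSK9, which degrades the LDL receptor, at -1.73 and DHCR7, which makes cholesterol in the last step, at -1.57. In MCF-7, 3 of 24 rose and 7 fell (3 and 7 when adjusted over the list alone). From camera the adjusted p was 2.1e-14 in MDA-MB-231 (0.042 with an estimated correlation, 0.057 with genes off whole-read steps left out as well, though no gene of the list was off them, and 1.4e-17 to 1.8e-13 under the alternatives with the preset correlation) and 0.41 in MCF-7. Of 33 genes of hypoxia and glycolysis in MDA-MB-231, 22 fell and 2 rose (23 and 2 when adjusted over the list alone), with ALDOC, an aldolase, at -1.38 and PFKFB4, a regulator of glycolytic flux, at -1.25 (adjusted p = 5.4e-10 from camera, 0.072 with an estimated correlation and 3.5e-12 to 7.1e-09 under the other alternatives). In MCF-7, 11 of 30 rose and 7 fell (11 and 7 when adjusted over the list alone; adjusted p = 0.085, and 0.045 without Con replicate 1 and 0.037 without Doxo replicate 1). Of genes of the unfolded protein and integrated stress response, 15 of 32 fell and 4 rose in MDA-MB-231 (17 and 4 when adjusted over the list alone), the former such as DDIT4, an inhibitor of mTORC1, at -1.88, TRIB3 at -1.49 and ASNS, asparagine synthetase, at -1.48, and in MCF-7 14 of 31 rose and 4 fell (16 and 4 when adjusted over the list alone), the former such as CEBPB, a transcription factor of the SASP, at 1.57, CHAC1 at 1.23 and DDIT4 at 1.07. Their adjusted p was 4.6e-04 and 0.0072 from camera, adjusted p = 0.41 and 0.084 with an estimated correlation and at most 0.0012 and 0.02 under the other alternatives. The difference between the lines had an adjusted p of 1.8e-06 from camera, and 0.23 with an estimated correlation.

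Of 60 cytosolic ribosomal protein genes in MDA-MB-231, 27 fell and 1 rose (30 and 1 when adjusted over the list alone; adjusted p = 1.9e-07 from camera, 0.4 with an estimated correlation and 9.9e-10 to 2.9e-04 under the other alternatives), with RPS8 at -0.59 and RPL3 at -0.56. RPS18 had -0.73 (adjusted p = 0.023) at a level of 1.52 TPM in Con, may share reads with near-identical copies, and had adjusted p of 0.051 and 0.062 without Con replicates 2 and 3 and of 0.085 and 0.07 without Doxo replicates 2 and 3. In MCF-7, 4 of 59 rose and 5 fell (1 and 2 when adjusted over the list alone; adjusted p = 0.71). Of 16 reference genes, 8 fell and 2 rose in MDA-MB-231 (8 and 2 when adjusted over the list alone; adjusted p = 0.0081, 0.18 with an estimated correlation and 0.0031 to 0.026 under the others, the highest with trimmed-mean rescaling), with ACTB at -0.62, GAPDH at -0.58 and PGK1 at -0.57, and 6 fell and 2 rose in MCF-7 (6 and 2 when adjusted over the list alone; adjusted p = 0.63). Of 29 estrogen response genes in MCF-7, 16 fell and 4 rose (16 and 4 when adjusted over the list alone; adjusted p = 0.0056, 0.29 with an estimated correlation and 4.9e-04 to 0.018 under the others), with RERG at -1.21, MYB at -1.15 and PGR, the progesterone receptor, at -1.07, and of 17 in MDA-MB-231, 6 fell and 3 rose (7 and 3 when adjusted over the list alone; adjusted p = 0.091, and 0.034 without Con replicate 3).

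Of genes that mark the luminal identity of MCF-7, 6 of 9 fell and none rose in MDA-MB-231 (7 when adjusted over the list alone; adjusted p = 2.4e-04, 0.14 with an estimated correlation and 2.0e-05 to 0.0011 under the others), with KRT19 at -1.02, SPDEF at -0.97 and KRT18 at -0.67, and in MCF-7 8 of 15 fell and 5 rose (9 and 5 when adjusted over the list alone; adjusted p = 0.23). Of genes that mark MDA-MB-231, 7 of 15 rose and 2 fell there (7 and 2 when adjusted over the list alone; adjusted p = 0.04, 0.45 with an estimated correlation and 0.018 to 0.05 under the others), with VIM at 1.36, and 6 of 8 rose in MCF-7 (6 when adjusted over the list alone; adjusted p = 3.5e-04, 0.063 with an estimated correlation and 1.2e-05 to 7.3e-04 under the others), with ANXA1 at 2.36, TGFBI at 1.30 and EGFR at 1.11. Of 4 tested immune cell markers in MDA-MB-231, 2 rose and 1 fell (2 and 1 when adjusted over the list alone; adjusted p = 0.35), and the 1 tested in MCF-7 did not pass. Of 4 tested fibroblast markers in MDA-MB-231, 1 rose and 2 fell (1 and 2 when adjusted over the list alone; adjusted p = 0.58), and of 2 in MCF-7, 1 rose (1 when adjusted over the list alone).

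Values off the whole-read steps were concentrated on genes that the paper names. In MDA-MB-231, 12.7% of the paper's 165 listed genes were off the steps against 0.12% of the others (Fisher's exact test, one-sided p = 4.7e-31), and in MCF-7 6.4% of 157 against 0.26% (6.9e-11). In MDA-MB-231, the 3 Con values alone were on steps for 31 of the 36 genes and the 3 Doxo values alone for 0, which argues against symbols that combine several gene records, since these would affect both groups alike (exact binomial test, two-sided p = 9.3e-10). In MCF-7 the numbers were 13 for Con alone and 13 for Doxo alone (exact binomial test, two-sided p = 1). Split by the paper's lists after these counts were seen, they were 6 and 0 among the listed genes, which argues against combined records for these 6 (p = 0.031, exact binomial test), and 7 and 13 among the others (p = 0.26, exact binomial test), where such records and other origins cannot be told apart. Read numbers above the range searched are argued against in both lines, as the genes had a median expression percentile of 62.7 in MDA-MB-231 and 15.4 in MCF-7. What made these values was not found, and no biological explanation was tested.

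The libraries of 1 line can be split 3 against 3 in 10 ways, the real one included, too few for a share under 0.05. At an adjusted p under 0.05, the real split gave 4814 genes in MDA-MB-231 and 5474 in MCF-7 and the highest other 0 in each. At the paper's thresholds it gave 577 and 698, and the highest other 18 and 3. Of the gene lists, 22 and 24 were called with the real split and 21 and 23 with the highest other, so the number of lists called at the preset correlation does not set the real split apart. The other splits keep a part of the response, so their lists do not measure false calls. For genes changed in both lines at the paper's thresholds, 1 of 100 splits drawn, the real one, gave as many as 78 higher and 1 of 100 as many as 28 lower, and the highest other gave 1 in each case. Splits that mix Con and Doxo libraries call few genes in either line and so can share few. They do not test the overlap beyond that.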
